# Understanding the development of oral epithelial organs through single cell transcriptomic analysis

**DOI:** 10.1242/dev.200539

**Published:** 2022-08-17

**Authors:** Qianlin Ye, Arshia Bhojwani, Jimmy K. Hu

**Keywords:** Mandibular development, Ectodermal organs, Patterning, Cell atlas, Gene regulatory networks, Single cell RNA-sequencing

## Abstract

During craniofacial development, the oral epithelium begins as a morphologically homogeneous tissue that gives rise to locally complex structures, including the teeth, salivary glands and taste buds. How the epithelium is initially patterned and specified to generate diverse cell types remains largely unknown. To elucidate the genetic programs that direct the formation of distinct oral epithelial populations, we mapped the transcriptional landscape of embryonic day 12 mouse mandibular epithelia at single cell resolution. Our analysis identified key transcription factors and gene regulatory networks that define different epithelial cell types. By examining the spatiotemporal patterning process along the oral-aboral axis, our results propose a model in which the dental field is progressively confined to its position by the formation of the aboral epithelium anteriorly and the non-dental oral epithelium posteriorly. Using our data, we also identified *Ntrk2* as a proliferation driver in the forming incisor, contributing to its invagination. Together, our results provide a detailed transcriptional atlas of the embryonic mandibular epithelium, and unveil new genetic markers and regulators that are present during the specification of various oral epithelial structures.

## Abstract (precis)

**Summary:** Single cell analysis of embryonic mouse mandibular ectoderm identifies distinct populations with defined gene regulatory networks and unveils epithelial zones that form progressively during oral-aboral patterning.

## INTRODUCTION

The vertebrate mouth is a highly derived structure that consists of specialized organs – teeth, taste buds and glands – that are crucial for feeding and the survival of animals. During development, these ectodermal organs emerge as epithelial thickenings or placodes at precise locations on the oral surface, and the mouse mandible has served as one of the foundational model systems for studying ectodermal organ development (Tucker and Sharpe, 2004; Kapsimali and Barlow, 2013; Suzuki et al., 2021). The mouse lower jaw is formed from the mandibular process of the first pharyngeal arch, which comprises a mesenchymal core ensheathed by a contiguous epithelial layer of ectodermal and endodermal origins (Frisdal and Trainor, 2014). The ectoderm covers the outer mandible and most of the oral surface, whereas the endoderm overlays the inner mandible that extends posteriorly from the proximal part of the tongue to the embryonic foregut (Rothova et al., 2012).

Patterning of the mandibular epithelium is already evident at embryonic day (E) 9.5, when *Bmp4* and *Fgf8* are expressed in the medial (distal) and lateral (proximal) regions of the oral epithelium, respectively, and pattern the incisor and molar fields along the proximal-distal axis (Neubüser et al., 1997; Tucker et al., 1998; Liu et al., 2005). Concurrently, *Shh* is expressed in the pharyngeal endoderm, and signaling by SHH and BMP4 patterns the mandible along the oral-aboral axis (Xu et al., 2019). The mandible is thus organized into broadly patterned domains before the formation of epithelial placodes.

The mandibular arch epithelium begins as a single layer of cuboidal cells but soon undergoes stratification after E9.5 to produce a sheet of flattened cells apically, called the periderm that protects the epithelia from inappropriate fusion (Richardson et al., 2014). Further stratification in the forming ectodermal placodes generates suprabasal cells that stack between the columnar basal layer and the periderm. In the case of the tooth, this thickened epithelium, known as the dental lamina, is discernible at E11.0 and represents the earliest morphological sign of odontogenesis (MacKenzie et al., 1992). However, the exact mechanism that determines the position of the dental lamina and initiates tooth development remains unclear. Cells in the dental lamina are transcriptionally distinct from the rest of the epithelium, expressing several tooth-specific transcription factor genes, including *Pitx2* and *Irx1* (Mucchielli et al., 1997; Yu et al., 2017). In particular, *Pitx2* is crucial for tooth development and is one of the earliest dental markers (Liu et al., 2003). Its expression precedes the lamina stage and is present in a broader domain at E10.5 that later narrows (St Amand et al., 2000). Patterning of the dental field is therefore a progressive process involving dynamic transcriptional changes.

As the dental lamina transitions through the placode and bud stages between E11.0 and E12.5, the initiation knot forms along the anterior tooth epithelium and functions as a signaling center to promote early tooth development (Dassule and McMahon, 1998; Ahtiainen et al., 2016). By E12.0, individual incisor and molar buds are easily recognizable; separated by a toothless space called the diastema, as mouse dentition is reduced and lacks canines and pre-molars. Besides teeth, other oral ectodermal organs also begin to form around this stage. For example, the development of the submandibular salivary gland initiates at E11.5, first as an epithelial thickening adjacent to the tongue, which then protrudes into the mesenchyme as a teardrop shaped bud by E12.0 (Jaskoll and Melnick, 1999). Concomitantly, taste bud primordia develop on the mouse tongue, starting at E12.0 (Mistretta and Liu, 2006). Therefore, E12.0 represents a crucial developmental window for experimental investigations, as it is marked by the emergence and expansion of different progenitor lineages that will form all the major oral ectodermal organs. Crucially, the mechanisms by which diverse mandibular epithelial populations are patterned and specified remain an important unresolved issue. Because studies to date have primarily focused on individual organs or other timepoints (Landin et al., 2012; Musselmann et al., 2011; Hauser et al., 2020; Yuan et al., 2020; Xu et al., 2019), there is incomplete knowledge of the overall cell heterogeneity within the E12.0 mandibular epithelium. It is also not well understood how specific gene regulatory networks and signaling processes are coordinated across both space and time to control the development and functions of different epithelial populations.

To address these questions, we first acquired an in-depth understanding of the cell diversity in the mandibular epithelium at E12.0 using single cell RNA-sequencing (scRNA-seq) (Klein et al., 2015; Macosko et al., 2015). By complementing sequencing results with detailed spatial mapping, we have identified discrete populations not only in the developing ectodermal organs but also in areas where the epithelium appears morphologically simple and uniform. Through computational analysis, we uncovered key transcription factors and associated gene regulatory networks that define these epithelial regions. In addition, we show that the oral-aboral patterning of the mandibular epithelium evolves over time as it becomes increasingly regionalized at the transcriptional level from E8.5 to E12.0. Our findings indicate that the mandibular ectoderm first gives rise to cells expressing tooth-specific transcription factors but subsequent patterning imparts anterior aboral and posterior oral identities to these cells, confining the dental field to its eventual position. Last, we show that *Ntrk2*, a novel dental marker identified in our analysis, promotes cell proliferation and tooth invagination. Our results thus provide a useful resource for future investigation of key regulators during mandibular epithelial morphogenesis.

## RESULTS

### scRNA-seq identifies spatially distinct epithelial populations in the developing mandible

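At E12.0, GFP-positive cells sorted from the mandibular epithelium of 6 pooled K14Cre;R26mT/mG embryos of a single litter were sequenced as 1 10x Genomics library. The authors provide UMI counts, the numbers of distinct transcript molecules counted per gene and cell barcode, without normalization. They cover 11663 barcodes and 27998 genes and sum to 78911671 UMIs. With the filter of the paper's methods (200 to 5500 genes and at most 10% mitochondrial counts), 11355 cells remained. Of the barcodes removed, 294 exceeded the mitochondrial limit and 14 the upper gene limit. The cells kept had between 503 and 21712 UMIs, with medians of 6349 UMIs and 2776 genes. Scrublet, which scores each cell against simulated mixtures of 2 cells, called 697 of them (6.14%) doublets, and these were kept. Counts were normalized with SCTransform while S and G2M scores, a sex score and a score of the lincRNAs Gm42418 and AY036118 were regressed out, as in the paper. Clusters were then built in Seurat with the paper's settings, 10 principal components and a resolution of 0.08 at low resolution and 30 components and a resolution of 0.9 at high resolution. CPM, the measure of expression, is the number of UMIs of a gene summed over a group of cells per 1000000 UMIs of that group. Most genes whose expression is reported here were left out of the variable features, so no cluster was built from these genes. The exceptions, which could be among the variable features, were Top2a, Ccna2, Xist, Ddx3y, Twist1, Bmp7 and the receptor genes of Fig. 3K,L. A cluster was given the name of one of the paper's classes, followed by "like", only when at least 3 other markers of that class were raised in it. Raised meant at least 1.5 times the CPM of all other cells, with 5 CPM added to both sides, and a UMI in at least 5% of the cluster's cells. Anterior-like, dental-like, posterior-like and P/S-like cells are unions of the high-resolution clusters named in this way. Brackets after a CPM hold its exact 95% Poisson interval, and brackets after a log2 fold hold the exact 95% interval of the ratio of the 2 counts. Folds compare a group with all other kept cells, unless another group is named. Because there was 1 library and cells are not replicates, no test between groups was made and the intervals cover counting error only. In place of a test, genes were counted by size with the cutoffs of the paper's marker criteria, a CPM at least 1.3 times that of all other kept cells and a UMI in at least 15% of the cells of the class. The paper applied these cutoffs to single clusters in a marker test, and here they apply to summed UMIs of a class or of a region made of several clusters, so a gene that misses them here may meet the paper's. Shares of cells with a UMI depend on depth, so they were also taken after every cell was thinned to 4100 UMIs, which left out 1024 shallower cells.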

In order to define the different epithelial populations in the developing mandible based on their genetic differences, we performed scRNA-seq analysis using mandibular epithelia from E12.0 embryos (Fig. 1A-D). At this timepoint, the epithelium has been broadly patterned along different axes (Fig. 1A) (Xu et al., 2019), and oral epithelial organs have just begun to develop and undergo stratification and invagination. The E12.0 mandible therefore provides an ideal platform for investigating the intrinsic genetic regulation governing the development and functions of all the early epithelial progenitor populations that constitute each of the mandibular ectodermal structures and their adjoining regions. Visualized using UMAP, the initial feature plot contains several matching clusters segregated by the expression of cell cycle genes (Fig. S1), reflecting the proliferative nature of a developing tissue. 

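Clustered at high resolution without any regression, the kept E12.0 cells formed 17 clusters. The normalized mutual information between cluster and cell cycle phase, which is 0 for unrelated groupings and 1 for identical ones, was 0.210 for these clusters. It was 0.0444 for the 19 clusters built after regression. With phases scored on thinned cells it was 0.206 without and 0.0486 with regression. Top2a, a cell cycle gene shown in Fig. S1, ranged from 35.9 to 1344 CPM between clusters before regression, a 37.4-fold range. After regression it ranged from 81.0 to 1297 CPM, a 16.0-fold range. The range of Xist, expressed from the inactive X chromosome of female cells, fell from 48.1-fold to 7.28-fold, and that of the Y-linked Ddx3y from 18.0-fold to 3.42-fold. These ranges leave out 1 cluster per clustering whose median UMI count was far below the library's. Phases were called from the same genes as the regressed S and G2M scores, and Xist and Ddx3y belong to the regressed sex score. A fall after regression is therefore implied by the construction, and the values give only its size.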

To focus on the transcriptional differences associated with epithelial sub-structures, we subsequently regressed out transcripts related to cell cycles as well as transcripts segregated by sexes.

**Fig. 1.**
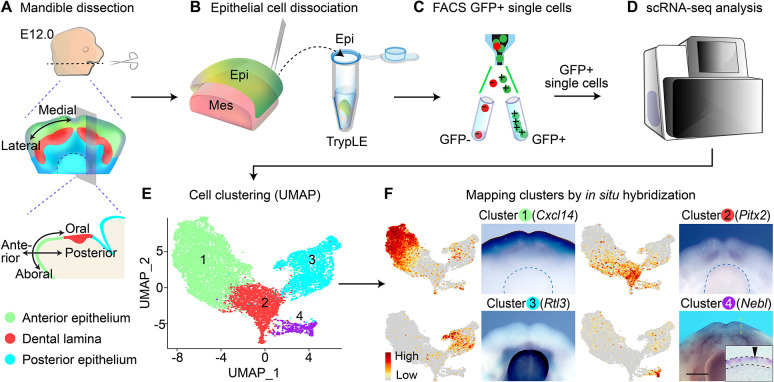
**Single cell RNA-sequencing of E12.0 mandibular epithelium.** (A-D) Workflow of cell isolation from E12.0 mandibular epithelia for scRNA-seq. Schematic drawings of the embryonic mouse mandible in dorsal view and sagittal section showing the anatomical axes and broadly defined epithelial regions. (E) UMAP plot of mandibular epithelial cells. (F) Feature plots of representative markers enriched in the four clusters shown in E and their expression by RNA *in situ* hybridization in E12.0 mandibles (dorsal views). Clusters 1-3 correspond to the anterior (green), dental (red) and posterior (cyan) epithelium, respectively. Blue dashed lines outline the tongue. Cluster 4 (purple) contains periderm cells (black arrowhead). Inset is a representative sagittal section through the region indicated by the yellow dashed line. Black dashed lines indicate the epithelium. Epi, epithelium; Mes, mesenchyme. Scale bar: 400 μm in whole-mount images; 20 μm in the inset.

We first analyzed this refined dataset at a low resolution, and this partitioned the mandibular epithelium into four large clusters (Fig. 1E). 

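With the reported genes left out, low-resolution clustering gave 3 clusters. The largest held 8336 cells (73.4%), and all 7 of the anterior naming markers were raised in it. In a second cluster of 2302 cells (20.3%), all 6 posterior markers were raised. The last held 717 cells (6.31%) with all 5 periderm markers raised, and the initiation knot genes Shh and Bmp2 were also among its leading genes. No cluster was named dental-like at this setting. With the reported genes kept there were also 3 clusters, and without regression 4, and again none was dental-like. At a resolution of 0.15 there were 4 clusters, of which 4385 cells were dental-like, 3957 anterior-like, 2633 posterior-like and 380 P/S-like. LogNormalize, the alternative that moved the number most, gave 5 clusters.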

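The anterior-like group, built from the V1-like, V2-like, AVM-like, AVL-like and ADM-like high-resolution clusters, held 4911 cells with 32959090 UMIs. Cxcl14 (ENSMUSG00000021508) lies on chromosome 13 from 56288643 to 56296551 in GRCm38 and encodes a chemokine. It was measured at 1805 CPM (1790.5 to 1819.5) in the anterior-like cells and 173 CPM (169 to 177) in all others, a log2 fold of 3.39 (3.35 to 3.42). Tfap2b (ENSMUSG00000025927, chromosome 1 from 19208914 to 19238576), which encodes the transcription factor AP-2 beta, was measured at 813 CPM (803 to 823) and 135 CPM (132 to 139), a log2 fold of 2.59 (2.55 to 2.63). Of the 8 region markers examined for the 4 large clusters, 8 met the size criteria in the region they are named for. The count was 7 with a UMI required in at least 25% of the cells, the alternative that moved it most together with thinned cells and cells of Xist-positive, Y-negative type.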

Cluster 1 differentially expresses several markers, including *Cxcl14* and *Tfap2b*. To locate these cells in the E12.0 mandible, we performed whole-mount RNA *in situ* hybridization and mapped them to the aboral epithelium that is anterior to the dental lamina and continues to the ventral mandible (Fig. 1F, Fig. S2A). Cluster 2 expresses many known dental markers, such as *Pitx2* (Yu et al., 2020) and *Irx2* (Houweling et al., 2001) (Fig. 1F, Fig. S2B), and thus contains cells from the developing teeth. 

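For Irx2 (ENSMUSG00000001504, chromosome 13 from 72628820 to 72634198) the 1188 dental-like cells had 91.3 CPM (85.2 to 97.7) and the others 16.4 CPM (15.5 to 17.4), a log2 fold of 2.48 (2.35 to 2.61). The dental-like group consists of the In/Mo-like cluster, the IK-like cluster and 1 cluster in which the dental region markers, but no markers of a single class, were raised.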

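Posterior-like cells numbered 2317 and came from the PM-like, PL-like, SG-like and T-like clusters. Rtl3, listed in these counts under its older symbol Zcchc5 (ENSMUSG00000047686, chromosome X from 106837082 to 106840644), encodes a retrotransposon-derived Gag-like protein. Its expression was 35.4 CPM (32.6 to 38.3) in posterior-like cells and 2.12 CPM (1.77 to 2.52) in the rest, a log2 fold of 4.06 (3.79 to 4.35). A UMI of Rtl3 was found in 17.2% of posterior-like cells (median 6749 UMIs) and 0.407% of anterior-like cells (median 6196 UMIs), which became 12.6% and 0.330% after thinning. Col14a1 (ENSMUSG00000022371, chromosome 15 from 55307750 to 55520803), a collagen gene, had 62.4 CPM (58.7 to 66.3) against 3.33 CPM (2.89 to 3.82), a log2 fold of 4.23 (4.01 to 4.45).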

Analysis of cluster 3 unveiled many previously unidentified markers of the oral epithelium, including *Rtl3* and *Col14a1* (Fig. 1F, Fig. S2C), which are expressed in the epithelium posterior to the forming teeth. The distribution of clusters 1-3 on the UMAP therefore corresponds spatially to the mandibular epithelium along the oral-aboral axis (Fig. 1A,E). 

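Cxcl14, highest in anterior-like cells, was measured at 122 CPM (115 to 129.9) in dental-like and 103 CPM (98.2 to 108) in posterior-like cells. Col14a1, highest in posterior-like cells, had 3.06 CPM (2.50 to 3.72) in anterior-like and 0.770 CPM (0.310 to 1.59) in dental-like cells. The share of free RNA in this library was not estimated, so the lower values do not show whether expression is graded between the regions. The paper mapped such markers by in situ hybridization in E12.0 mandibles, and from their positions and the order of clusters 1 to 3 on the UMAP it concludes that this order matches the oral-aboral axis.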

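The P/S-like cluster held 421 cells with a median of 5919 UMIs, and Scrublet called 10.5% of them doublets. Grhl3 (ENSMUSG00000037188, chromosome 4 from 135541888 to 135573630), a grainyhead-like transcription factor gene, had 118 CPM (106 to 131) there and 5.54 CPM (5.02 to 6.1) in all other cells, a log2 fold of 4.41 (4.20 to 4.62). The log2 folds of Nebl (ENSMUSG00000053702) and Pkp1 (ENSMUSG00000026413) were 4.15 (4.00 to 4.31) and 5.21 (5.04 to 5.39).

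**Figure D1:**
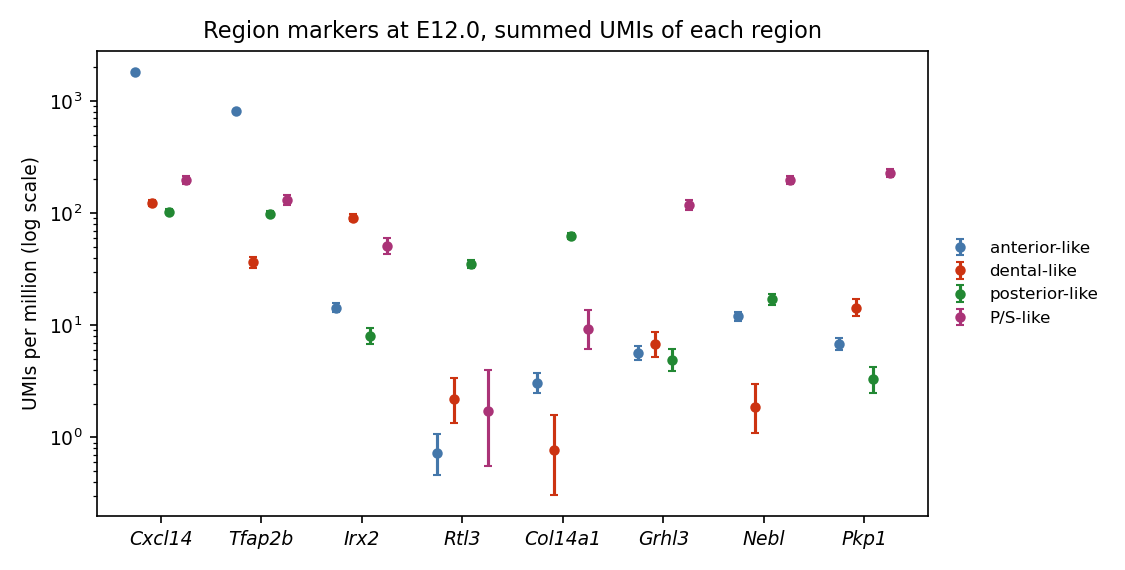
Expression of the region markers Cxcl14, Tfap2b, Irx2, Rtl3, Col14a1, Grhl3, Nebl and Pkp1 in anterior-like, dental-like, posterior-like and P/S-like cells, in CPM on a log axis, with 95% Poisson intervals as bars. Cxcl14 is highest in anterior-like cells (1805 CPM) and Grhl3 in P/S-like cells (118 CPM).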

Cluster 4 expresses several periderm markers, including *Grhl3* and *Irf6* (Peyrard-Janvid et al., 2014). Detection of other cluster 4 markers, *Nebl* and *Pkp1*, at the epithelial surface confirmed the inclusion of periderm in this cluster (Fig. 1F, Fig. S2D).

To obtain a more-detailed classification of the different subpopulations in the mandibular epithelium, we re-clustered the cells at a higher resolution. This yielded 15 clusters that are characterized by distinct gene expression signatures (Fig. 2). 

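High-resolution clustering of the kept E12.0 cells gave 19 clusters of 112 to 1610 cells. Their number was between 11 and 21 over the alternatives tried, the lowest at a resolution of 0.6 and the highest at 1.2. With the reported genes kept among the variable features, it was 16.

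**Figure D2:**
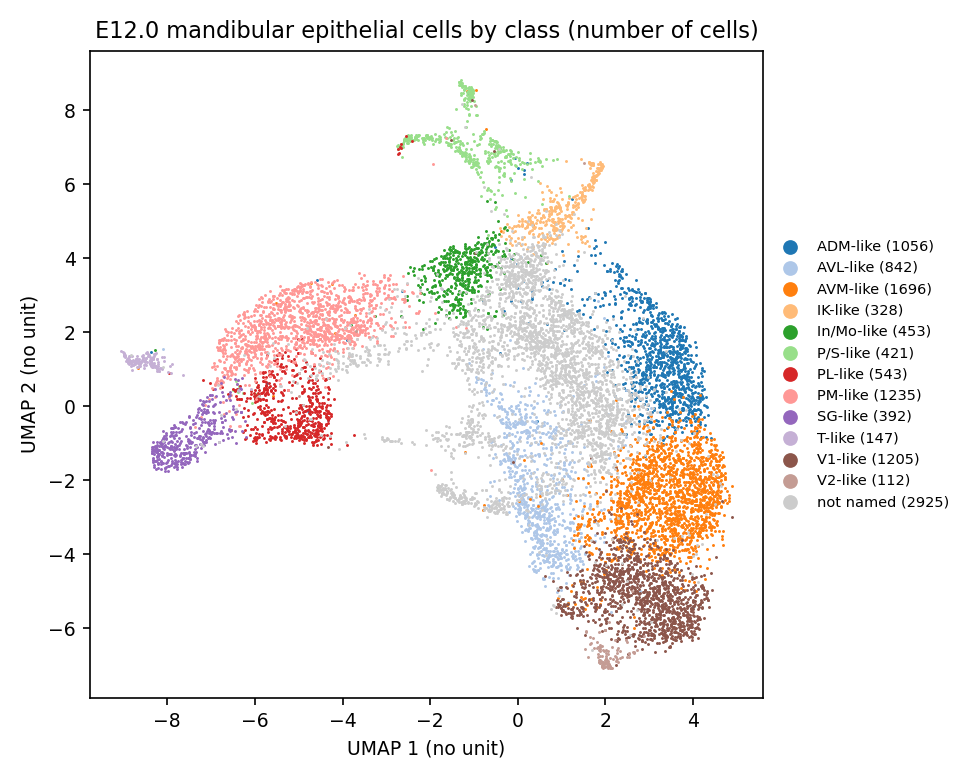
UMAP of the 11355 kept E12.0 cells, with each point a cell coloured by the class its high-resolution cluster was named for and unnamed clusters in grey. AVM-like cells (1696) and PM-like cells (1235) are the largest named groups.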

By identifying marker genes enriched in each cluster and mapping their spatial distribution within the epithelium, we were able to assign the identities of each cluster according to their anatomical positions: V1 (ventral 1), V2 (ventral 2), AVM (anteroventral-medial), AVL (anteroventral-lateral), ADM (anterodorsal-medial) and ADL (anterodorsal-lateral), which constitute cluster 1 described above; Di (diastema), In (incisor), Mo (molar) and IK (initiation knot), which subdivide cluster 2; PM (posterior-medial), PL (posterior-lateral), SG (salivary gland) and T (tongue) from cluster 3; and P/S (periderm and suprabasal cells), which makes up cluster 4. 

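Named from markers other than the reported genes, the clusters included 1 each that was V1-like (1205 cells), V2-like (112), AVL-like (842) and ADM-like (1056), and a pair that was AVM-like (1388 and 308 cells). The others with names were In/Mo-like (453 cells), IK-like (328), P/S-like, PM-like (1235), PL-like (543), SG-like (392) and T-like (147). No cluster met the criteria for ADL, though an ADL-like cluster was found with the reported genes kept (265 cells), with 20 and 15 principal components (757) and with at most 5% mitochondrial counts (17). Of these, the first was led by mitotic genes such as Ube2c and Cenpf and the last by Nr4a1, Fosb and Atf3. The largest, of 757 cells, was led by Gas1, Krt19 and Krt15. Incisor and molar shared 1 list of naming markers and were treated as 1 class, so whether the clusters part them was not examined. Cell cycle genes led some of the named clusters: Hist1h2bc, Cenpa and Ccnb2 were the leading genes of the AVL-like cluster, and histone genes those of the smaller AVM-like one. Cenpa is also 1 of the 4 naming markers of AVL, of which 3 were raised in the AVL-like cluster. That name may therefore rest partly on cell cycle state. The cluster led by Hist1h2bc, Cenpa and Ccnb2 was AVL-like without regression as well, V1-like without the called doublets, and without a name with the reported genes kept, LogNormalize, no upper gene limit, 20 and 15 principal components or a resolution of 0.6 or 1.2, so its name depends on the setting. Clusters without a name held 2518 cells (22.2%) that were also not assigned to a region. The largest of these, with 1610 cells, was led by Fgf8, Timp3, Ntrk2 and Ephb1, 1 of 134 cells by the mitotic genes Ube2c and Cenpf, and 1 of 275 cells had a median of 1113 UMIs. Another unnamed cluster, of 407 cells, was led by Gpm6b, Irx1 and Ntrk2 and was assigned to the dental region only.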

We further describe these clusters below.

**Fig. 2.**
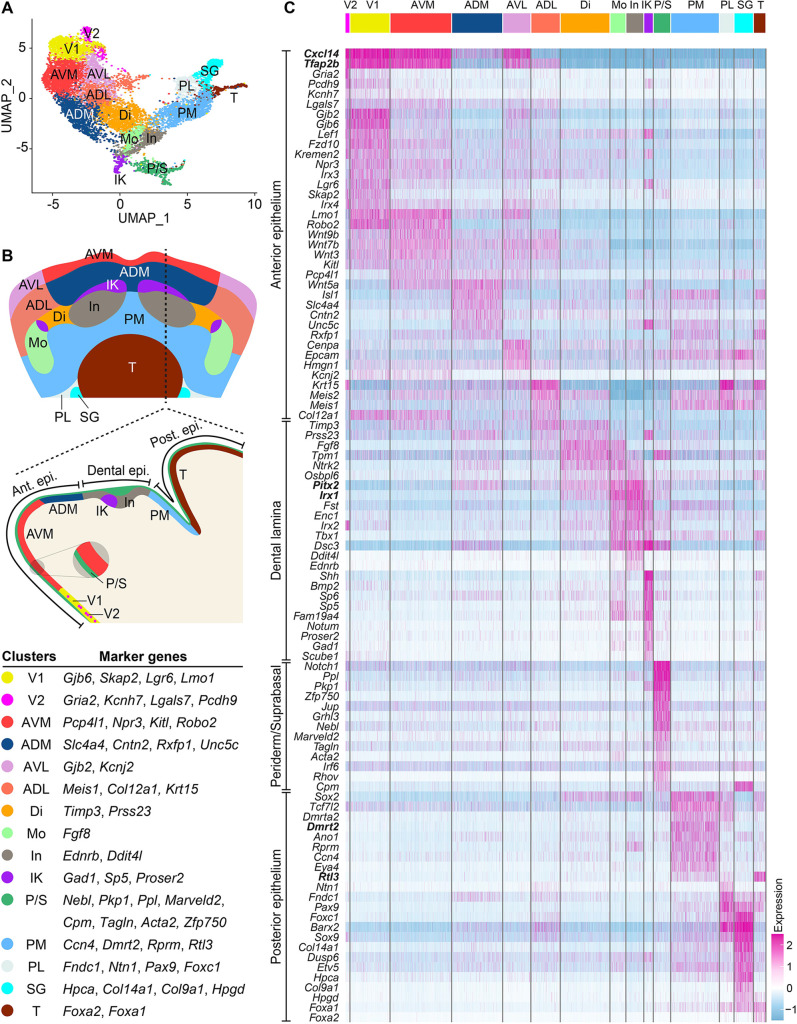
**Mandibular epithelial cells are clustered based on their anatomical positions.** (A) Second level UMAP clustering reveals 15 clusters. (B) Schematic drawings of the mandible in dorsal view and sagittal section showing the anatomical positions of the 15 clusters, which partition the anterior (ant.), dental and posterior (post.) epithelium (epi.) into subdomains. Representative markers used for *in situ* mapping are listed. (C) Heatmap of differentially expressed genes showing scaled expression level from low (blue) to high (pink). Genes in bold are markers for the broader epithelial regions indicated on the left. Clusters assigned: ADL, anterodorsal-lateral; ADM, anterodorsal-medial; AVL, anteroventral-lateral; AVM, anteroventral-medial; Di, diastema; IK, initiation knot; In, incisor; Mo, molar; PL, posterior-lateral; PM, posterior-medial; P/S, periderm and suprabasal cells; SG, salivary gland; T, tongue; V1, ventral 1; V2, ventral 2.

### Anterior mandibular epithelium is patterned into subdomains and expresses regulators of WNT and BMP pathways

We first examined clusters corresponding to cluster 1 above, the epithelial region that extends from the ventral aboral mandible to the anterior of the dental lamina (Fig. 1A,E). Cluster V1 includes cells that occupy the ventral mandibular epithelium, based on the expression of its markers (Figs 2B and 3A, Fig. S3A-C). V2 shares a similar expression profile to V1 (Fig. 2C), but cells labeled by V2 markers are dispersed as puncta within the ventral epithelium, as well as in two lateral epithelial patches (Fig. 3B, Fig. S3D-F). 

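Cluster profiles were compared across 5197 genes that reached 50 CPM in at least 1 cluster, after subtracting each gene's mean over the clusters and leaving out the reported genes and naming markers. The V2-like cluster was closest to the V1-like cluster (Spearman rho 0.55), and the V1-like cluster was closest to the larger AVM-like cluster (0.57) and next to the V2-like one. The correlations are across genes of 1 library, and genes are not independent replicates. The V2-like cluster was shallow, with a median of 4056.5 UMIs in its 112 cells.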

We next studied cells from clusters AVM, ADM, AVL and ADL. Probing the expression of AVM and ADM markers (Fig. 2B) showed that these clusters contain cells in the medial region of the mandible that is anterior to the incisor (Fig. 3C,D, Fig. S3G-L). AVM cells are located in between ADM and V1 cells, consistent with their relative positions on the UMAP (Fig. 2A). Adjacent to the AVM and ADM clusters are AVL and ADL. 

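By the same comparison the AVL-like cluster, which had this name only in the main clustering and without regression, was closest to the larger AVM-like cluster, with a Spearman rho of 0.33. The ADM-like cluster was also closest to it, at 0.25. ADL had no counterpart among the clusters named in the main clustering. The unnamed cluster led by Fgf8 and Timp3 was closest to the smaller AVM-like cluster, at 0.35, then to the unnamed dental-region cluster, at 0.34, the In/Mo-like cluster, at 0.33, and the ADM-like cluster, at 0.20.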

Although the pairs of AVM/AVL and ADM/ADL share many transcriptional features (Fig. 2C), assessment of genes differentially expressed in AVL or ADL but reduced in AVM/ADM (Figs 2B and 3E,F, Fig. S3M-O) indicates that AVL and ADL cells are positioned in the lateral region of the anterior mandible (Fig. 3G). Therefore, although the *x*-axis of the UMAP corresponds to the oral-aboral axis of the mandible, the *y*-axis matches the medial-lateral axis. This is also consistent with the expression of known markers of the medial (e.g. *Bmp4*, *Isl1* and *Tlx1*) and lateral (*Fgf8*) regions of the mandible (Mitsiadis et al., 2003; Neubüser et al., 1997; Raju et al., 1993), labeling the bottom and the top halves of the UMAP, respectively (Figs S2E-H and S4J).

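In thinned cells, 29.5% of cells had a UMI of Isl1 (ENSMUSG00000042258), 18.3% of Tlx1 (ENSMUSG00000025215), 3.89% of Bmp4 (ENSMUSG00000021835) and 8.47% of Fgf8 (ENSMUSG00000025219). Fgf8 was found together with each medial marker less often than the product of the 2 shares, at 0.717 (0.618 to 0.827) times this expected share with Isl1, 0.630 (0.514 to 0.765) times with Tlx1 and 0.441 (0.247 to 0.726) times with Bmp4. Brackets here hold the 95% Clopper-Pearson interval of the joint share divided by the expected one. Without thinning these ratios were 0.871 (0.794 to 0.953), 0.747 (0.662 to 0.839) and 0.732 (0.556 to 0.946) in the same order. The medial markers Tlx1 and Isl1 were found together 1.48 (1.38 to 1.58) times as often as their shares predict, while the interval for Bmp4 and Isl1, 1.17 (0.986 to 1.38), included 1. Without thinning the latter ratio was 1.32 (1.18 to 1.47), which excludes 1. By cluster, Fgf8 was highest in the unnamed dental-region cluster led by Gpm6b and Irx1, at 103 CPM (91.8 to 115), and in the cluster led by Fgf8 and Timp3, at 76.4 CPM (71.3 to 81.7). Isl1 was highest in the T-like cluster (289 CPM (257 to 322)), followed by the ADM-like cluster (249 CPM (238 to 261)).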

**Fig. 3.**
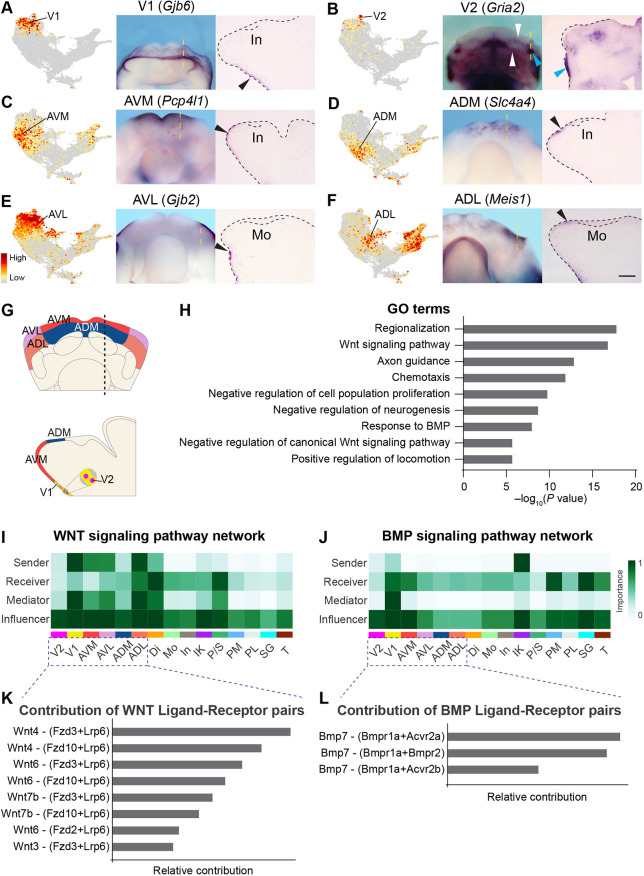
**Mapping clusters in the anterior mandibular epithelium.** (A-F) *Gjb6*, *Gria2*, *Pcp4l1*, *Slc4a4*, *Gjb2* and *Meis1* are markers for the indicated clusters. Their expression is shown in feature plots (left panels) and detected in E12.0 mandibles by whole-mount *in situ* hybridization (middle panels), viewed ventrally (A,B) or dorsally (C-F). Right panels are representative sagittal sections through the regions indicated by the yellow dashed lines; anterior is towards the left. Black arrowheads indicate epithelial expression on sections. *Gria2* is detected as puncta (white arrowheads) and in a lateral patch (cyan arrowheads). Black dashed lines outline the mandible and the dental epithelium. (G) Summary of cell groups in the anterior mandibular epithelium. (H) Bar graph showing enriched GO terms in the anterior clusters. (I,J) CellChat heatmaps showing the relative importance of each cluster in their WNT (I) or BMP (J) signaling roles. (K,L) Relative contribution of each ligand-receptor pair to the overall WNT or BMP signaling in the anterior mandibular epithelium. In, incisor; Mo, molar. Scale bar: 450 μm in whole-mount images in A,B; 280 μm in whole-mount images in C-F; 100 μm in cross-section images in A-F.

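Gjb6 was highest in the V2-like and V1-like clusters, at 209.6 CPM (172 to 253) and 204 CPM (195 to 214), and was measured at 38.3 CPM (34.9 to 41.9) in AVM-like cells. Gria2 had 246 CPM (205 to 293) in the V2-like cluster, against 24.3 CPM (21.1 to 27.9) in the V1-like one. Pcp4l1 was highest in the AVM-like clusters (56.8 CPM (52.7 to 61.2) over both), followed among anterior-like clusters by the ADM-like cluster (37.0 CPM (32.6 to 41.8)). Slc4a4 was highest in the ADM-like cluster, with 133 CPM (125 to 142) and a log2 fold of 1.64 (1.53 to 1.75). The AVL-like cluster has a name that depends on the setting. Its Gjb2 value was 124 CPM (114 to 134), below those of the V1-like (336 CPM (324 to 349)) and V2-like (286 CPM (242 to 336)) clusters. Meis1 fell by 0.41 on the log2 scale in the AVL-like and by 0.49 in the ADM-like cluster relative to all other cells, and the cluster led by Fgf8 and Timp3 had 145 CPM (138 to 152).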

To probe for the functional importance of genes expressed in these clusters, we performed Metascape functional enrichment analysis. As the outputs from individual clusters were comparable, the anterior epithelial populations collectively perform similar functions, which are summarized in Fig. 3H. We found that there is an over-representation of genes related to WNT signaling, and the anterior epithelium is a major source of WNT ligands, expressing *Wnt3*, *Wnt4*, *Wnt5a*, *Wnt6*, *Wnt7a*, *Wnt7b*, *Wnt9b*, *Wnt10a* and *Wnt10b* (Tables S2 and S3). 

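Of the 9 WNT ligand genes named, 6 met the size criteria in anterior-like cells: Wnt3, Wnt4, Wnt5a, Wnt6, Wnt7b and Wnt9b. Wnt4 (ENSMUSG00000036856) was the most abundant, with 910.5 CPM (900.2 to 921) against 426 CPM (419.8 to 432), a log2 fold of 1.10 (1.07 to 1.12). The largest log2 fold among these genes was that of Wnt9b (ENSMUSG00000018486), 2.30 (2.21 to 2.39), and the smallest that of Wnt6, 0.99 (0.95 to 1.03). The remaining genes were higher in anterior-like cells but had a UMI in too few of them. Wnt7a had a log2 fold of 2.98 (2.71 to 3.25) and a UMI in 13.9% of anterior-like and 1.66% of P/S-like cells (8.58% and 0.548% after thinning). For Wnt10a the log2 fold was 0.48 (0.32 to 0.65) and the share 12.1% (7.44% thinned), against 6.73% of posterior-like cells (3.61% thinned). For Wnt10b they were 1.43 (1.13 to 1.74) and 5.11% (3.54% thinned), with 0.604% of posterior-like cells (0.278% thinned). Wnt10a was highest in the IK-like cluster, at 84.4 CPM (73.5 to 96.4). Over the 22 WNT, BMP and chemotaxis genes named for the anterior epithelium, 16 met the criteria, and 13 did when a fold of 2 was required, the alternative that moved the count most.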

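Among 5 WNT inhibitor genes, Axin2, Znrf3 and Kremen2 met the size criteria in anterior-like cells. Znrf3 (ENSMUSG00000041961) had the largest log2 fold, 1.37 (1.30 to 1.45), from 124 CPM (120.5 to 128) against 48.0 CPM (46.0 to 50.1). Kremen2 and Axin2 had log2 folds of 0.91 (0.84 to 0.98) and 0.68 (0.58 to 0.78). Nkd1, with a log2 fold of 0.91 (0.69 to 1.14), had a UMI in 7.13% of anterior-like and 2.89% of posterior-like cells (4.75% and 1.67% after thinning). Sostdc1 was abundant in both groups, at 356 CPM (349.8 to 363) in anterior-like cells and 343 CPM (338 to 349) in the others, a log2 fold of 0.053 (0.018 to 0.087), and its highest value was 857 CPM (838 to 877) in PM-like cells.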

Several WNT inhibitors, *Axin2*, *Znrf3*, *Kremen2*, *Nkd1* and *Sostdc1*, are also upregulated, likely as a part of the negative feedback loop downstream of WNT signaling (Hao et al., 2012; Jho et al., 2002). 

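The BMP-related genes Msx1, Msx2, Nbl1 and Htra1 all met the size criteria in anterior-like cells. Msx1 (ENSMUSG00000048450) had 259 CPM (254 to 265) against 63.2 CPM (60.9 to 65.5), a log2 fold of 2.04 (1.98 to 2.1). The log2 folds of Msx2, Htra1 and Nbl1 were 1.88 (1.80 to 1.97), 1.79 (1.66 to 1.93) and 1.40 (1.26 to 1.54).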

In parallel, anterior epithelial cells are capable of mediating and modulating BMP signals, as they express *Msx1*, *Msx2*, *Nbl1* and *Htra1* (Chen et al., 1996; Hung et al., 2012; Launay et al., 2008). Finally, another functional category enriched in the anterior epithelium includes regulators of chemotaxis, such as *Ephb1*, *Ephb2*, *Robo2* and *Sema3a*, and they may contribute to axon guidance (Birgbauer et al., 2001; Evans et al., 2015; Nakamura et al., 2000) and/or the migration of other cell types in the developing mandible.

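Robo2 (ENSMUSG00000052516) was measured at 169 CPM (164 to 173) in anterior-like cells and 19.3 CPM (18.1 to 20.6) in the others, a log2 fold of 3.13 (3.02 to 3.23). Sema3a and Ephb2 also met the size criteria, with log2 folds of 1.37 (1.32 to 1.42) and 1.02 (0.92 to 1.11). Ephb1 did not, at a log2 fold of 0.23 (0.091 to 0.36) that became -0.44 without regression and -0.55 with regions from a resolution of 0.15. It had a UMI in 12.8% of anterior-like and 5.48% of posterior-like cells (8.54% and 3.24% after thinning). Within the anterior-like group it was highest in the ADM-like cluster, at 54.4 CPM (49.0 to 60.2), and the unnamed cluster led by Fgf8 and Timp3 had 50.2 CPM (46.1 to 54.5).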

Analyzing cell-cell communications using CellChat (Jin et al., 2021) further highlighted the signaling functions of the anterior epithelium (Fig. S5), which can output WNT and influence BMP signals (Fig. 3I,J) to the underlying mesenchyme (Jin et al., 2011; Xu et al., 2019). Interestingly, CellChat identified many WNT and BMP ligand-receptor pairs within the anterior epithelium (Fig. 3K,L, Fig. S5E,F), suggesting that these signals could act locally to help specify and/or maintain the aboral epithelium.

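Ligand and receptor pairs were not scored here, and only the expression of genes named in Fig. 3K,L is given. Among the WNT receptor genes, Fzd3 had 117 CPM (114 to 121) in anterior-like cells, Fzd2 104 CPM (101 to 108) and Lrp6 141 CPM (136 to 145). Their log2 folds against all other cells were 0.45, -0.34 and -0.0055. The ligand gene Bmp7 was measured at 76.6 CPM (73.7 to 79.7), a log2 fold of 0.31. Of the BMP receptor genes, Acvr2a had the largest log2 fold, 0.66 from 131 CPM (127 to 135), while those of Bmpr1a, Bmpr2 and Acvr2b lay between -0.077 and 0.10.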

### scRNA-seq identifies several novel markers for different tooth-related populations

We next focused on clusters with dental signatures. 

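The IK-like cluster, named from Bmp2, Sp6, Scube1, Wif1 and other markers, held 328 cells with 2560404 UMIs. Shh (ENSMUSG00000002633, chromosome 5 from 28456815 to 28467256) had 436 CPM (411 to 463) in this cluster and 5.51 CPM (4.99 to 6.06) in all other cells, a log2 fold of 6.31 (6.14 to 6.47). Dkk4 (ENSMUSG00000031535) had 47.3 CPM (39.2 to 56.5) against 1.61 CPM (1.33 to 1.92), a log2 fold of 4.88 (4.5 to 5.26). Fgf20 (ENSMUSG00000031603) was counted 50 times in the cluster, 19.5 CPM (14.5 to 25.7), against 0.106 CPM (0.0458 to 0.209) elsewhere, a log2 fold of 7.52 (6.44 to 8.81). A UMI of Fgf20 was present in 11.3% of IK-like cells (median 6810 UMIs) and 0.221% of In/Mo-like cells (median 7526 UMIs), or 5.96% and 0.226% after thinning, so it missed the 15% criterion. Of 9 genes named for the initiation knot, 8 met the criteria, and 4 did in clusters built without regression, the lowest count reached, together with a resolution of 0.6.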

Examining genes highly expressed in the IK cluster revealed known markers (*Shh*, *Dkk4* and *Fgf20*) of the tooth signaling center: the initiation knot (Fig. S4A) (Ahtiainen et al., 2016). We also validated several novel IK markers, including *Gad1*, *Sp5* and *Proser2* (Fig. 4A, Fig. S4B,C). 

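Gad1 (ENSMUSG00000070880), which encodes a glutamate decarboxylase, was measured at 63.7 CPM (54.3 to 74.2) in IK-like cells, with a log2 fold of 5.58 (5.22 to 5.96). Sp5 (ENSMUSG00000075304) reached 137 CPM (123 to 152) and a log2 fold of 5.09 (4.87 to 5.32), and Proser2 (ENSMUSG00000045319) 68.3 CPM (58.6 to 79.3) and 4.15 (3.87 to 4.42).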

As expected, the IK cluster is enriched with components of several signaling pathways that promote cell proliferation and tooth development (Fig. 4F, Fig. S5A-D).

**Fig. 4.**
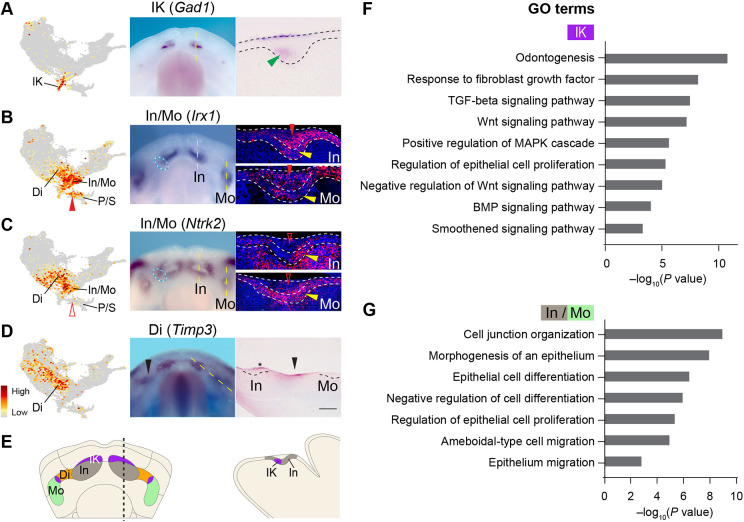
**Distinct cell populations in the dental lamina.** (A-D) Feature plots (left panels) and RNA *in situ* hybridization on E12.0 mandibles (middle panels, dorsal views) for markers enriched in dental-related clusters. Right panels show representative *in situ* (A,D) or RNAscope (B,C) staining on sections through the regions indicated by the yellow dashed lines; anterior is towards the left. Black and white dashed lines outline the dental epithelium. (A) *Gad1* labels the initiation knot (IK, green arrowhead). (B,C) *Irx1* and *Ntrk2* are expressed in the non-IK basal layer (yellow arrowheads) of the incisor (In) and the molar (Mo), and in parts of the diastema (Di, cyan dashed ovals). Solid and open red arrowheads indicate strong or weak expression, respectively, in the suprabasal cells, which are contained within the P/S (periderm/suprabasal) cluster. (D) *Timp3* labels the diastema (black arrowheads) and periderm cells over the incisor (asterisk). (E) Summary of dental-related clusters. (F,G) Bar graphs showing enriched GO terms in the IK (F) and In/Mo (G) clusters. Scale bar: 280 μm in whole-mount images in A-D; 50 μm in cross-sections in A-C; 100 μm in cross-section in D.

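The In/Mo-like cluster (453 cells) and the unnamed cluster of the dental region (407 cells) were each other's closest match, with a Spearman rho of 0.53 across genes. All 6 dental markers of In and Mo examined met the size criteria in the In/Mo-like cluster. Irx1 (ENSMUSG00000060969, chromosome 13 from 71957921 to 71963723) had 217 CPM (202 to 232) there and 192 CPM (176 to 208) in the dental-region cluster, against 28.5 CPM (27.3 to 29.7) in cells outside the In/Mo-like cluster. Ntrk2 (ENSMUSG00000055254, chromosome 13 from 58806569 to 59133970) was lower in the In/Mo-like (48.5 CPM (41.5 to 56.3)) than in the dental-region cluster (110.4 CPM (98.8 to 123)). The log2 folds of Fst were 2.34 (2.23 to 2.44) in the In/Mo-like and 1.51 (1.37 to 1.65) in the dental-region cluster. Dsc3 had log2 folds of 1.75 (1.65 to 1.84) and 1.43 (1.31 to 1.54) in the same order, Enc1 2.40 (2.25 to 2.54) and 1.68 (1.49 to 1.87), and Osbpl6 1.61 (1.38 to 1.84) and 1.45 (1.19 to 1.71). Of the 13 dental genes examined, 12 met the criteria, and 9 did in thinned cells, the alternative that moved the count most.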

Clusters In and Mo have similar transcriptional profiles (Fig. 2C) and express many dental markers, including *Pitx2, Irx1* and *Fst* (Mucchielli et al., 1997; Yu et al., 2017), as well as newly identified genes (e.g. *Ntrk2*, *Dsc3*, *Enc1* and *Osbpl6*), the expression of which we verified in the developing teeth (Fig. 4B,C, Fig. S4D-G). Further mapping using genes enriched in either cluster (Fig. 2B) assigned In and Mo to the incisor and the molar, respectively (Fig. S4H-J). Notably, many dental markers are expressed beyond the In and Mo clusters on the UMAP. For example, *Dsc3* and *Enc1* are additionally expressed in cluster IK, and their transcripts are present throughout the entire incisor bud at E12.0 (Fig. S4E,F). In contrast, *Irx1* and *Ntrk2* mRNAs are considerably lower in the IK cluster and cells expressing them occupy the non-IK region of the incisor bud (Fig. 4B,C). 

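Dsc3 (ENSMUSG00000059898) was higher in IK-like than in In/Mo-like cells, with 625 CPM (595 to 656) against 286 CPM (268 to 304), a log2 ratio of 1.13 (1.02 to 1.24). Against the unnamed dental-region cluster the log2 ratio was 1.39 (1.26 to 1.52). For Enc1 (ENSMUSG00000041773) the IK-like value, 126 CPM (113 to 141), did not differ detectably from that of In/Mo-like cells at this depth, with a log2 ratio of -0.044 (-0.25 to 0.16), and exceeded that of the dental-region cluster by 0.53 (0.29 to 0.77).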

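In IK-like cells Irx1 was measured at 107 CPM (94.7 to 120.5), and its log2 ratio to In/Mo-like cells was -1.02 (-1.22 to -0.82). The log2 ratio of Ntrk2, with 30.1 CPM (23.7 to 37.6) in IK-like cells, was -0.69 (-1.10 to -0.29). Relative to the unnamed dental-region cluster the log2 ratios were -0.84 (-1.06 to -0.63) for Irx1 and -1.88 (-2.25 to -1.51) for Ntrk2. In clusters built without regression of cell cycle, sex and lincRNA scores, the direction for Irx1 changed, with a log2 ratio of IK-like to In/Mo-like cells of 0.056. There the 758 IK-like cells had 100 CPM of Top2a and the 848 In/Mo-like cells 875 CPM. These 2 groups thus also differed in cell cycle state, and this ratio cannot be assigned to the initiation knot alone.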

Many In and Mo (In/Mo) markers are also detected at high levels in cluster P/S, and this corresponds to their expression in both the basal and suprabasal layers of the tooth bud (e.g. *Irx1* and *Dsc3* in Fig. 4B and Fig. S4E). In contrast, In/Mo markers with minimal presence in cluster P/S are localized primarily to only the basal layer (e.g. *Ntrk2* in Fig. 4C). Therefore, cells in clusters In/Mo most likely represent the dental basal cells, while suprabasal cells are transcriptionally closer to the peridermal cells in cluster P/S, which we describe later. 

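In P/S-like cells Dsc3 was measured at 322 CPM (301 to 343), slightly above its value in In/Mo-like cells, with a log2 ratio of 0.17 (0.042 to 0.30). Irx1 was measured in P/S-like cells at 61.2 CPM (52.5 to 70.9), a log2 ratio to In/Mo-like cells of -1.82 (-2.07 to -1.59), and this value was above that of cells outside the P/S-like cluster by a log2 fold of 0.76 (0.53 to 0.98). For Enc1 the log2 ratio of P/S-like to In/Mo-like cells was -1.43 (-1.71 to -1.15).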

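Ntrk2 had 20 UMIs in the P/S-like cluster, 6.91 CPM (4.22 to 10.7), and its log2 ratio to In/Mo-like cells was -2.81 (-3.56 to -2.14). Relative to the unnamed dental-region cluster it was -4.00 (-4.73 to -3.35).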

At the functional level, many of the In/Mo genes are involved in regulating proliferation and differentiation (Fig. 4G), thus consistent with the general role of an epithelial basal layer, where progenitor cells divide and give rise to more differentiated suprabasal cells (Lechler and Fuchs, 2005). Interestingly, regulators of cell protrusions and adhesions, such as *Slitrk6*, *Wasf1*, *Dock5*, *Flrt3* and *Ednrb* are specifically upregulated in In/Mo cells (Tables S2 and S3) and they may control the basal-to-suprabasal delamination process (Frank et al., 2017; Kasioulis et al., 2022; Katayama et al., 2009; Pla and Larue, 2003; Seiradake et al., 2014).

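The protrusion and adhesion genes Slitrk6, Wasf1, Dock5, Flrt3 and Ednrb all met the size criteria in the In/Mo-like cluster. Ednrb (ENSMUSG00000022122) had the largest log2 fold there, 4.37 (3.98 to 4.76), from 32.0 CPM (26.4 to 38.4) against 1.55 CPM (1.28 to 1.86), but in the unnamed dental-region cluster it was 0.72 (-0.17 to 1.5), from 14 UMIs. Slitrk6 had log2 folds of 1.66 (1.42 to 1.90) in the In/Mo-like and 2.57 (2.36 to 2.77) in the dental-region cluster. In the same order they were 2.81 and 1.98 for Dock5, 1.43 and 1.84 for Flrt3 and 0.95 and 1.47 for Wasf1.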

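No cluster was named for the diastema, because no markers beyond the reported genes were listed for it. Timp3 (ENSMUSG00000020044) was highest in the unnamed cluster of 1610 cells that also expressed Fgf8, at 233 CPM (225 to 243), a log2 fold of 1.5 (1.43 to 1.57). Prss23 (ENSMUSG00000039405) had 182 CPM (174 to 190.1) in this cluster, a log2 fold of 1.06 (0.99 to 1.13). It was higher in the IK-like cluster (272 CPM (252 to 293)) and similar in the ADM-like one (178 CPM (169 to 189)).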

Last, we examined the expression of Di markers *Timp3* and *Prss23*, which maps Di to the diastema, a space between the incisor and molar buds (Fig. 4D and Fig. S4K). 

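In the cluster with the highest Timp3, Irx1 was measured at 47.4 CPM (43.5 to 51.6), a log2 fold of 0.42 (0.28 to 0.56), and Ntrk2 at 50.3 CPM (46.2 to 54.6), a log2 fold of 1.57 (1.43 to 1.72). A UMI of Irx1 was found in 22.0% of its cells (median 6400 UMIs) and 1.91% of V1-like cells (median 6304 UMIs), and in 15.8% and 1.33% after thinning. For Ntrk2 these shares were 24.3% and 1.08%, or 17.6% and 0.177% thinned.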

*Irx1* and *Ntrk2* are also expressed in parts of Di on the UMAP, and their mRNA expression correspondingly extends into the diastema (cyan ovals in Fig. 4B,C). The assignment of tooth-related clusters is summarized in Fig. 4E.

### Suprabasal populations are diverse and exhibit transcriptional features for strong cell-cell adhesion and cell movement

Our analysis so far indicates that cluster P/S contains peridermal and suprabasal cells. To verify this, we examined the expression of P/S-specific markers (Fig. 2B) and found that they indeed label both cell types, but are excluded from the basal layer (Fig. 5A-D). Functional enrichment analysis revealed that P/S cells are characterized by tight junction and desmosome genes (e.g. *Cldn4*, *Jup* and *Ppl*) (Fig. 5E, Table S3), which are often associated with differentiating cells in stratified epithelia (Koster and Roop, 2007). 

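All 3 junction genes met the size criteria in P/S-like cells. Ppl (ENSMUSG00000039457), which encodes periplakin, was measured at 354 CPM (333 to 377) against 14.5 CPM (13.6 to 15.3), a log2 fold of 4.61 (4.49 to 4.74). Cldn4 (ENSMUSG00000047501) had 111 CPM (99.1 to 124) and a log2 fold of 2.59 (2.41 to 2.76), and Jup (ENSMUSG00000001552) 271 CPM (252 to 291) and 2.16 (2.05 to 2.27). Of the 16 junction, Notch, actin and motility genes examined, 14 met the criteria, and 13 in thinned cells, as with a fold of 2 or a UMI in 25% of the cells.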

At the signaling level, Notch signals are prevalent in the P/S (Figs S5A-D and S6A), supporting the idea that Notch signaling controls periderm and suprabasal cell generation (Blanpain et al., 2006; Casey et al., 2006). 

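Of 8 Notch pathway genes, 6 met the size criteria in P/S-like cells: Notch1, Notch2, Notch3, Hes1, Hey1 and Jag1. Notch1 (ENSMUSG00000026923) had 610.3 CPM (582 to 639) against 54.4 CPM (52.7 to 56.1), a log2 fold of 3.49 (3.41 to 3.57), and the log2 folds of Notch3 and Notch2 were 3.02 (2.8 to 3.23) and 1.46 (1.21 to 1.70). Jag1 had a log2 fold of 1.55 (1.40 to 1.70), while Jag2 was lower in P/S-like cells (19.7 CPM (14.9 to 25.5)) than elsewhere (60.9 CPM (59.1 to 62.7)), at -1.63 (-2.03 to -1.25). Hes5 was nearly restricted to this cluster, with 16.9 CPM (12.5 to 22.4) against 0.0400 CPM (0.00824 to 0.117), but had a UMI in 7.13% of its cells and 0.0611% of anterior-like cells (4.93% and 0.0220% after thinning). The log2 folds of Hey1 and Hes1 were 1.74 (1.47 to 2.01) and 0.78 (0.65 to 0.92).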

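Limk2, Pdlim5, Csrp1, Myl9 and Rhov met the size criteria in P/S-like cells. Rhov (ENSMUSG00000034226) had the largest log2 fold, 7.51 (6.90 to 8.18), from 60.8 CPM (52.2 to 70.5) against 0.333 CPM (0.216 to 0.492). Limk2 (ENSMUSG00000020451) was the most abundant, at 235 CPM (218 to 254), with a log2 fold of 2.32 (2.20 to 2.44). The log2 folds of Myl9, Csrp1 and Pdlim5 were 3.11 (2.94 to 3.28), 2.70 (2.51 to 2.88) and 1.87 (1.64 to 2.08).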

Finally, P/S cells are enriched with factors that organize actin cytoskeletons and promote cell motility (e.g. *Limk2*, *Pdlim5*, *Csrp1*, *Myl9* and *Rhov*) (Fig. 5E). This would enable cell movement and produce forces needed for tooth invagination as previously discovered (Panousopoulou and Green, 2016).

**Fig. 5.**
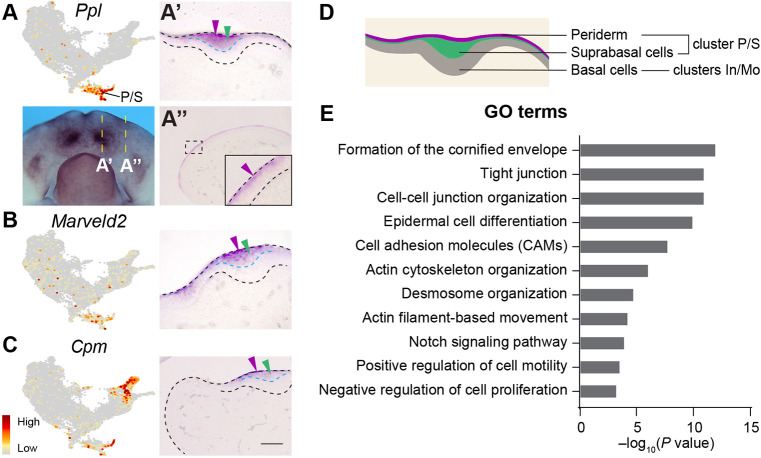
**Characterization and functional enrichment of peridermal and suprabasal (P/S) genes.** (A-C) Feature plots show P/S markers. *In situ* hybridization on sagittal sections (anterior towards the left) show their expression in the periderm (purple arrowheads) and the suprabasal cells (green arrowheads) of the incisor bud, but not in the basal layer (below the cyan dashed lines). (A′,A″) Sections taken at the regions indicated by the yellow dashed lines. Black dashed lines outline the mandible and the incisor. (D) Schematic of a dental placode showing different populations and their clusters. (E) Bar graph showing enriched GO terms in cluster P/S. Scale bar: 280 μm in A; 50 μm in A′,B,C; 100 μm in A″; 25 μm A″ (inset).

To dissect the heterogeneity among P/S cells, we next performed sub-clustering and identified four sub-populations (P/S1-4) (Fig. S6B-K, Table S4). 

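The 421 P/S-like cells were clustered again with 10 principal components and a resolution of 0.5, values chosen here because the paper's text names none for this step. This gave 4 sub-clusters of 145, 142, 71 and 63 cells. There were 5 with LogNormalize, without regression and with the reported genes kept as variable features, and the number was otherwise the same wherever P/S-like cells were found. Scrublet called 9.66%, 14.1%, 11.3% and 3.17% of the cells of these sub-clusters doublets.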

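The positional markers differed between the sub-clusters of P/S-like cells. In the one of 71 cells, the aboral markers Tfap2b and Cxcl14 had 494 CPM (427 to 569) and 412 CPM (351 to 481), against 74.6 CPM (64.3 to 86.1) and 164 CPM (149 to 181) in the other P/S-like cells. The one of 142 cells had the highest values of the dental markers Dsc3, 592 CPM (548 to 639.7) against 157 CPM (139 to 176), and Prss23, 99.5 CPM (81.7 to 120.0) against 24.5 CPM (17.8 to 32.9), and of Shh, 104 CPM (85.8 to 125). Among the 63 cells of the smallest, the posterior oral marker Barx2 (ENSMUSG00000032033) had 346 CPM (290.3 to 409.8) against 28.4 CPM (22.1 to 35.8). Dmrt2 and Rprm were also highest there, from 8 and 6 UMIs, with log2 folds of 4.10 (2.04 to 6.65) and 1.95 (0.20 to 3.55).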

Intriguingly, P/S1-3 match the oral-aboral patterning we have observed in the mandible, expressing the same positional markers that respectively label the aboral (P/S1, Fig. S6D,E), dental (P/S2, Figs S4E,K and S6F) and posterior oral (P/S3, Fig. S6G-I) epithelium. P/S1-3 therefore comprise peridermal and suprabasal cells that retain positional identities. P/S4 contains a peridermal subtype population that disperses over the epithelial surface and expresses the recently identified markers *Tagln* and *Acta2* (Fig. S6J,K). 

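Tagln (ENSMUSG00000032085) was measured at 552 CPM (507 to 599.6) in the sub-cluster of 145 cells and 76.3 CPM (64.3 to 89.9) in the other P/S-like cells, a log2 fold of 2.85 (2.59 to 3.13). Acta2 (ENSMUSG00000035783), a smooth muscle actin gene, had 264 CPM (233 to 297) and 29.3 CPM (22.1 to 38.2), a log2 fold of 3.17 (2.74 to 3.61). In the whole P/S-like cluster the log2 folds against all other E12.0 cells were 4.22 (4.08 to 4.36) for Tagln and 5.2 (4.95 to 5.45) for Acta2.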

The transcriptional heterogeneity among P/S cells thus reflect differences in their localizations and subtypes.

### E12.0 tongue epithelium is a transcriptionally distinct population that includes precursor cells of taste bud primordia

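The PM-like cluster, named from Dmrta2, Ano1 and Eya4, held 1235 cells. Dmrt2 (ENSMUSG00000048138, chromosome 19 from 25672411 to 25678991) was measured at 82.4 CPM (76.5 to 88.6) in it and 3.37 CPM (2.95 to 3.83) in all other cells, a log2 fold of 4.61 (4.40 to 4.83). Ccn4, listed under its older symbol Wisp1 (ENSMUSG00000005124), had 71.1 CPM (65.7 to 76.9) and 6.67 CPM (6.08 to 7.31), a log2 fold of 3.41 (3.24 to 3.59), and Rprm (ENSMUSG00000075334) 66.5 CPM (61.2 to 72.1) and 8.25 CPM (7.59 to 8.96), a log2 fold of 3.01 (2.84 to 3.18). All 9 genes examined for the posterior-medial, gland and tongue clusters met the size criteria in their class, also with a fold of 2, with a UMI in 25% of the cells and in thinned cells.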

The rest of the UMAP contains epithelial cells posterior to the dental tissues, encompassing clusters PM, PL, SG and T. Cluster PM expresses *Dmrt2*, *Ccn4* and *Rprm*, which are mapped to the space between the tooth and the tongue (Fig. 6A,F, Fig. S7A,B). PM cells also express genes known to maintain the progenitor state (e.g. *Meis1*, *Sox2* and *Smarca2*) (Bhattacharya et al., 2019; Centore et al., 2020; Okumura et al., 2014) (Fig. 6G, Table S3), which could function here to limit epithelial differentiation and stratification. 

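Sox2 (ENSMUSG00000074637) had 217 CPM (208 to 227) in PM-like cells against 49.1 CPM (47.4 to 50.8) elsewhere, a log2 fold of 2.15 (2.06 to 2.23). Smarca2 and Meis1 were widely expressed, at 118 CPM (115 to 120.4) and 114 CPM (112 to 117) outside the PM-like cluster and 303 CPM (291 to 314) and 281 CPM (270.1 to 292) in it, log2 folds of 1.36 (1.30 to 1.42) and 1.30 (1.23 to 1.36).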

Cluster SG represents the salivary gland bud (Fig. 6B, Fig. S7D-F), while cluster PL includes junctional cells lateral to the tongue that connect the salivary gland to the mandibular and tongue epithelium (Fig. 6C, Fig. S7G-I). 

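Six2 (ENSMUSG00000024134) was measured at 59.8 CPM (51.8 to 68.7) in the 392 SG-like cells and 17.2 CPM (13.2 to 21.9) in the 543 PL-like cells, log2 folds of 3.52 (3.26 to 3.77) and 1.27 (0.88 to 1.65) against all other cells. Foxc1 (ENSMUSG00000050295) had 173 CPM (159 to 187) and 76.6 CPM (68.0 to 86.1), with log2 folds of 4.15 (3.99 to 4.31) and 2.49 (2.29 to 2.68).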

Functional enrichment analysis showed that SG and PL are enriched with regulatory genes important for branching morphogenesis in ductal organs (e.g. *Six1*, *Six2* and *Foxc1*) (Fig. 6H, Table S3) (Laclef et al., 2003; Mattiske et al., 2006). In parallel, the upregulation of genes associated with FGF signaling and apoptosis is concordant with the developmental process of salivary gland lumen formation (Patel et al., 2011).

**Fig. 6.**
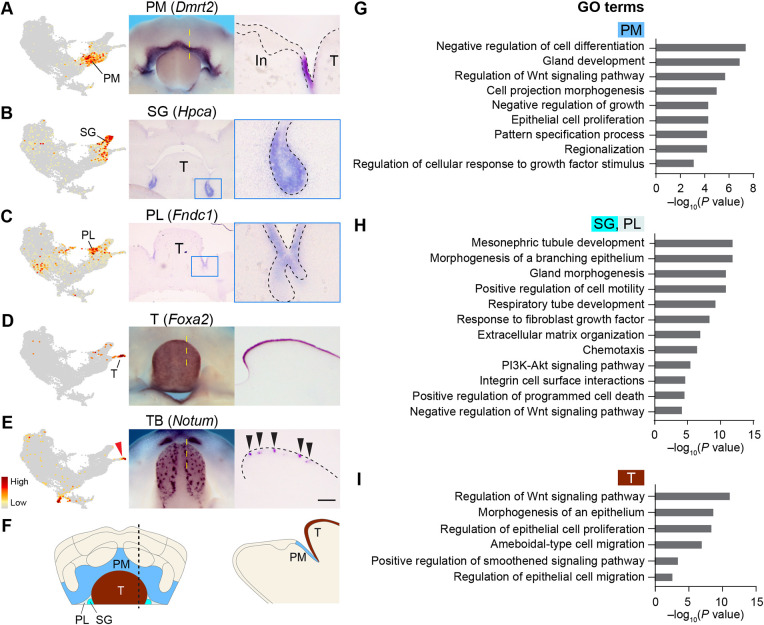
**Mapping the posterior mandibular clusters.** (A-D) Left panels show feature plots of indicated markers for posterior clusters. Middle panels show *in situ* hybridization on E12.0 whole mandibles (A,D, dorsal views) or frontal sections (B,C). Right panels are sagittal sections (anterior towards the left) taken at the regions indicated by the yellow dashed lines in A,D or by the rectangles in B,C. (E) The tongue cluster contains taste bud (TB) precursor cells (red arrowhead), here detected using *Notum* in E12.5 taste bud placodes (black arrowheads). (F) Summary of the posterior mandibular epithelial populations. (G-I) Graphs showing enriched GO terms in the posterior clusters. In, incisor; PL, posterior-lateral; PM, posterior-medial; SG, salivary gland; T, tongue. Scale bar: 280 μm in middle panels of A,D,E; 200 μm in middle panels of B,C; 50 μm in right panels of A-C; 100 μm in right panels of D,E.

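The T-like cluster held 147 cells, and 74.1% of them had a UMI of a Y-linked gene, against 51.2% of anterior-like cells. Foxa2 (ENSMUSG00000037025), which was not used to name it, was measured at 91.3 CPM (74.2 to 111) in this cluster and 0.286 CPM (0.179 to 0.433) in the others, a log2 fold of 8.32 (7.64 to 9.05). Foxa1 was among the markers used for the name, so its value is not given.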

Cluster T contains tongue epithelial cells, marked by *Foxa1* and *Foxa2* (Fig. 6D, Fig. S7C). Curiously, *Shh*, a known marker of the forming taste buds (Thirumangalathu et al., 2009), labels the tip of cluster T on the UMAP (Fig. S8B). 

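In the T-like cluster Shh was measured at 98.6 CPM (80.8 to 119), a log2 fold of 2.41 (2.11 to 2.70) against all other cells, which include the IK-like cells. It had a UMI in 40.1% of T-like cells (median 6555 UMIs), and in 0.921% of PL-like cells. After thinning these shares were 31.9% and 0.821%.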

We therefore performed sub-clustering and identified additional markers for this subpopulation (Table S5), which are expressed in the taste bud primordia (Fig. 6E, Fig. S8A-D). 

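Clustered again with the same settings as the P/S-like cells, the 147 T-like cells stayed together as 1 sub-cluster. Under some alternatives the T-like cluster was another, larger set of cells, which divided into 2 sub-clusters. This was so with the reported genes kept among the variable features (301 cells), with LogNormalize (288) and without an upper gene limit (303). It was also so without the called doublets (270), with 20 and 15 principal components (304) and at a resolution of 1.2 (311). The 147 cells themselves were not clustered again under these settings. The taste bud marker Notum (ENSMUSG00000042988) had 47.9 CPM (35.8 to 62.9) in the T-like cluster and 3.4 CPM (3.00 to 3.83) in all other cells, a log2 fold of 3.82 (3.36 to 4.25). The unnamed cluster of 177 cells, led by Ntn1, Gucy1a3 and Barx2, had no Notum UMI, which allows up to 2.63 CPM (3 counts), and 1 Shh UMI.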

Interestingly, taste bud and dental placodes co-express several markers (Fig. S8E), indicative of similar developmental processes and signaling regulations (Figs 4F,G and 6I).

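Both the T-like and the IK-like clusters expressed Notum, with 68.3 CPM (58.6 to 79.3) in the latter. Of the other shared markers, Dsc3 had 138 CPM (117 to 162) in T-like cells, a log2 fold of 0.56 (0.32 to 0.80). Prss23 had 95.0 CPM (77.5 to 115) there, which did not differ detectably from the 101 CPM (98.9 to 103) of all other cells.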

### Mandibular epithelium undergoes progressive regionalization along the oral-aboral axis

Our analyses so far have established the spatial pattern of different mandibular epithelial populations at E12.0. The identification of several region-specific markers provided an opportunity to study how the tooth and its neighboring epithelium are patterned along the oral-aboral axis over time, which remains not well understood. At E12.0, *Irx1* and *Pitx2* are robust markers of the developing teeth (Figs 1F and 4B). 

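Over all dental-like cells, Irx1 was measured at 178 CPM (169 to 187) against 18.5 CPM (17.5 to 19.6) in the other kept cells, a log2 fold of 3.26 (3.15 to 3.37). A UMI of Irx1 was present in 63.0% of dental-like cells (median 7070 UMIs) and 4.79% of posterior-like cells, which became 45.7% and 2.22% after thinning.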

Based on the UMAP, the *Irx1*^+^ and *Pitx2*^+^ dental domain should in theory be bounded anteriorly by cells in the ADM, AVM, ADL and AVL clusters that collectively express *Cxcl14* and *Tfap2b* and be bounded posteriorly by *Dmrt2*-expressing PM cells (Fig. 2). 

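Joint detection of the zone markers was counted in the 10331 cells thinned to equal depth, as the share of cells with a UMI of both genes, and set against the product of the 2 single shares. Cxcl14 and Irx1 were found together in 226 cells, 2.19% (95% Clopper-Pearson interval 1.91% to 2.49%), where 5.64% was expected, a ratio of 0.388 (0.339 to 0.441). Of cells with a Cxcl14 UMI 4.02% also had an Irx1 UMI, and of cells without one 17.9%. Irx1 and Dmrt2 were found together in 6 cells, 0.0581% against 0.382%, a ratio of 0.152 (0.0558 to 0.331). Without thinning, the joint shares rose to 4.19% for Cxcl14 and Irx1 and 0.229% for Irx1 and Dmrt2, and both ratios stayed below 1. Requiring 2 UMIs of each gene moved the ratios most, to 0.137 for Cxcl14 and Irx1. Within regions, the thinned ratio for Cxcl14 and Irx1 was higher than over all cells. It was 0.758 (0.607 to 0.934) in anterior-like, 0.638 (0.493 to 0.810) in dental-like and 0.706 (0.192 to 1.80) in posterior-like cells. For Irx1 and Dmrt2 it was 0.712 (0.231 to 1.66) in posterior-like cells, and no anterior-like or dental-like cell had both. The ratios over all cells therefore partly reflect differences between regions. Called doublets were included, and positions of cells in the tissue are not part of these data.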

To simultaneously visualize these markers and compartments, we performed RNAscope *in situ* hybridization on sagittal sections at the level of the incisor bud. Using the combination of *Cxcl14*, *Irx1* and *Dmrt2*, and *Tfap2b*, *Pitx2* and *Shh*, where *Shh* is a marker for the initiation knot, we show that at E12.0 the mandibular epithelium is divided into three main zones: the zone anterior to the dental epithelium (zone A); the dental zone (zone D); and the zone posterior to the tooth (zone P) (Fig. 7E,J,V). At the inter-zone junctions, cells co-express markers from the neighboring regions. For example, *Cxcl14^+^* and *Irx1^+^*, and *Irx1^+^* and *Dmrt2^+^* cells, respectively, span the A/D and D/P boundaries, which at this stage consist of two to four cells (Fig. 7E′,E″,K,L). The *Tfap2b^+^* and *Pitx2^+^* A/D boundary is comparably wider (Fig. 7J′,M).

**Fig. 7.**
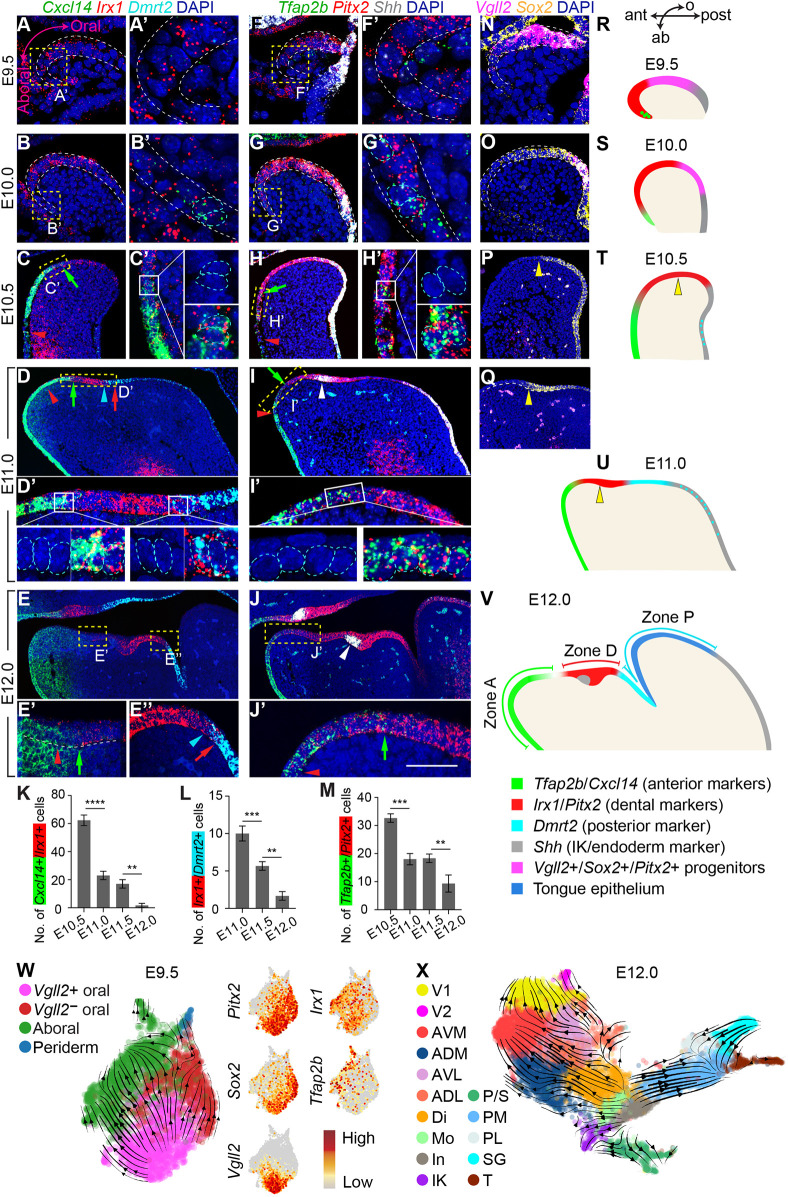
**Transcriptional regionalization of the mandibular epithelium along the oral-aboral axis.** (A-J′) RNAscope analysis showing spatiotemporal expression changes of markers for the anterior mandibular epithelium (*Cxcl14* and *Tfap2b*, green), the dental epithelium (*Irx1* and *Pitx2*, red), the posterior epithelium (*Dmrt2*, cyan) and the oropharyngeal endoderm (*Shh*, white) from E9.5 to E12.0. *Shh* also labels the initiation knot (white arrowheads in I,J). Representative sagittal sections through the presumptive incisor region (A-D′,F-I′) or the incisor (E-E″,J,J′) are shown; anterior towards the left. White dashed lines outline the epithelium. (A′-J′) Enlargements of the areas outlined in yellow in A-J; white boxes in C′,D′,H′,I′ show further close-ups. Cyan dashed lines outline cells co-expressing different zonal markers*.* Colored (red, green and cyan) arrowheads and arrows, respectively, mark the anterior and posterior limit of cells labeled by the same color, denoting the spread of boundary cells with overlapping marker expression. (K-M) Quantification of boundary cell numbers (*n*=3 embryos). (N-Q) *Vgll2* and *Sox2* expression from E9.5 to E11.0. Yellow arrowheads indicate the anterior *Sox2* expression border. (R-V) Schematics summarizing the expression pattern of regional markers and the establishment of different epithelial zones along the oral(o)-aboral(ab) and anterior(ant)-posterior(post) axes. (W,X) RNA velocity showing predicted epithelial lineages in E9.5 and E12.0 mandibles. IK, initiation knot; zone A, anterior zone; zone D, dental zone; zone P, posterior zone. Scale bar: 60 μm in A,C′,D′,F,H′,I′,N; 100 μm in B,E′,E″,G,J′,O; 200 μm in C-E,H-J,P,Q; 20 μm in A′,B′,F′,G′ and white boxes in C′,D′,H′,I′. Data are presented as mean±s.d. *P*-values were determined using one-way ANOVA and Tukey's HSD test (**P<0.01; ***P<0.001; ****P<0.0001).

To examine how the spatial pattern of these markers change during mandibular development, we analyzed the expression of the same set of genes in younger embryos between E9.5 and E11.5. At these stages, *Shh* is a marker for the oropharyngeal endoderm (Haworth et al., 2007) and helps to delineate the expression of other markers in the ectoderm. Lineage tracing with *Shh^CreER^*;*R26^mT/mG^* showed that *Shh^+^* endodermal descendants are mostly restricted to the posterior tongue (Fig. S9A), supporting results from *Sox17-2A-iCre* mice (Rothova et al., 2012). At E9.5, when the mandibular epithelium is only a monolayer, zone D markers *Irx1* and *Pitx2* are present in the majority of ectodermal cells and border the *Shh*+ endoderm (Fig. 7A,A′,F,F′,R, Fig. S10A-C). In comparison, whereas the zone A marker *Tfap2b* is expressed in the ventral-lateral arch (Fig. S10C), *Cxcl14* and *Dmrt2* are barely detectable at this stage. At E10.0, zone A formation proceeds in the ventral-medial arch, as *Irx1*^+^ and *Pitx2*^+^ cells next to the developing heart now also begin to express both *Cxcl14* and *Tfap2b* (Fig. 7B,B′,G,G′,S). Their expression then becomes noticeably expanded between E10.0 and E10.5 (Fig. 7C,H,T). *Irx1* and *Pitx2* expression is now located at the oral surface (Fig. 7C,H, Fig. S10D), but boundary cells co-expressing *Cxcl14* and *Irx1* or *Tfap2b* and *Pitx2* remain broadly distributed (Fig. 7C′,H′,K,M). Posteriorly, *Irx1* and *Pitx2* continue to adjoin the *Shh*^+^ endoderm (Fig. 7C,H,T). By E11.0 *Dmrt2*^+^ cells finally emerge in the ectoderm between the dental lamina and the endoderm, encompassing the region that would form zone P and the anterior part of the tongue (Fig. 7D,I,U, Fig. S9B,C). We made a similar observation using another posterior marker: *Rtl3* (Fig. S9D,E). The P/D boundary is thus established at E11.0 and delineates *Irx1* in the dental lamina posteriorly. Both A/D and P/D boundaries continue to narrow thereafter, such that from E10.5 to E12.0 these boundaries are progressively sharpened (Fig. 7C′-E″,H′-J′,K-M), just as the three zones become increasingly defined (Fig. 7T-V).

Oral-aboral patterning therefore begins as early as E9.5, when *Tfap2b*-labeled aboral cells can be discerned from *Pitx2*-labeled oral cells in the lateral arch (Fig. S10C). 

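At E9.5, cells of whole mandibular arches from 8 pooled embryos of a single litter were sequenced without sorting as 1 library, so mesenchymal and endodermal cells were included. The UMI counts cover 14293 barcodes and 31053 genes and sum to 208540526. The filter used at E12.0 kept 12744 cells, leaving out 1129 above the gene limit, 418 above the mitochondrial limit and 11 with too few genes, with some barcodes counted under more than 1 of these reasons. Between 500 and 40102 UMIs were counted per kept cell, with a median of 13460.5, and 386 cells (3.03%) were called doublets. Thinning, to 3100 UMIs per cell, left out 1233 cells. Clustering all kept cells at a resolution of 0.5, chosen here because the paper's text names none for this step, gave 12 clusters. A cluster was taken as epithelial-like when at least 3 of the markers Epcam, Cdh1, Krt8, Krt18 and Krt5, and fewer than 3 of the endodermal markers Foxa1, Foxa2, Shh, Hhex and Nkx2-1, were raised in it. A single cluster qualified, with 2853 cells (22.4%), a median of 12866 UMIs and 1.82% called doublets. A cluster of 359 cells with both epithelial and endodermal markers was left out. A shallow cluster of 823 cells (6.46%, median 3771 UMIs) led by Mt2, Krt8, Krt18 and Sfn did not reach 3 markers and was also left out. The epithelial-like cells were clustered with the paper's 30 principal components and resolution of 0.2. Selecting cells by an Epcam UMI and no UMI of Foxa1, Foxa2 or Shh instead gave 4296 cells, the alternative that moved the number most.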

To explore how these cells first arise, we conducted RNA velocity (Bergen et al., 2020) following scRNA-seq of E9.5 mandibles. Four epithelial clusters are distinguishable at this stage: *Pitx2^+^* and *Sox2*^+^ oral populations that differ in *Vgll2* expression; *Tfap2b*^+^ aboral cells; and *Acta2^+^* and *Tagln*^+^ peridermal cells (Fig. 7W, Fig. S10G). 

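The 2853 epithelial-like cells formed 3 clusters at the paper's resolution. The largest (1651 cells) had 342 CPM (335 to 349.9) of Vgll2 (ENSMUSG00000049641), against 42.2 CPM (38.8 to 45.7) in the next (1169 cells). Sox2 had 115 CPM (110.5 to 119) and 108 CPM (103 to 114) in these clusters. The smallest held 33 cells, of which 93.9% were called doublets. At a resolution of 0.4 there were 6 clusters. The largest of these (964 cells) had the highest Vgll2, 463 CPM (452 to 474), and one of 602 cells had less Vgll2, 107 CPM (100.0 to 115), with 193 CPM (184 to 203) of Sox2. Tfap2b was highest, apart from the cluster of called doublets, in one of 519 cells, at 21.0 CPM (17.7 to 24.7). Tagln and Acta2 were highest in one of 101 cells, at 99.5 CPM (81.6 to 120.2) and 54.4 CPM (41.4 to 70.1). The number of clusters was 4 with the reported genes kept as variable features, where the smallest held 51 cells, 92.2% of them called doublets. It was 2 with LogNormalize and at a resolution of 0.1, and 8, the largest, with the Epcam selection.

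**Figure D3:**
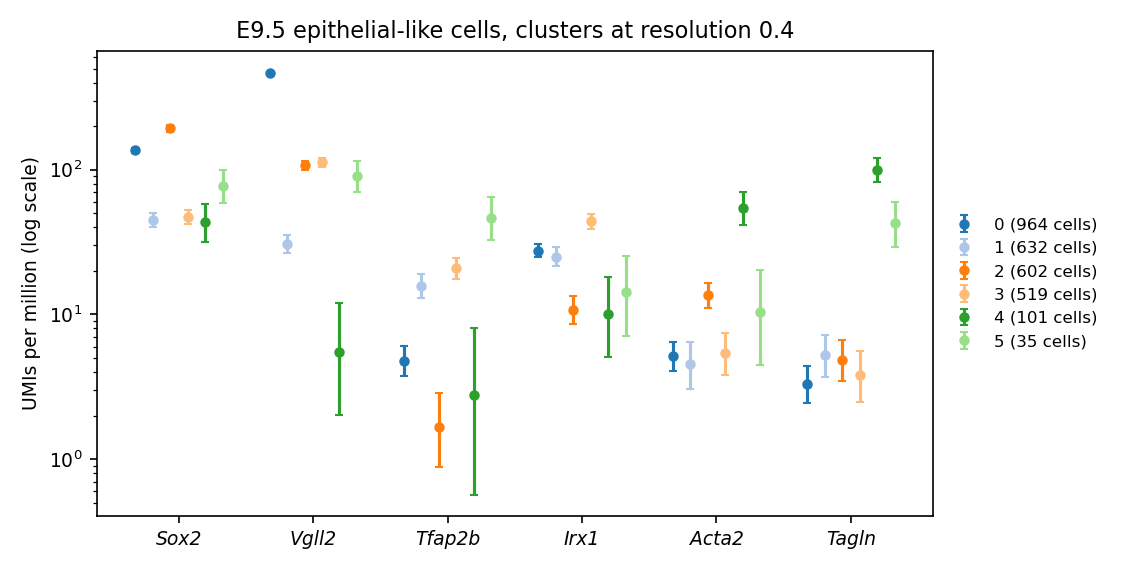
Expression of Vgll2, Sox2, Irx1, Tfap2b, Tagln and Acta2 in the epithelial-like clusters of the E9.5 library at a resolution of 0.4, in CPM on a log axis with 95% Poisson intervals as bars. Vgll2 ranges from 5.53 to 463 CPM, and the cluster of 35 cells consists mostly of called doublets.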

The velocity field projected onto the UMAP begins from a source of *Vgll2*^+^, *Pitx2*^+^ and *Sox2^+^* cells. It then flows through *Pitx2*^+^ and *Irx1*^+^ populations across clusters and ends at *Tfap2b*-expressing aboral cells, which still express *Irx1* at this stage (Fig. 7W). 

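In all epithelial-like cells of the E9.5 library, Irx1 was measured at 25.9 CPM (24.3 to 27.5) and Tfap2b at 9.81 CPM (8.84 to 10.9). The cluster with 21.0 CPM of Tfap2b at a resolution of 0.4 also had the highest Irx1 of these clusters, 43.9 CPM (39.0 to 49.1). In thinned cells, 11 of 2825 had a UMI of both genes, 0.389% (0.195% to 0.696%) against 0.188% expected, a ratio of 2.07 (1.03 to 3.70). Without thinning the share was 2.94% and the ratio 1.24 (0.992 to 1.53). Tfap2b alone was detected in 2.73% of thinned epithelial-like cells (9.36% unthinned, median 12866 UMIs), and in 0.481% (1.42% unthinned, median 8561.5 UMIs) of cells of the endoderm-like cluster. Among all thinned E9.5 cells that were not epithelial-like the share was higher, at 13.2%. Requiring 2 UMIs of each gene moved the ratio for Tfap2b and Irx1 most, to 12.2 (0.310 to 68.1), from 1 cell with both genes. Selecting cells by Epcam changed the direction for Tfap2b and Irx1, to a ratio of 0.760 with an interval that included 1.

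**Figure D4:**
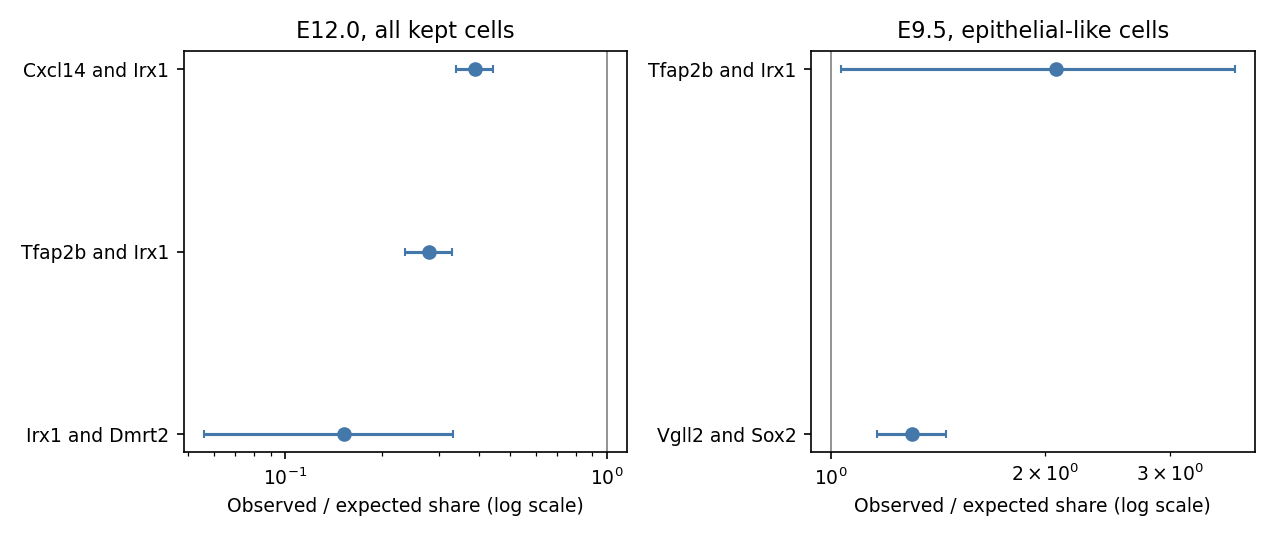
Ratio of observed to expected joint detection for marker pairs in thinned E12.0 cells and thinned E9.5 epithelial-like cells, with 95% Clopper-Pearson intervals as bars and a line at 1, the value for independent detection. At E12.0 the ratio for Cxcl14 and Irx1 is 0.388, and at E9.5 that for Tfap2b and Irx1 is 2.07.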

Zone A founder cells thus likely form from zone D precursors that originate from the *Vgll2*^+^, *Pitx2*^+^ and *Sox2^+^* progenitor cells. These progenitors would also produce *Vgll2*-negative oral cells and the periderm, coinciding with stratification initiation.

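In thinned epithelial-like cells at E9.5, Vgll2 and Sox2 were found together 1.30 (1.16 to 1.45) times as often as the single shares predict. Their joint share was 9.98% (35.4% without thinning). RNA velocity was not computed here, because UMI counts do not separate spliced from unspliced transcripts. From the direction of the velocity field between these populations, the paper proposes that Tfap2b-expressing founder cells of zone A arise from oral progenitors by way of zone D precursors.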

Consistent with the RNA velocity analysis, at E8.5 *Vgll2*, *Pitx2* and *Sox2* are co-expressed by cells in the dorsal two-thirds of the nascent mandibular arch epithelium, while *Irx1* has a ventrally biased expression and *Tfap2b* is undetectable (Fig. S10H). Patterning thus has begun in a few ventral cells at E8.5. As epithelial zones expressing dental *Pitx2* and *Irx1* and aboral *Tfap2b* and *Cxcl14* markers sequentially arise and expand between E8.5-E10.5, *Vgll2*, *Pitx2* and *Sox2* co-expression is momentarily maintained in the posterior epithelium (Fig. 7A-B′,F-G′,N,O). *Vgll2* eventually disappears around E10.5 (Fig. 7P), preceding zone P appearance and zone D confinement to the anterior *Sox2* border (Fig. 7D,I,Q,U). Narrowing of zone D is unlikely due to differential expansion of neighboring regions, as oral epithelial proliferation appears uniform, while aboral cells in effect have reduced proliferation (Fig. S10E,F).

Once zones A and D are fully established at E12.0, we noticed that their marker expression at the A/D boundary becomes considerably reduced. Because this is where ADM cells are located, we reasoned that the ADM fate is newly specified around E12.0. To test this, we compared our E12.0 scRNA-seq data with a published E10.5 dataset (Xu et al., 2019). This revealed that most zone A cells at E10.5 are clustered within V1, AVM and AVL (Fig. S9F,G) and that ADM cells would form at a later stage. Concordantly, the ADM marker *Rxfp1* is not expressed in the anterior-dorsal region until E12.0 (Fig. S9C,E). Cluster PM cells also form in such a sequential manner, emerging after the formation of zones A and D (Fig. 7C,D, Fig. S9F,G). Notably, RNA velocity showed cell flows from zone D towards ADM and PM, suggesting that, like E9.5 ectoderm, zone D begets neighboring regions (Fig. 7X). Together, these results demonstrated that mandibular oral-aboral patterning is a dynamic regionalization process that accompanies its growth. As the epithelium expands from the original *Vgll2*^+^, *Pitx2*^+^ and *Sox2^+^* populations, their descendants in the anterior and posterior mandible progressively adopt regional identities between E9.5 and E12.0, such that the initial broad expression of *Irx1* and *Pitx2* is eventually delimited to the developing tooth.

### Region-specific transcription factors underlie the transcriptional differences between epithelial populations

To gain insight into the gene regulatory network (regulon) that defines mandibular epithelial populations, we applied the SCENIC pipeline (Aibar et al., 2017) on our E12.0 dataset to computationally infer key transcription factors and their target genes based on co-expression and enrichment of *cis*-regulatory motifs. This yielded region- and cluster-specific regulons (Fig. 8 shows curated interactions; full lists in Table S6), which include many of the cluster-defining markers (Fig. S11). For example, *Gata3*, *Hoxc13*, *Lef1* and *Trps1* encode transcription factors differentially expressed in the anterior/aboral epithelium, and many anterior markers contain their putative binding sites (Fig. 8A,B). 

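Regulon activity was not computed here, and the values given are expression of the transcription factor genes. Trps1 (ENSMUSG00000038679) was measured at 186 CPM (182 to 191) in anterior-like cells and 109.7 CPM (107 to 113) in all others, a log2 fold of 0.77 (0.71 to 0.82). Gata3 (ENSMUSG00000015619) had 46.6 CPM (44.3 to 49.0) and 18.5 CPM (17.3 to 19.8), a log2 fold of 1.33 (1.21 to 1.45), and Lef1 (ENSMUSG00000027985) 194 CPM (189 to 199) and 126 CPM (123 to 129.6), a log2 fold of 0.62 (0.57 to 0.67). Hoxc13 (ENSMUSG00000001655) had a log2 fold of 2.29 (2.05 to 2.54) but a UMI in 11.6% of anterior-like and 1.21% of posterior-like cells (7.79% and 0.602% after thinning), below the 15% criterion. Of 13 transcription factor genes examined for the zones, 10 met the size criteria, and 7 with a UMI required in 25% of the cells, the alternative that moved the count most.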

The detection of a LEF1 regulon echoes our findings that active WNT signaling is a key feature of the anterior/aboral epithelium (Fig. 3H,I). Also notably, TRPS1 is a context-dependent transcriptional repressor/activator that recognizes the GATA-binding sequence (Wang et al., 2018; Fantauzzo and Christiano, 2012). As TRPS1 and GATA3 regulons share several targets (Fig. 8A) and their mutations affect mandibular and tooth development (Abe et al., 2021; Malik et al., 2002), they may modulate the expression of a gene set to help specify the aboral mandible. In contrast, *Nkx2-3* is expressed in the oral epithelium (Fig. 8A,C). It targets *Irx1*, *Pitx2*, *Foxp2* and *Sox21*, all of which are transcription factors with their own regulons (Fig. 8A). 

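Nkx2-3 (ENSMUSG00000044220) was measured at 113 CPM (109 to 117) in dental-like and posterior-like cells taken together and 72.2 CPM (69.4 to 75.2) in anterior-like cells. Against all other kept cells the log2 fold of the former was 0.14 (0.072 to 0.20), below the 1.3-fold criterion. The comparison includes the cells without a region, in which Nkx2-3 had 165 CPM (159 to 172). Among the clusters it was highest in the ADM-like one, at 192 CPM (182 to 203), and it had 142 CPM (135 to 150.4) in the PM-like one. With regions from low-resolution clustering at 0.15, the alternative that moved it most, the log2 fold was 1.73.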

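Motifs were not searched here. Spearman's rho between Nkx2-3 and each target gene examined was computed across the kept cells on log-normalized values, as a description only, since cells are not replicates. It was 0.100 for Foxp2, 0.0873 for Irx1 and 0.0244 for Sox21. Of 1000 random genes of similar mean expression, the rho with Nkx2-3 was at least as high for 4, 13 and 160, in the same order. In thinned cells, where depth cannot create a correlation, the values were lower, at 0.0681, 0.0433 and 0.00985, and 0, 17 and 225 of the random genes reached them.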

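Foxp2 (ENSMUSG00000029563) was measured at 36.9 CPM (34.1 to 39.9) in posterior-like cells and 17.1 CPM (16.1 to 18.2) in the other kept cells, a log2 fold of 1.11 (0.97 to 1.26). Sox2 had 145 CPM (139 to 151) and 46.8 CPM (45.1 to 48.5), a log2 fold of 1.63 (1.55 to 1.71). Sox21 (ENSMUSG00000061517) had a log2 fold of 2.55 (2.22 to 2.88) and a UMI in 8.16% of posterior-like and 1.51% of anterior-like cells (4.54% and 1.01% after thinning), too few for the 15% criterion.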

IRX1 and PITX2 are the predicted main transcription factors in the dental epithelium (Fig. 8A,D, Fig. S12A), while FOXP2 and SOX21, together with SOX2 and TCF7L2, target genes in the posterior oral epithelium (Fig. 8A,G, Fig. S12D).

**Fig. 8.**
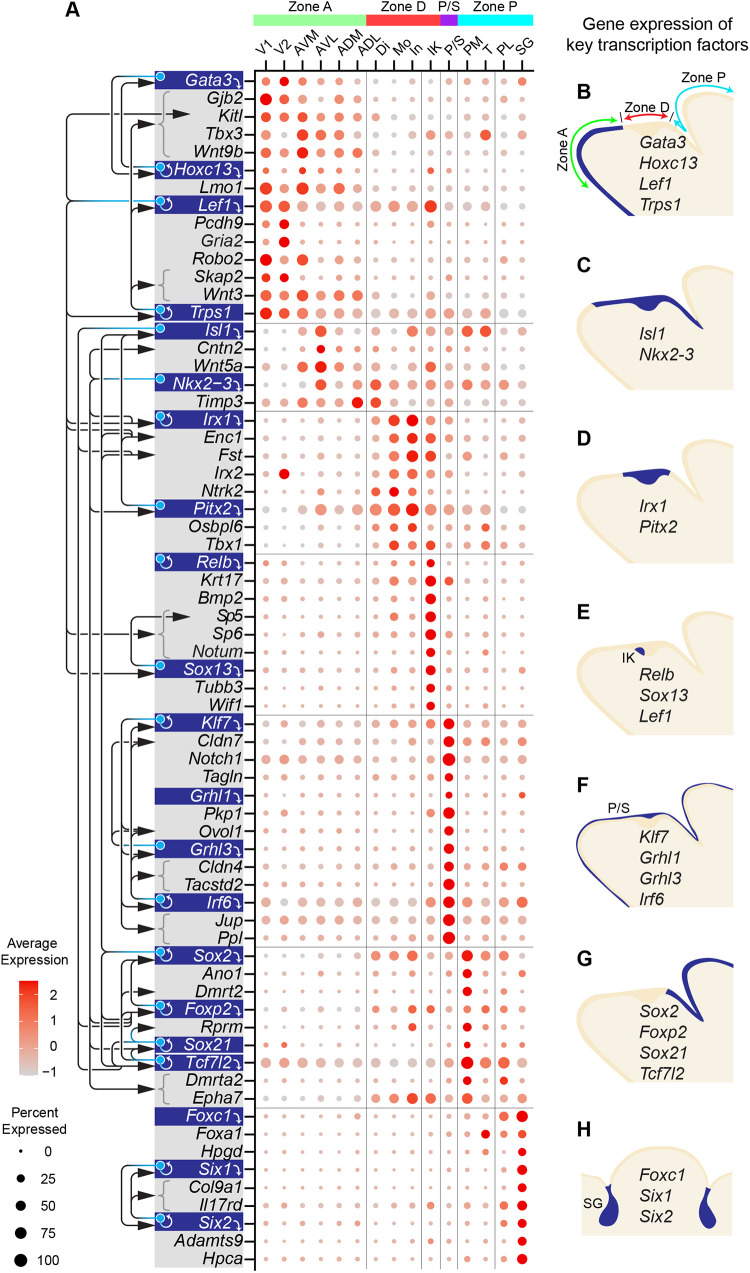
**SCENIC reveals population-specific transcription factors and downstream targets.** (A) Dot plot showing the expression of genes encoding key transcription factors (blue background) and examples of their putative targets (gray background below downward white arrows, with additional links indicated by black arrows). (B-H) Schematics of sagittal sections through the incisor (B-G) or a frontal section through the submandibular glands (H) depicting the RNA expression of key transcription factors. ADL, anterodorsal-lateral; ADM, anterodorsal-medial; AVL, anteroventral-lateral; AVM, anteroventral-medial; Di, diastema; IK, initiation knot; In, incisor; Mo, molar; PL, posterior-lateral; PM, posterior-medial; P/S, periderm and suprabasal cells; SG, salivary gland; T, tongue; V1, ventral 1; V2, ventral 2; zone A, anterior zone; zone D, dental zone; zone P, posterior zone.

Our SCENIC analysis also uncovered regulons by RELB, LEF1 and SOX13 in the initiation knot (Fig. 8A,E and Fig. S12B). 

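Relb (ENSMUSG00000002983), Lef1 and Sox13 (ENSMUSG00000070643) met the size criteria in the IK-like cluster. Lef1 was the most abundant of them, with 376 CPM (353 to 401) against 148 CPM (145 to 150.3) in all other cells, a log2 fold of 1.35 (1.25 to 1.45). Sox13 had 79.3 CPM (68.8 to 91.0), a log2 fold of 3.03 (2.8 to 3.26), and Relb 31.2 CPM (24.8 to 38.9), a log2 fold of 2.71 (2.35 to 3.07).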

RELB is a transcription factor within the NF-κB pathway and could function downstream of the Eda and Edar signaling to control the initiation knot size (Ahtiainen et al., 2016). Concurrently, LEF1 would support the proposed WNT signaling function in promoting initiation knot formation (Mogollón et al., 2021). 

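Grhl1 (ENSMUSG00000020656) was measured at 27.6 CPM (21.9 to 34.4) in P/S-like cells and 3.8 CPM (3.37 to 4.27) in the other cells, a log2 fold of 2.86 (2.49 to 3.23), and Klf7 (ENSMUSG00000025959) at 169 CPM (154 to 184) and 37.4 CPM (36.1 to 38.8), a log2 fold of 2.17 (2.03 to 2.31). Together with Grhl3, all 3 transcription factor genes examined in P/S-like cells met the size criteria.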

In the P/S, we identified regulons associated with GRHL1, GRHL3 and IRF6 (Fig. 8A,F), which are crucial for periderm differentiation (de la Garza et al., 2013; Miles et al., 2017; Peyrard-Janvid et al., 2014). They target several tight junction and desmosome components (Fig. 8A and Fig. S12C), many of which also contain motifs for KLF7, a Krüppel-like transcription factor. Last, FOXC1, SIX1 and SIX2 are key transcription factors for the salivary gland (Fig. 8A,H, Fig. S12E). 

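Foxc1 was more abundant than Six2 in SG-like cells, outside which it had 9.71 CPM (9.01 to 10.4). Six2 had 5.23 CPM (4.72 to 5.77) outside the SG-like cluster.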

As these factors are required for the development of different glandular organs (Laclef et al., 2003; Mattiske et al., 2006), they may initiate a common regulatory program to direct gland morphogenesis. Together, our analysis revealed multiple gene regulatory networks that define distinct mandibular epithelial populations.

### NTRK2 promotes epithelial invagination during early tooth development

As our E12.0 scRNA-seq data successfully revealed genes enriched in different oral epithelial appendages, it provides a useful platform to uncover novel regulators of epithelial morphogenesis. As a proof of principle, we focused on the developing tooth and its newly characterized marker *Ntrk2*, which encodes the neurotrophic receptor tyrosine kinase 2. 

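Over all dental-like cells, Ntrk2 was measured at 63.5 CPM (58.4 to 68.9) against 16.2 CPM (15.2 to 17.1) in the other kept cells, a log2 fold of 1.97 (1.83 to 2.12). It was measured at 10.8 CPM (9.74 to 12.0) in anterior-like and 2.41 CPM (1.73 to 3.27) in posterior-like cells. The share of free RNA in the E12.0 library was not estimated, so values this low are not evidence of expression in these groups. Bdnf (ENSMUSG00000048482), the gene of a ligand of NTRK2, had 17.9 CPM (15.3 to 20.9) in dental-like and 21.7 CPM (20.7 to 22.9) in all other cells, a log2 fold of -0.28 (-0.52 to -0.044), and so did not meet the size criteria there. With regions from a resolution of 0.15 its log2 fold was 0.44.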

NTRK2 is a receptor for brain-derived neurotrophic factor (BDNF) and neurotrophin 5 (NTF5), and its signaling activation regulates proliferation and differentiation in other contexts (Bartkowska et al., 2007; Li et al., 2008). Because cell proliferation is important for early tooth morphogenesis (Li et al., 2016a), we tested whether signaling via NTRK2 promotes tooth growth.

We began our analysis by first examining the spatiotemporal expression of *Ntrk2* in more detail using RNAscope. Whereas few *Ntrk2* transcripts were observed in the dental epithelium before E11.5, robust expression was detected in the non-IK basal layer and the adjacent suprabasal and mesenchymal cells at E12.0 (Fig. 4C, Fig. S13). *Bdnf* is also expressed in the dental epithelium at E12.0 (Fig. S13B), indicating that BDNF could locally signal to NTRK2 at this stage.

To understand NTRK2 function during tooth development, we cultured E11.5 mandible explants in the presence or absence of ANA-12, a selective NTRK2 antagonist (Cazorla et al., 2011). This would block NTRK2 signaling at the onset of its expression and before the rapid growth of a dental placode. After 3 days of culture, ANA-12-treated samples had significantly smaller tooth buds than controls (Fig. 9A,B). EdU-labeling of cycling cells showed that there were significantly fewer proliferating cells in the suprabasal layer and in the middle region of the basal layer in ANA-12-treated incisor buds after 2 days of culture (Fig. 9C,D). NTRK2 inhibition also affected initiation knot maturation, as ANA-12-treated incisors failed to upregulate the cell cycle inhibitor p21 in the initiation knot, preventing the cell cycle arrest typically observed there (Fig. 9C,D, Fig. S14) (Du et al., 2017). Proliferation remained largely unchanged in the mesenchyme and in molar germs, indicating that NTRK2 function is tooth type specific, and it may control molar morphogenesis through mechanisms independent of proliferation. Together, these results revealed a novel function for NTRK2 in promoting cell proliferation and tissue growth in the incisor.

**Fig. 9.**
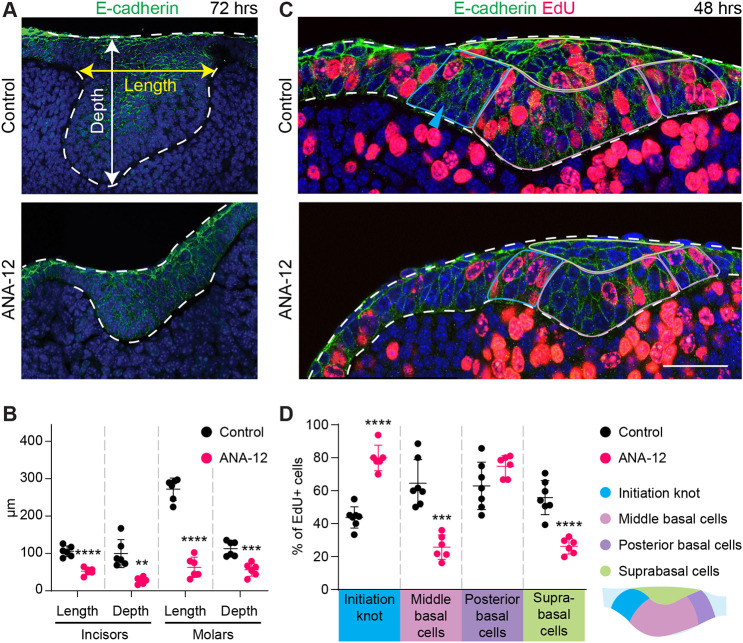
**NTRK2 signaling promotes dental epithelial growth and invagination.** (A) Sagittal sections through the incisor epithelium of E11.5 mandible explants cultured for 72 h in DMSO (control) or with the NTRK2 inhibitor ANA-12; anterior towards the left. (B) Quantification of the length and depth (as shown in A) of control or ANA-12-treated tooth germs (*n*=6). (C) EdU staining on sagittal sections of E11.5 incisors treated with DMSO or ANA-12 for 48 h; anterior is towards the left. The four sub-regions used for quantifying EdU^+^ cells are indicated. Cyan arrowhead marks the initiation knot. (D) Quantification of EdU^+^ cells in the control (*n*=7 embryos) or ANA-12-treated (*n*=6 embryos) incisor epithelium. Dashed lines outline the epithelium, labeled using E-cadherin antibody. Scale bar: 80 μm in upper panel in A; 50 μm in lower panel in A; 30 μm in C. Quantitative data are presented as mean±s.d. *P*-values were determined using an unpaired Student's *t*-test (**P<0.01; ***P<0.001; ****P<0.0001).

## DISCUSSION

Our study unveiled the transcriptional profiles that define each of the populations that make up the oral epithelium at E12.0. The resulting atlas not only complements existing knowledge of genes expressed in specific oral structures but also extends previous efforts to profile cells in the developing mandible at other developmental stages (Landin et al., 2012; Musselmann et al., 2011; Hauser et al., 2020; Yuan et al., 2020; Xu et al., 2019). Our data highlight the spatial and temporal gene expression changes that reflect the oral-aboral patterning of the mandibular epithelium. Furthermore, we have identified the gene regulatory networks in different populations that may play key roles in regulating cell fates and functions. Together, this study provides a catalog of epithelial cell types in the developing mandible and offers a resource for further investigation into the function of specific genes or pathways during epithelial morphogenesis.

### Regulation of the mandibular epithelium by WNT

Signaling interactions between the oral epithelium and the underlying mesenchyme, as well as within the epithelium itself, are crucial for the development of oral ectodermal structures (Balic and Thesleff, 2015). Although our results emphasize many of these signaling processes, the anterior aboral epithelium is an underappreciated signaling region identified here as a major source of WNT ligands. As WNT9b from the aboral epithelium has been shown to promote mesenchymal cell proliferation and survival at E10.5 (Jin et al., 2020), anterior WNTs at E12.0 may function similarly to enable further mandibular outgrowth. Within the oral epithelium, WNT/β-catenin signaling is a key regulator of tooth formation, as its inactivation abrogated tooth development (Liu et al., 2008; Sasaki et al., 2005) and hyperactivation led to supernumerary teeth (Järvinen et al., 2006; Wang et al., 2009). However, WNT responsiveness is not restricted to the dental epithelium, as the expression of the WNT target gene *Axin2* and WNT activity reporters both indicate active WNT signaling in the aboral epithelium (Lohi et al., 2010; Van Otterloo et al., 2022). This is consistent with the identification of WNT ligand-receptor pairs and the LEF1 regulon in these cells. Yet teeth are normally not formed at the ventral mandible. Therefore, an important question to consider here is how do mandibular epithelial cells interpret WNT signals to become different cell types? Paradoxically, although ectodermal deletion of *Tfap2a* and *Tfap2b* downregulated WNTs, it also induced the formation of ectopic incisors at the ventral surface of mutant mandibles (Woodruff et al., 2021; Van Otterloo et al., 2022). The ability to form teeth may thus be modulated by a balance between WNT activity and a yet to be identified inhibitory mechanism downstream of *Tfap2a* and *Tfap2b*. We also noticed that several WNT inhibitors are more highly expressed in the aboral epithelium than in the dental epithelium and could further modulate WNT activities in some regions.

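Between anterior-like and dental-like cells, the log2 ratio of CPM was 1.47 (1.38 to 1.55) for Sostdc1, 1.18 (1.04 to 1.32) for Znrf3, 0.28 (0.18 to 0.38) for Kremen2, 0.26 (-0.072 to 0.60) for Nkd1 and -0.35 (-0.48 to -0.21) for Axin2. Only Sostdc1 and Znrf3 of these 5 WNT inhibitor genes were at least 1.3 times as high in anterior-like cells. With the IK-like cells left out of the dental-like group, the log2 ratios were 0.79 (0.65 to 0.93) for Kremen2, 0.96 (0.50 to 1.46) for Nkd1 and 0.097 (-0.074 to 0.27) for Axin2. With regions taken from low-resolution clustering at 0.15, the alternative that moved the count most, all 5 genes reached 1.3 times.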

Another possible mechanism for diversifying WNT responses is by employing different transcription factors. 

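Tcf7l2 (ENSMUSG00000024985) was measured at 264 CPM (256 to 271) in posterior-like cells and 108 CPM (106 to 111) in all other E12.0 cells, a log2 fold of 1.28 (1.23 to 1.34). The PM-like cluster had the highest value, 353 CPM (341 to 366), followed by the PL-like cluster, at 244 CPM (229 to 261).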

We found that *Tcf7l2* is differentially expressed in the posterior oral epithelium and targets many PM markers. Although LEF1 functions as a transcription activator under high WNT activity, TCF7L2 binds to the same target sites under low WNT signal and can act as an activator or repressor in a context-dependent manner (Korinek et al., 1997; Guo et al., 2021). As the posterior mandible is further away from the anterior WNT source, a different WNT-induced expression profile via TCF7L2 can be generated.

### Patterning of the mandibular epithelium along the oral-aboral axis

In order to understand how different oral structures form in the right place and at the right time, we must first characterize how the developing mandible is patterned. By mapping the expression of region-specific markers identified from our scRNA-seq analysis at different developmental timepoints, we demonstrated that the mandibular epithelium is progressively subdivided into distinct zones along the oral-aboral axis between E8.5 and E12.0. During early mandibular development, *Vgll2*^+^, *Pitx2*^+^ and *Sox2^+^* ectodermal cells first give rise to a group of broadly distributed cells expressing *Pitx2* and *Irx1*, which are dental markers at E12.0 and are predicted to be the main transcription factors driving the expression of other tooth-specific genes. Notably, markers related to the further maturation and growth of the tooth germ, such as *Ntrk2* and *Dsc3*, are not expressed until after E10.5 (Figs. S13 and S15). This suggests that the *Pitx2*^+^ and *Irx1*^+^ epithelium at E9.5 and E10.0 is transcriptionally competent for forming dental cells but has yet to initiate the full dental program. *Pitx2* and *Irx1* expression later becomes progressively confined first to the oral surface and then to the forming dental lamina, as ventral and anterior *Pitx2*^+^ and *Irx1*^+^ cells are patterned into *Tfap2b*^+^ and *Cxcl14*^+^ aboral populations, and the posterior epithelium adopts the *Dmrt2*^+^ and *Rtl3*^+^ identity. We propose that the mandibular ectoderm initially develops along a trajectory towards the dental fate, but subsequent specification of anterior and posterior cells with respective regional identities gradually delineates the boundary of the maturing tooth field and confines the dental lamina to its position along the oral-aboral axis. In the absence of correct patterning, as in the *Tfap2a* and *Tfap2b* mutants mentioned above, the aboral epithelium retains its tooth-forming capability and develops ectopic teeth (Woodruff et al., 2021). Our model can also be reconciled with current ideas of tooth evolution, where its origin – regardless of an ectodermal or endodermal root – is thought to arise by first adopting a genetic program that is competent to form placodes (Fraser et al., 2010), perhaps similar to the observed state at E9.5. The position and the final specification of the dental fate depend on how the neighboring epithelium is patterned thereafter, shifting the location of teeth or tooth-like structures along the oropharyngeal-aboral axis during evolution (Chen et al., 2020).

The process of epithelial regionalization we have observed in mouse mandibles is accompanied by the establishment and gradual sharpening of expression boundaries between markers labeling adjacent zones. How these boundaries are formed and regulated in the mandibular epithelium is not understood. The juxtaposition of *Wnt7b* in the anterior epithelium and *Shh* in the dental epithelium has been proposed to determine the boundary position (Sarkar et al., 2000). In other developing tissues with gene expression boundaries, such as the vertebrate hindbrain and the *Drosophila* wing, the boundary sharpness is enhanced through mutual repression of transcription factors downstream of morphogen-directed tissue patterning (Krumlauf and Wilkinson, 2021; Sokolowski et al., 2012; Yu and Small, 2008). Among the cluster-specific transcription factors we identified from the regulon analysis, several of them, including *Trps1*, *Irx1*, *Tcf7l2* and *Six1*, have context-dependent repressor functions (Wang et al., 2018; Cavodeassi et al., 2001; Brugmann et al., 2004; Korinek et al., 1997). It will be informative in the future to examine their reciprocal regulation.

### NTRK2 as a regulator of early tooth morphogenesis

Our dataset serves as a useful resource to study novel regulators of epithelial morphogenesis. Using the developing tooth as a model, we were interested in understanding the function of *Ntrk2* because of its unique expression pattern. Although previous studies have implied a role in tooth innervation, based on low-resolution expression analysis of *Ntrk2* and *Bdnf* in rats (Iwamoto et al., 2011; Luukko et al., 1996, 1997), whether NTRK2 signaling can regulate tooth morphogenesis was never addressed. Using the selective NTRK2 antagonist ANA-12, we were able to show for the first time that signaling through NTRK2 promotes tooth invagination. In the incisor, this is in part through the ability of NTRK2 to promote epithelial cell proliferation, which is crucial for generating suprabasal cells and thickening the placode (Li et al., 2016a). Although we could not rule out indirect regulation through mesenchymal NTRK2, expression of both *Bdnf* and *Ntrk2* in the dental epithelium suggests that direct BDNF and NTRK2 signaling can take place there. Whether NTRK2 is essential for the eventual tooth formation requires further investigation, especially because odontogenesis is a robust process and other mutants with reduced epithelial proliferation can still form teeth (Liu et al., 2015, 2019). Although tooth phenotypes have not been reported in *Ntrk2* null mice, most of which die shortly after birth (Klein et al., 1993; Rohrer et al., 1999), analyzing their tooth size and shape will be an important next step. Finally, NTRK2 may modulate tooth morphogenesis via other mechanisms. For example, TrkB-T1, the truncated form of NTRK2 lacking the kinase domain, can signal through small Rho GTPases to regulate cell shape and migration (Li et al., 2009; Ohira et al., 2005). Given the presence of TrkB-T1 in the dental epithelium (Iwamoto et al., 2011), it is conceivable that NTRK2/TrkB-T1 additionally promotes cell movement to propel the invagination process.

Taken together, our results have unveiled all the epithelial cell types in the developing mandible and describe the spatiotemporal distribution of key markers. This work provides a valuable resource for investigating mandibular patterning and morphogenesis, and offers a transcriptional roadmap to help future derivation of different oral epithelial progenitors for tissue bioengineering and regenerative medicine.

## MATERIALS AND METHODS

### Mouse lines, colony maintenance and procedures

*K14^Cre^* (Dassule et al., 2000), *R26^mT/mG^* (Muzumdar et al., 2007), *Shh^CreER^* (Harfe et al., 2004) and *Tagln^Cre^* mice (Holtwick et al., 2002) were group housed and genotyped as previously published (sequences are provided in Table S1). Apart from *K14^Cre^*, all mice were acquired from the Jackson Laboratory (JAX) and maintained on a C57BL/6J background. *K14^Cre^* was on a mixed background at the time of acquisition but subsequently crossed to *R26^mT/mG^* (of C57BL/6J background) for more than six generations. The resulting *K14^Cre^*;*R26^mT/mG^* mice were used to produce embryos for the scRNA-seq, RNA *in situ* hybridization mapping and explant culture experiments in this study. For lineage tracing, *Shh^CreER^* and *Tagln^Cre^* were crossed to *R26^mT/mG^* to produce *Shh^CreER^*;*R26^mT/mG^* and *Tagln^Cre^*;*R26^mT/mG^*, respectively. Timed pregnancy was set up either in the morning or in the afternoon to obtain embryos at different stages, as indicated in the text. Noon of the day of vaginal plug discovery was designated as E0.0 or E0.5, depending on the time of breeding setup. Both male and female embryos were selected randomly and used in all experiments. To activate CreER, tamoxifen dissolved in corn oil at a dose of 3.75 mg/30 g body weight was delivered to pregnant *Shh^CreER^*;*R26^mT/mG^* females at E9.5 or *Tagln^Cre^*;*R26^mT/mG^* females at E11.5 through oral gavage. For 5-ethynyl-2′-deoxyuridine (EdU) incorporation, 100 μl of EdU (10 mg/ml, Thermo Scientific) was given to pregnant females through intraperitoneal injection 30 min before sacrificing. All mice were maintained in the University of California Los Angeles (UCLA) pathogen-free animal facility. All experiments involving mice were approved by the Institutional Animal Care and Use Committee of UCLA (Protocol Number ARC-2019-013).

### Single cell isolation from mouse embryonic mandibles

The protocol for single cell dissociation was modified from previous studies (Haber et al., 2017; Sharir et al., 2019). Mandibles from E12.0 and E9.5 mouse embryos were used for single cell isolation in this study. To label the epithelium at E12.0 for easier downstream processing, we used *K14^Cre^*;*R26^mT/mG^* embryos, where Keratin 14-driven Cre recombinase permanently labels epithelial cells with membrane GFP (mG) from the *R26^mT/mG^* Cre reporter beginning at E11.0. Mesenchymal cells lack Cre activity and continue to express membrane tdTomato (mT). To isolate E12.0 mandibular epithelial cells for scRNA-seq, we harvested six E12.0 *K14^Cre^*;*R26^mT/mG^* mouse embryos from the same litter and dissected out their mandibles in cold HBSS (Gibco) (Fig. 1A). Mandibles were then pooled and incubated with 10 mg/ml Dispase II (Sigma-Aldrich) in HBSS supplemented with 10 µg/ml DNase (New England Biolabs) at 37°C and swirled at 100 rpm for 32 min to enzymatically separate the epithelium from the mesenchyme, as previously described (Li et al., 2016b) (Fig. 1B). This allows a more uniform dissociation process and capture of most epithelial cells, which are more adhesive than the mesenchyme and comparatively far fewer in number at this stage. After peeling off the epithelia using forceps, they were dissociated in TrypLE (Gibco) at 37°C for 30 min, with gentle pipetting every 10 min. Cells were then centrifuged at 400 ***g*** for 5 min and resuspended in cold flow cytometry buffer [calcium free HBSS with 5% fetal bovine serum (FBS, Gibco), 2 mM EDTA, and 10 mM HEPES (Gibco)]. Undissociated cell clumps were sieved out using a 20 µm pluriStrainer. As cell doublets can confound scRNA-seq data interpretation (Stegle et al., 2015), the resulting cell suspension was sorted using fluorescence-activated cell sorting (FACS) to isolate GFP^+^ single epithelial cells (Fig. 1C).

To collect E9.5 mandibular cells, mandibular arches from eight E9.5 *K14^Cre^*;*R26^mT/mG^* mouse embryos in the same litter were pooled and directly dissociated in TrypLE at 37°C for 19 min, with gentle pipetting at 12 min. Cells were collected by centrifugation at 250 ***g*** for 4 min. As E9.5 cells were easily dissociated into single cell suspension, FACS was not performed. Cell numbers and viability were analyzed for both E12.0 and E9.5 dissociated cells using the Invitrogen Countess II FL, which showed greater than 90% viability in both samples.

### Single cell RNA-seq: barcoding, library construction and data analysis

The live single cell numbers in suspension were adjusted to a final concentration of 1000 cells/µl in PBS with 0.04% BSA and ∼14,000 cells were loaded to a 10X Chromium Single Cell instrument for single cell partitioning at the UCLA Technology Center for Genomics and Bioinformatics (TCGB). Sample barcoding, cDNA amplification and library construction were performed using the Chromium Single Cell 3′ Library Kit v3 according to the manufacturer's instructions. The two cDNA libraries, one from E12.0 and one from E9.5 mandibles, were confirmed for their qualities using an Agilent TapeStation. A total of 11,131 cells from E12.0 mandibles and 13,081 cells from E9.5 mandibles were successfully sequenced on an Illumina NextSeq 500 system, which produced about 218 million and 568 million reads, respectively.

The sequencing reads were aligned against GRCm38 using CellRanger 2.0.0. Further downstream analyses were conducted in R (version 4.1.2) using the R package Seurat (version 4.0) (Hao et al., 2021). Following the standard Seurat workflow, we first filtered out low-quality cells with less than 200 or over 5500 unique feature counts or with more than 10% mitochondrial gene counts. The filtered dataset was then normalized using Seurat's SCTransform function (Hafemeister and Satija, 2019). To reduce the effects of cell cycle and sex heterogeneity in our scRNA-seq data, we first used Seurat's CellCycleScoring or AddModuleScore functions to assign scores to these categories based on a list of cell cycle genes (G2/M and S markers) (Tirosh et al., 2016) and sexually dimorphic genes (*Uty*, *Ddx3y*, *Kdm5d*, *Eif2s3y*, *Xist*, *Tsix* and *Lars2*) (Huang et al., 2021; Lowe et al., 2015), which were then regressed out from the count matrix as described in the Seurat documentation. Using AddModuleScore, we have also regressed out genes encoding lincRNAs, Gm42418 and AY036118, which overlap with the rRNA Rn45s locus and can be differentially amplified as an artefact at the amplification step (Kimmel et al., 2020).

We next performed dimensionality reduction by principal component analysis (PCA) and uniform manifold approximation and projection (UMAP), followed by unsupervised cell clustering using the FindNeighbors and FindClusters functions. The number of top principal components (PCs) used for dimensional reduction and the resolution of clustering were guided by Seurat's ElbowPlot and the Clustree package (Zappia and Oshlack, 2018), respectively. For the E12.0 data, this allowed us to first obtain an overview of the general cell populations using a low-resolution parameter (10 PCs and 0.08 resolution) and then examine the constituent sub-populations in greater detail with a high-resolution setting (30 PCs and 0.9 resolution). For the E12.0 peridermal and tongue epithelium clusters, we further subset these cells and iterated clustering to identify the different cell types within. To analyze the data from E9.5 mandibles, we first subset the epithelial populations (3944 cells) from the mesenchymal and endodermal cells, and then used 30 PCs and 0.2 resolution for clustering. The E10.5 mandibular epithelial scRNA-seq data were subset from a previously published whole-mandible single cell dataset (Xu et al., 2019), pre-processed with SCTransform and regression of effects from cell cycle, sex and lincRNAs, and then integrated into our E12.0 dataset using Seurat, as previously described (Stuart et al., 2019).

Differentially expressed marker genes for each cluster were identified by Seurat's FindAllMarkers function using the Wilcoxon Rank Sum test, with the cutoff criteria set for genes expressed in a minimum of 15% of cells and a fold change of 1.3 (Table S2). Functional enrichment analysis for top ranked cluster(s)-specific marker genes with an adjusted *P*-value *P*_val_adj≤1×10^−50^ was performed using Metascape (http://metascape.org) (Zhou et al., 2019) (Table S3). The functional enrichment *P*-values were generated by Metascape using cumulative hypergeometric distributions and the default cutoff *P*-value 10^−2^ was used. Top ranked GO terms that better inform signaling pathways or cell biological functions and processes in the context of epithelial development are selected for presentation in figures. As most marker genes in clusters Di are not highly specific and are also enriched in neighboring clusters, we did not include its functional enrichment analysis in this study. For clusters with similar expression profiles and gene functions, their marker genes were merged and collapsed as a single input for the Metascape analysis. Last, differentially expressed genes with a pct. 2<0.5 (i.e. detected in less than 50% of the cells in other clusters) were used to assess the number of markers co-expressed by cells in the dental, taste bud and salivary gland clusters.

To explore the potential epithelial lineages in the developing mandible, we performed RNA velocity using scVelo (version 0.2.4) (Bergen et al., 2020) with *n*_top_genes=2000, *n*_pcs=30 and *n*_neighbors=30 under the dynamic mode, and then projected the velocity field onto Seurat-generated UMAPs. To identify differentially expressed key transcription factors and their downstream gene regulatory networks, we applied SCENIC (single cell regulatory network inference and clustering) to analyze our data using the default setting (Aibar et al., 2017). To better visualize the network, we also examined marker genes from each or combined clusters using the iRegulon plug-in from Cytoscape (Janky et al., 2014), setting the putative regulatory region at 500 bp upstream and an enrichment score threshold of 2.5. Finally, CellChat (Jin et al., 2021) was used to infer major cell-cell singling networks in the E12.0 epithelial population and to identify contributing ligand-receptor pairs.

### RNA *in situ* hybridization

Mouse embryos at different stages were dissected out from the uterus in DEPC-treated PBS. For whole-mount RNA *in situ* hybridization (WISH), the mandibles were collected and fixed with 4% paraformaldehyde (PFA) in DEPC-treated PBS overnight at 4°C. WISH was carried out as previously described (Hu et al., 2012). For each marker gene, we designed two antisense digoxigenin-labeled probes whenever possible, unless restricted by gene size, sequence homology or cloning challenges (Table S1). Hybridized tissues were detected by BM Purple (Roche) and imaged using a Leica DFC7000T camera fitted on a Leica M205 stereomicroscope. To further analyze gene expression in the epithelium at a finer resolution, the stained whole-mount samples were processed through serial sucrose washes and embedded in the Tissue-Tek OCT compound (Sakura Finetek) for frozen sections. Sections (10 μm) were obtained using a Leica CM3050S Cryostat and imaged using a Leica DM 1000 microscope. For samples with weak signals following sectioning, we instead performed section RNA *in situ* hybridization on paraffin sections (7 μm) using established protocols (Hu et al., 2017).

For RNAscope analysis, embryonic heads were dissected and fixed in 10% neutral buffered formalin for 24 h at room temperature and dehydrated through serial ethanol washes, embedded in paraffin wax and sectioned at 6 μm. RNAscope was carried out using the RNAscope Multiplex Fluorescent v2 Assay (Advanced Cell Diagnostics) by following the manufacturer's instructions. Optimized tissue pretreatment steps include boiling sections in the Target Retrieval Reagents (Advanced Cell Diagnostics) at 100°C for 10 min and incubating samples in the Protease Plus solution (Advanced Cell Diagnostics) at 40°C for 10 min. Opal 520, 570 and 690 from Akoya Biosciences were used for color development. A RNAscope 3-plex Negative Control Probe (Advanced Cell Diagnostics) consistently showed no background staining. RNAscope *Mus musculus* probes for *Bdnf*, *Cxcl14*, *Ddit4l*, *Dmrt2*, *Dsc3*, *Irx1*, *Ntrk2*, *Pitx2*, *Prss23*, *Rxfp1*, *Shh*, *Sox2*, *Tfap2b*, *Vgll2*, *Rtl3* and *Zfp750* were purchased from Advanced Cell Diagnostics. The *Pitx2* probe set recognizes all isoforms that are shown to have similar expression patterns at the stages examined in this study (Liu et al., 2003).

### Immunofluorescence staining

For immunofluorescence staining, samples were fixed in 4% PFA overnight at 4°C and prepared as either frozen or paraffin wax-embedded sections. For paraffin sections, antigen retrieval was performed by sub-boiling slides in a microwave for 15 min in citric buffer (pH 6.2) containing 10 mM citric acid, 2 mM EDTA and 0.05% Tween-20. After blocking tissues with a blocking solution [1× animal-free blocker (Vector Laboratories), 2% heat inactivated goat serum, 0.02% SDS and 0.1% Triton-X] for 1 h, slides were incubated with the primary antibodies against the following proteins overnight at 4°C: ACTA2 (Abcam, ab8211), E-cadherin (Cell Signaling, 3195S), GFP (Abcam, ab13970), laminin (Sigma-Aldrich, L9393) and p21 (BD Biosciences, 556430). All antibodies were diluted at 1:100 in the same block without serum. Secondary antibodies (Thermo Scientific) used were Alexa Fluor 555 (A32732) and Alexa Fluor 488 (A32731) goat anti-rabbit IgG, Alexa Fluor 488 goat anti-mouse IgG (A32723), and Alexa Fluor 488 goat anti-chick IgG (A11039), all at 1:250 dilution for 1 h at room temperature. p21 was detected first by a biotinylated anti-mouse secondary antibody, and then sequentially amplified using VECTASTAIN Elite ABC HRP Kit (Vector Laboratories) and Tyramide Signal Amplification (PerkinElmer). DAPI (Invitrogen) was used as a nuclear stain. EdU labeling was detected using a Click-iT Plus EdU Alexa Fluor 555 Assay Kit (Invitrogen, C10638) before primary antibody incubation. Dual immunofluorescence and RNAscope staining was performed following the manufacturer's instructions (RNAscope Multiplex Fluorescent v2 Assay combined with Immunofluorescence - Integrated Co-Detection Workflow). All images were taken using a Zeiss LSM 780 confocal microscope.

### Explant culture

Dissected E11.5 embryonic mandibles were cultured on top of a 0.4 μm Millicell filter (Millipore) supported by a metal mesh (914 μm mesh opening, Spectrum Labs) at the interface of air and media at 37°C and 5% CO_2_ as previously reported (Du et al., 2017). The culture media contains BGJb medium (Gibco), 3% FBS (Gibco), 1% MEM non-essential amino acids (Gibco), 1% GlutaMax (Gibco), 140 μg/ml L-ascorbic acid (Thermo Scientific), 1% penicillin-streptomycin (Thermo Scientific) and the NTRK2 inhibitor ANA-12 (150 μM, Sigma-Aldrich) or an equal volume of DMSO control vehicle. The mandible explants were cultured for either 48 or 72 h before processing for paraffin sections. For labeling cycling cells with EdU, 5 μl of EdU (10 mg/ml, Thermo Scientific) was directly pipetted on top of the explants and then incubated for 4 h before processing tissues for frozen sections. The 4 h pulse time was optimized to ensure sufficient labeling, as shorter pulses marked fewer cells due to slower explant development. Quantification of the tooth germ size was carried out using ImageJ (version v1.53q).

### Statistics and reproducibility

All experiments, except scRNA-seq and RNA *in situ* hybridization, were replicated at least three times using independent biological samples. Marker genes identified from scRNA-seq were validated by RNA *in situ* hybridization studies, which were conducted in at least two independent biological experiments per probe. RNAscope was replicated in at least three independent biological experiments for each set of double Z oligo probes. All images are representative. Each data point in Figs 7K-M and 9B,D, and Fig. S10F represents a single biological sample. Data points were collected without investigator blinding. No data were excluded. Graphs were prepared using the Prism software and data are mean±s.d. (standard deviation). *P-*values were calculated as specified in figure legends. Significance was taken as *P*<0.05 with a confidence interval of 95% (*P<0.05; **P<0.01; ***P<0.001; ****P<0.0001).

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: Understanding the development of oral epithelial organs through single cell transcriptomic analysis
**Source:** Development. 2022 Aug 17;149(16):dev200539. doi: 10.1242/dev.200539
**Supplement:** Supplementary information

**Figure S1**

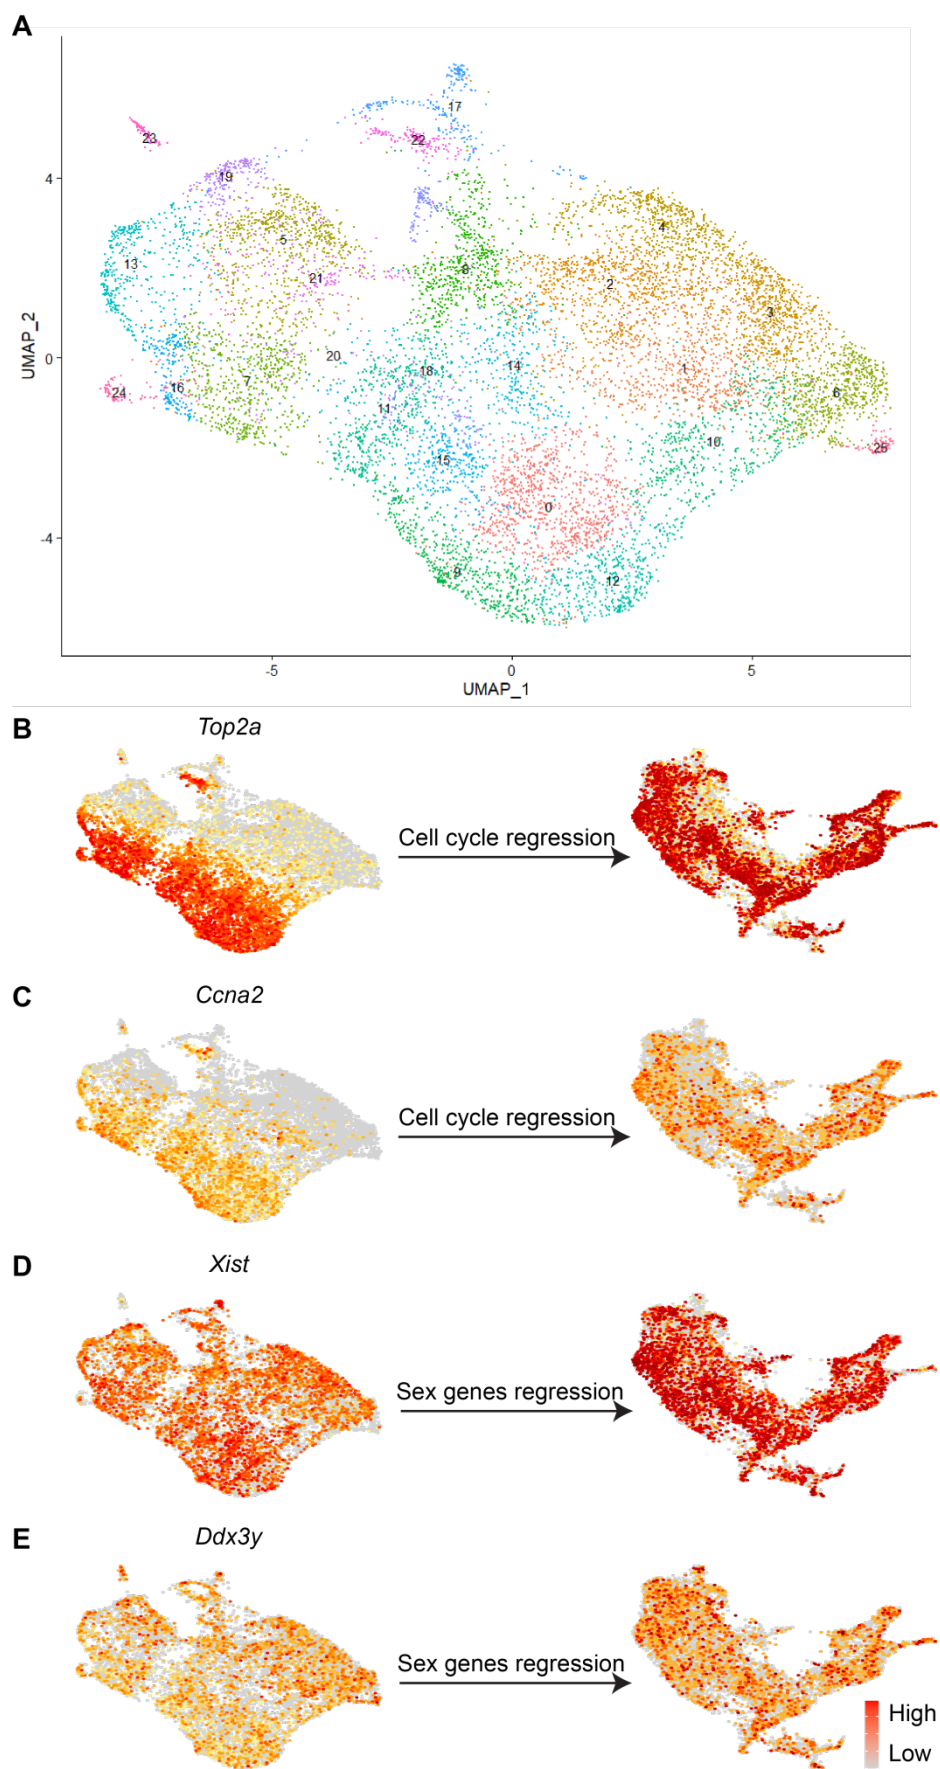

**Fig. S1. UMAP clustering before and after regression of cell cycle and sexually dimorphic genes.** (A) UMAP plot showing cell clusters before regressing out cell cycle- and gender-related genes. (B-E) Feature plots showing examples of cell cycle (*Top2a* and *Ccna2*) and sexually dimorphic (*Xist* and *Ddx3y*) genes before and after the regression. Differences in cell cycles contribute greatly to the initial clustering, separating out clusters with otherwise closely matched expression profiles into cycling (bottom half) and non-cycling (top half) populations.

**Figure S2**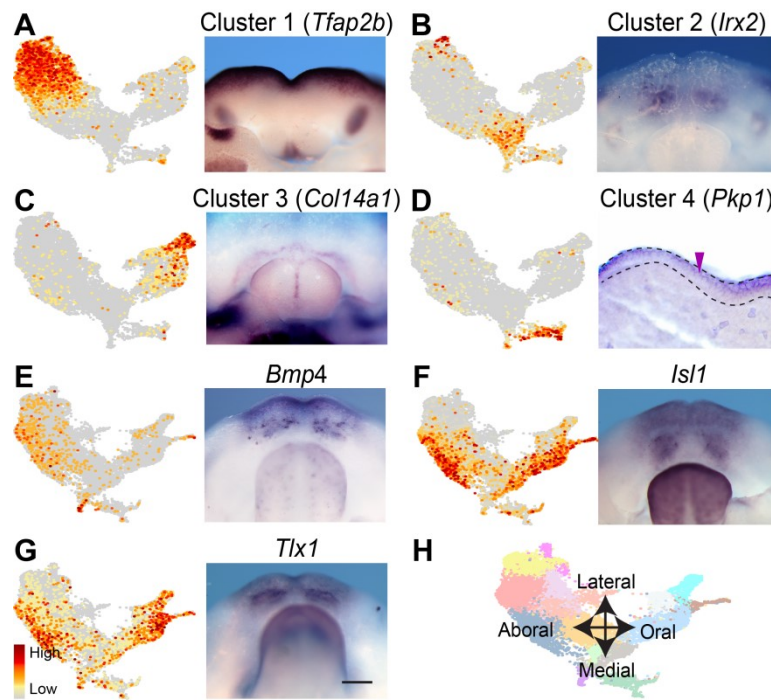

**Fig. S2. Expression of marker genes in different patterning domains.** (A-C) Expression of *Tfap2b* (cluster 1 marker), *Irx2* (cluster 2 marker), and *Col14a1* (cluster 3 marker) in feature plots and dorsal views of E12.0 whole mount mandibles, labelling the anterior, the dental, and the posterior epithelium respectively. (D) Expression of the cluster 4 marker, *Pkp1*, in its feature plot and in the periderm layer (purple arrowhead) on a E12.0 mandible sagittal section. Dashed lines outline the epithelium. (E-G) Expression of known incisor markers, *Bmp4*, *Isl1*, and *Tlx1*, that label the medial portion of E12.0 mandibles (dorsal views shown). (H) The distribution of clusters on the UMAP corresponds to the oral-aboral and medial-lateral axes of the mandible. Scale bar in (G) represents 280  $\mu$ m in (A-C,E-G) and 50  $\mu$ m in (D).

**Figure S3**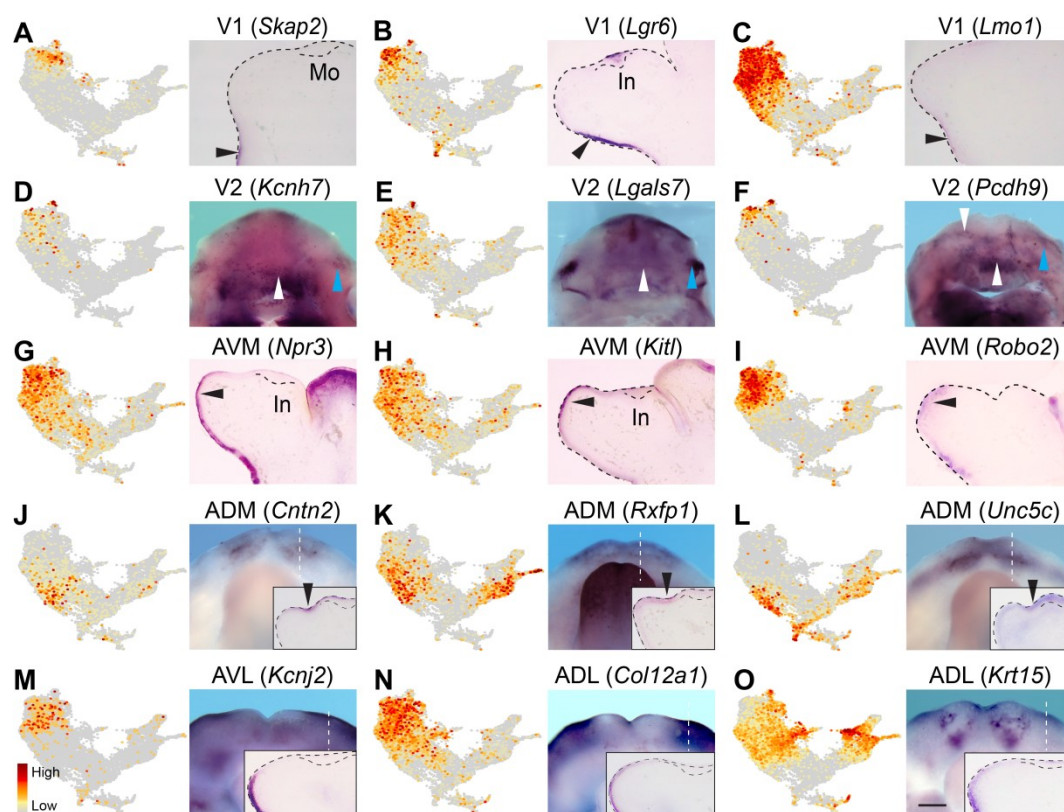

**Fig. S3. Mapping the anterior epithelial clusters by RNA *in situ* hybridization.** (A-O) Feature plots and *in situ* hybridization of indicated marker genes for clusters V1 (ventral 1), V2 (ventral 2), AVM (anteroventral-medial), ADM (anterodorsal-medial), AVL (anteroventral-lateral), and ADL (anterodorsal-lateral) on E12.0 mouse mandibles. Sagittal sections are shown in (A-C, G-I) and in the insets of (J-O); anterior to the left. Whole mount mandibles are shown in ventral views (D-F) and dorsal views (J-O). Black dashed lines in sections outline the mandible and the dental epithelium. Black arrowheads indicate expression of marker genes that help assign cluster identities. White and cyan arrowheads in (D-F) mark the respective puncta and lateral patch expression pattern of V2 markers. In, incisor; Mo, Molar. Scale bar in (O) represents 100  $\mu\text{m}$  in (A-C, G-I), 450  $\mu\text{m}$  in (D-F, M), 280  $\mu\text{m}$  in the whole mount images in (J-L, N, O), and 200  $\mu\text{m}$  in the insets in (J-O).

**Figure S4**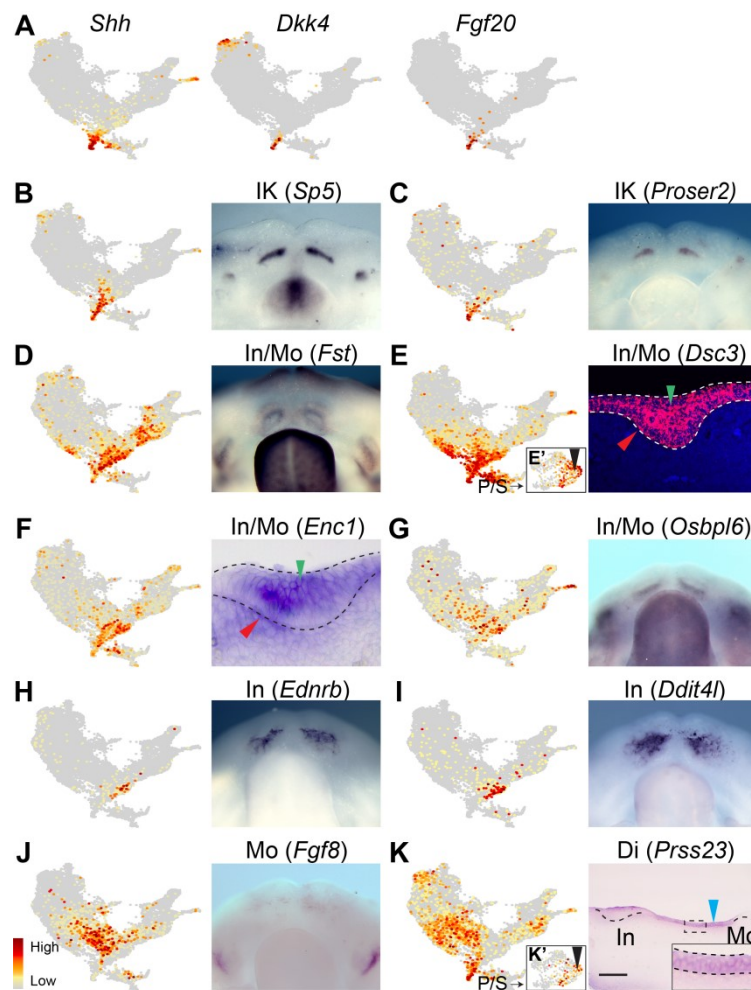

**Fig. S4. Mapping tooth-related clusters.** (A) Feature plots for known initiation knot markers *Shh*, *Dkk4*, and *Fgf20*. (B-J) Feature plots and *in situ* hybridization of selected marker genes for clusters IK, In, and Mo, on E12.0 mouse mandibles. Whole mount mandible in dorsal views are shown in (B-D,G-J). (E,F) *Dsc3* and *Enc1* are expressed in the entire incisor epithelium, including the initiation knot (red arrowheads) and all suprabasal cells (green arrowheads), as shown on sagittal sections using RNAscope (E) or section *in situ* hybridization (F); anterior to the left. (K) *Prss23* is expressed in the diastema region (cyan arrowhead), as shown on a diagonal section through both the incisor and the molar. The enlarged image of the dashed box is shown in the inset. (E',K') Subclustering of the P/S cluster shows that *Dsc3* and *Prss23* are enriched in subcluster P/S2 (black arrowheads). Di, diastema; IK, initiation knot; In, incisor; Mo, Molar. Scale bar in (K) represents 280  $\mu$ m in (B-D,G-J), 70  $\mu$ m in (E-F), 100  $\mu$ m in (K), and 25  $\mu$ m in the inset in (K).

Figure S5

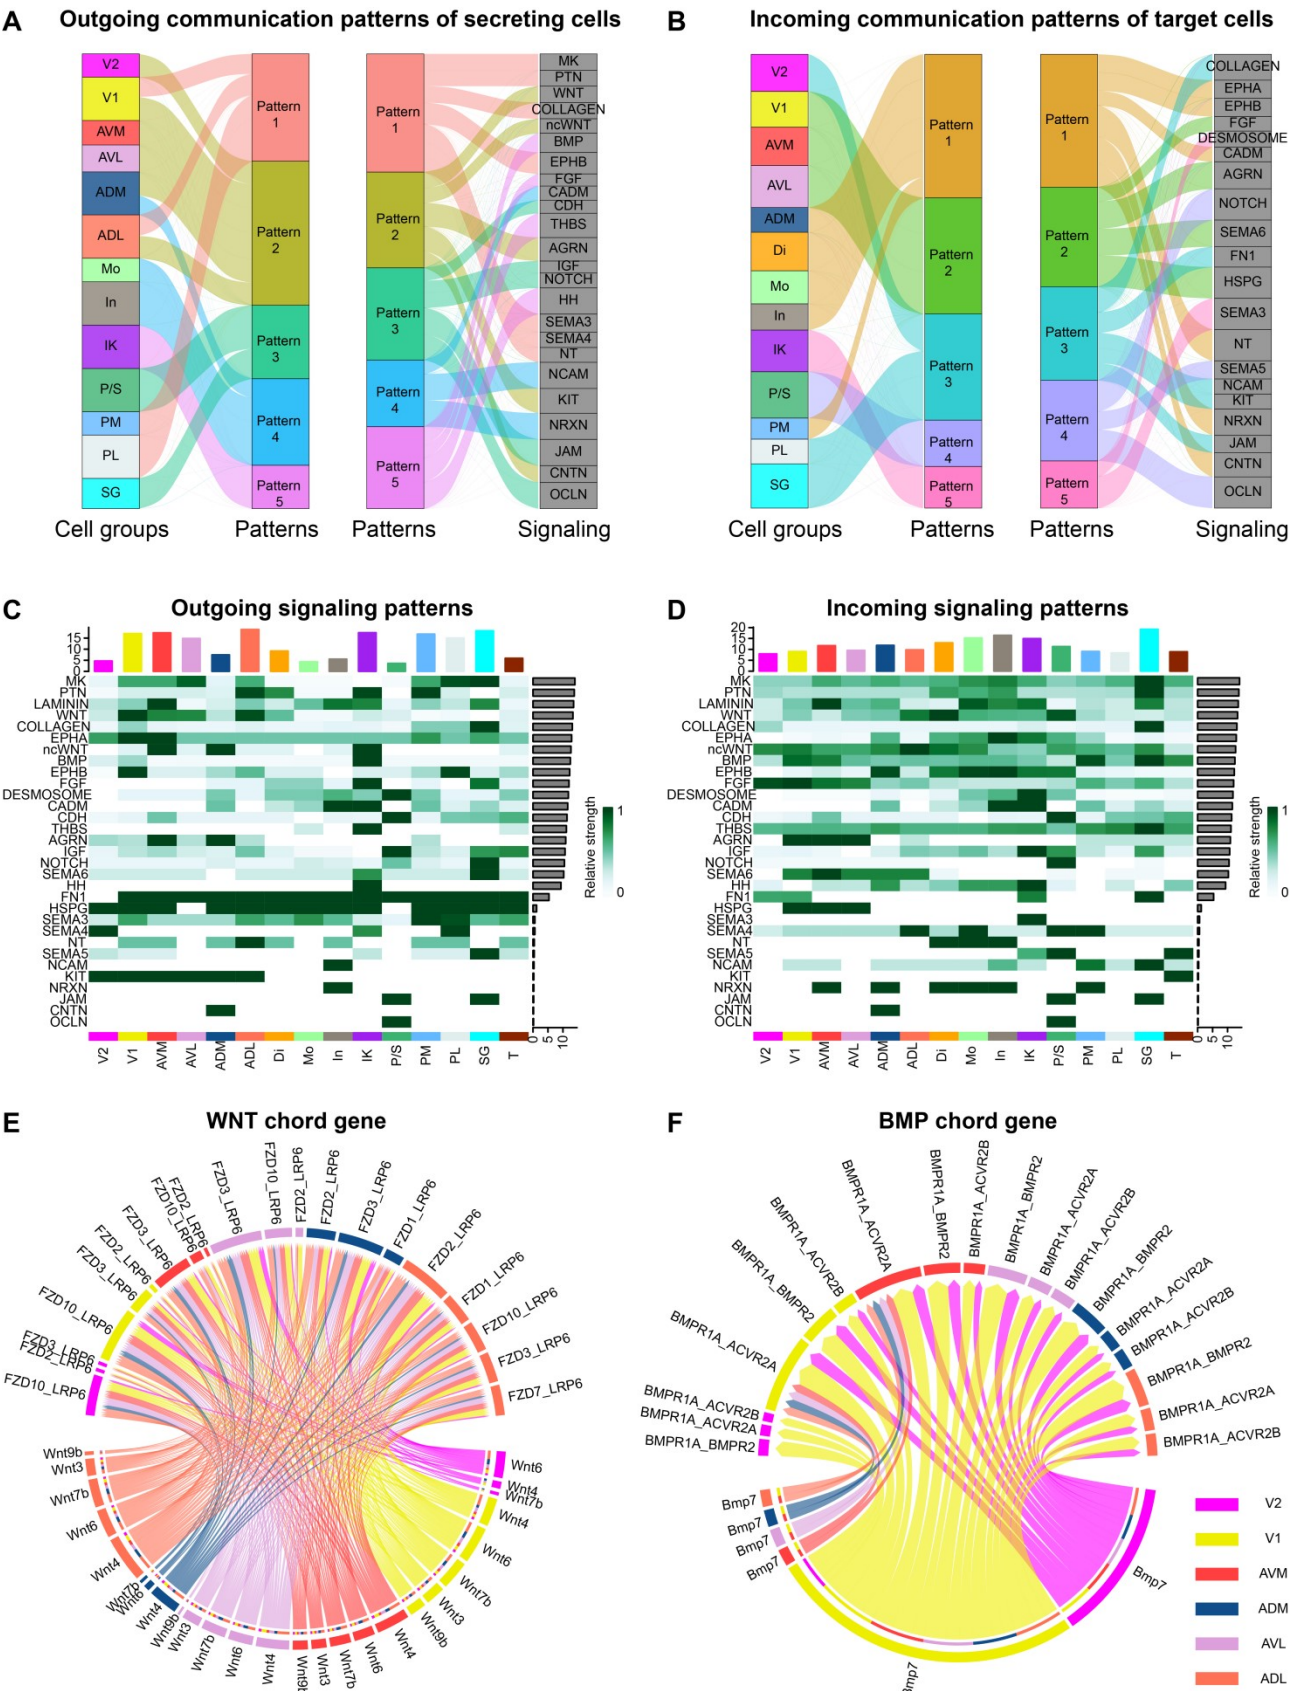

**Fig. S5. CellChat inference of major outgoing and incoming signaling pathways in the developing mandibular epithelium at E12.0.** (A,B) River plots showing the outgoing and incoming signaling patterns of secreting (A) and target (B) populations. The thickness of the flow represents the relative contribution of the cell group or signaling pathway to each pattern. (C,D) Heatmap showing the dominant outgoing (C) and incoming (D) signals in each cell group. (E,F) Chord diagrams showing possible WNT (E) and BMP (F) ligand-receptor interactions within and between anterior epithelial populations.

Figure S6

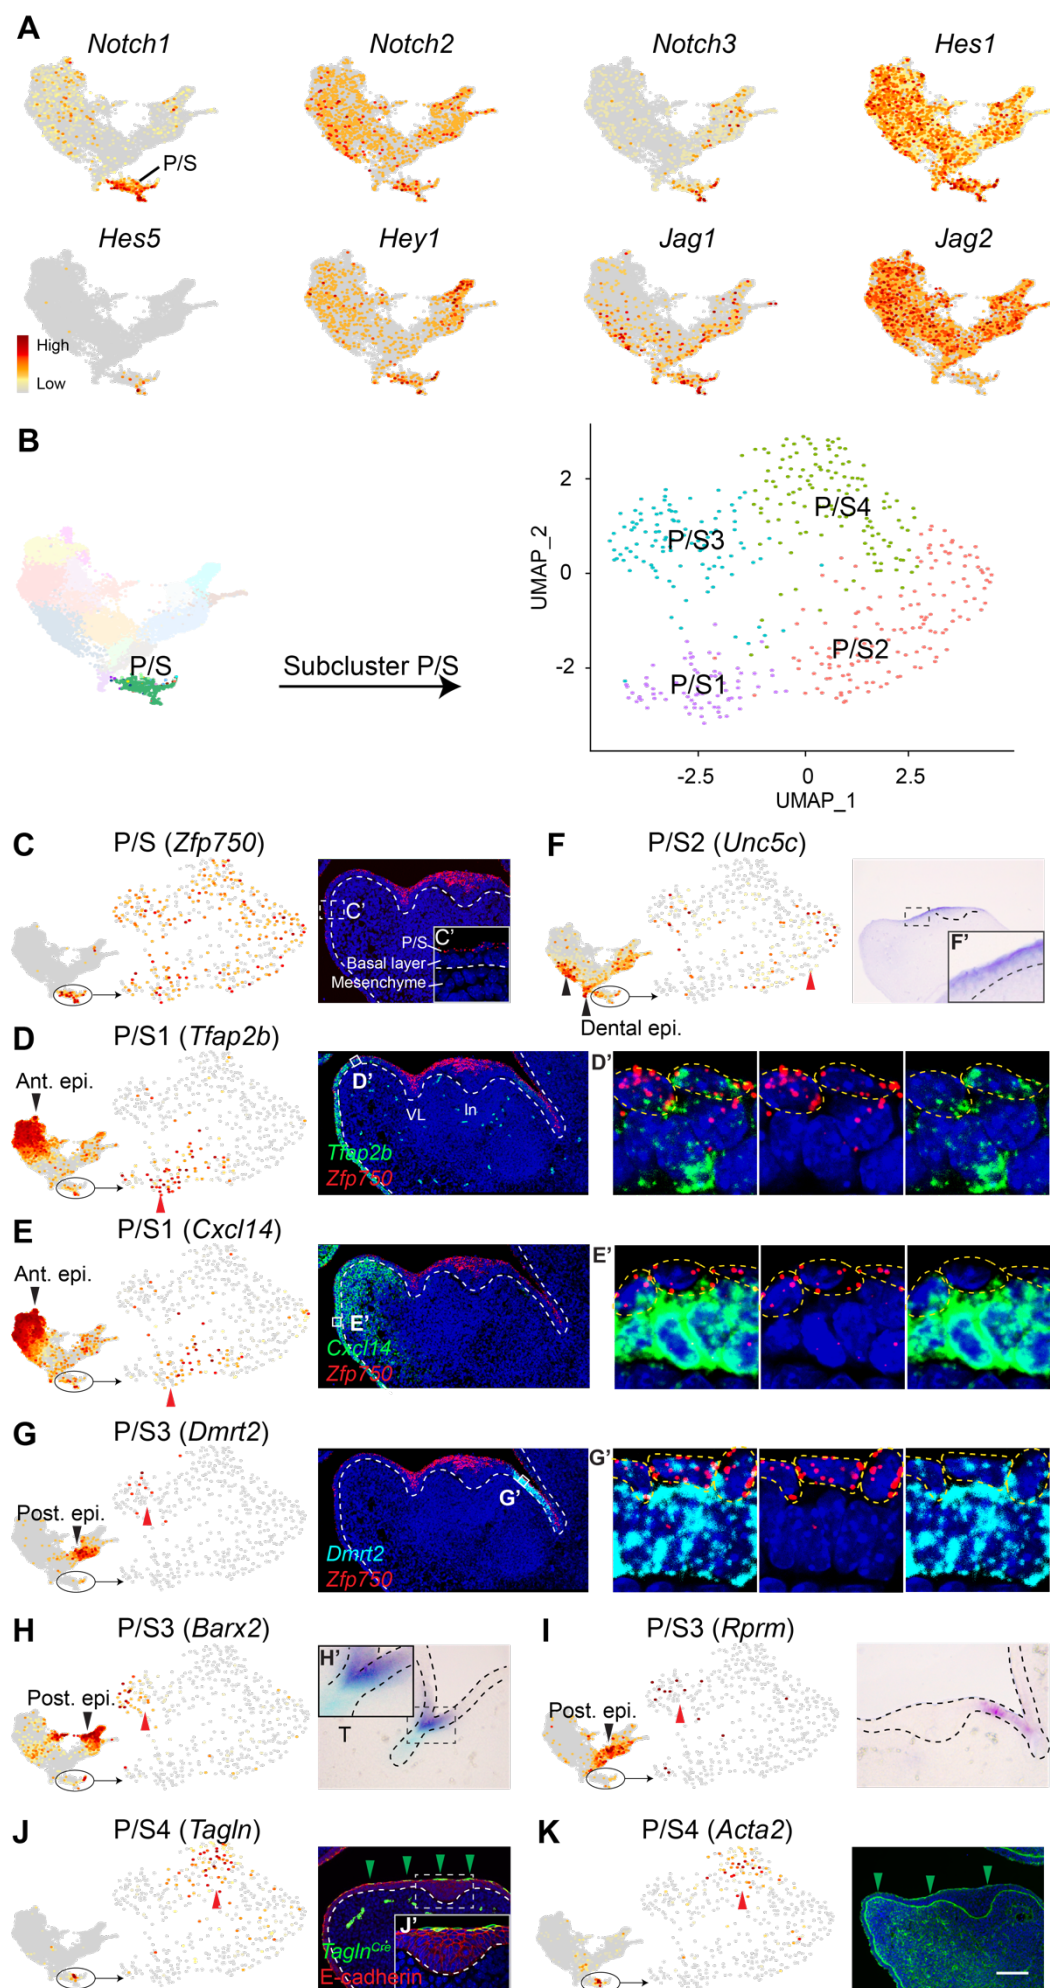

**Fig. S6. Subclustering the periderm and suprabasal (P/S) cluster.** (A) Feature plots for genes encoding components of the Notch signaling pathway. Notch receptors and Notch responsive genes *Hes1*, *Hes5*, and *Hey1* are expressed in cluster P/S. (B) Cluster P/S is subclustered into P/S1-4. (C-K) Feature plots of indicated markers for P/S1-4 and their expression pattern, as assessed using RNAscope (C-E,G), section *in situ* hybridization (F,H,I), *Tagln*<sup>Cre</sup> (J), and immunostaining (K). Sagittal sections through the incisor bud are shown in (C-G,I-K); anterior to the left. Frontal section is shown in (H). (C'-H',J') are enlargements of corresponding boxes. Dashed lines outline the epithelium or the incisor bud. *Zfp750* is a pan-P/S marker and labels both the periderm and the suprabasal cells, but not the basal layer (C). P/S1-3 express the same sets of regional markers as the rest of the epithelium (red and black arrowheads in feature plots), thus corresponding to the periderm and suprabasal cells that retain the positional information of the anterior (ant.), the dental, and the posterior (post.) epithelium (epi.) (D-I). For example, *Zfp750*<sup>+</sup> anterior (P/S1) and posterior (P/S3) peridermal cells (yellow dashed lines, D',E',G,) express anterior (*Tfap2b* and *Cxcl14*) or posterior (*Dmrt2*) markers that are also present in the basal cells. P/S4 markers *Tagln* and *Acta2* are expressed in a subgroup of peridermal cells over the epithelial surface (green arrowheads), but not in the rest of the suprabasal cells (J,K). Membrane GFP in (J) is expressed from the Cre reporter *R26<sup>mT/mG</sup>* and the epithelium is visualized using E-cadherin antibody (red). In, incisor; T, tongue; VL, vestibular lamina. Scale bar in (K) represents 100  $\mu$ m in (C-G,J,K), 50  $\mu$ m in (H,I,J'), 25  $\mu$ m in (C',F',H'), and 6  $\mu$ m in (D',E',G').

**Figure S7**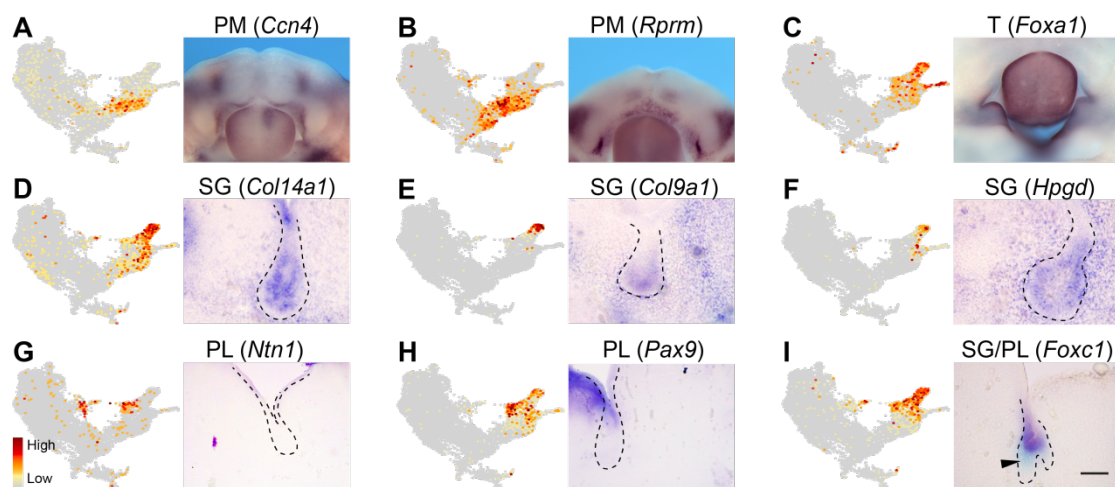

**Fig. S7. Identification of the posterior mandibular clusters.** (A-C) Expression of PM (posterior-medial) markers *Ccn4* (A) and *Rprm* (B) and cluster T (tongue) marker *Foxa1*, as shown by feature plots and whole mount *in situ* hybridization on E12.0 mandibles (dorsal views). (D-I) Feature plots and frontal sections of the submandibular salivary gland showing the expression pattern of markers for clusters SG (salivary gland) and PL (posterior-lateral). Faint *Foxc1* expression is also detected in the salivary gland (black arrowhead). Dashed lines outline the salivary gland. Scale bar in (I) represents 280  $\mu\text{m}$  in (A-C) and 50  $\mu\text{m}$  in (D-I).

Figure S8

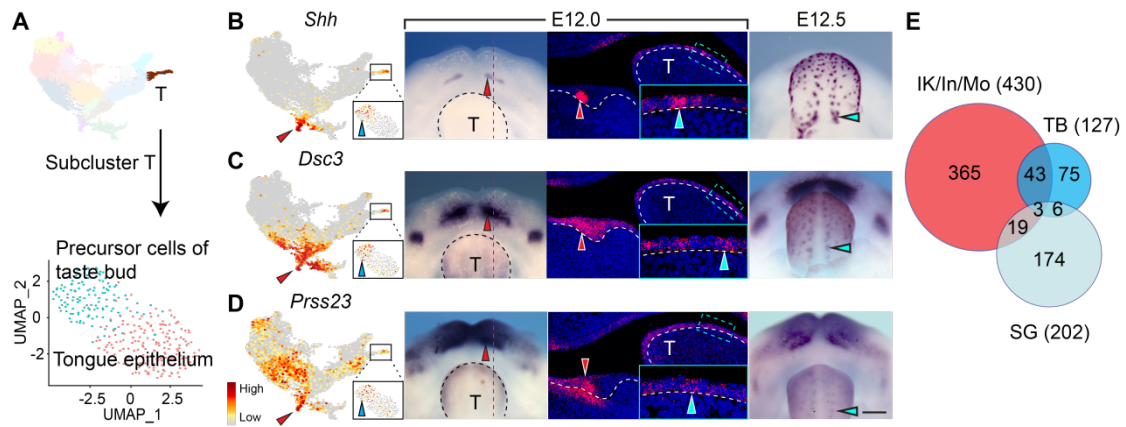

**Fig. S8. Identification of taste bud primordia precursor cells in the tongue (T) epithelial cluster.** (A) Cluster T is composed of two subclusters, separating the taste bud precursor cells from the rest of the tongue epithelium. (B-D) Feature plots, whole mount RNA *in situ* hybridization (second and fourth panels, dorsal views of E12.0 and E12.5 mandibles), and RNAscope (third panels, sagittal sections at levels indicated by the pink dashed lines) showing *Shh* (B), *Dsc3* (C), and *Prss23* (D) as markers for both the taste bud primordia (cyan arrowheads) and the initiation knot (red arrowheads). White dashed lines outline the epithelium. Black dashed lines outline the tongue. Cyan boxes are enlargements of the tongue epithelium. (E) Venn diagram showing numbers of marker genes shared between the dental (IK/In/Mo), the taste bud (TB), and the salivary gland (SG) clusters. Scale bar in (D) represents 280  $\mu\text{m}$  in whole mount images, 100  $\mu\text{m}$  in RNAscope images, and 30  $\mu\text{m}$  in the insets.

Figure S9

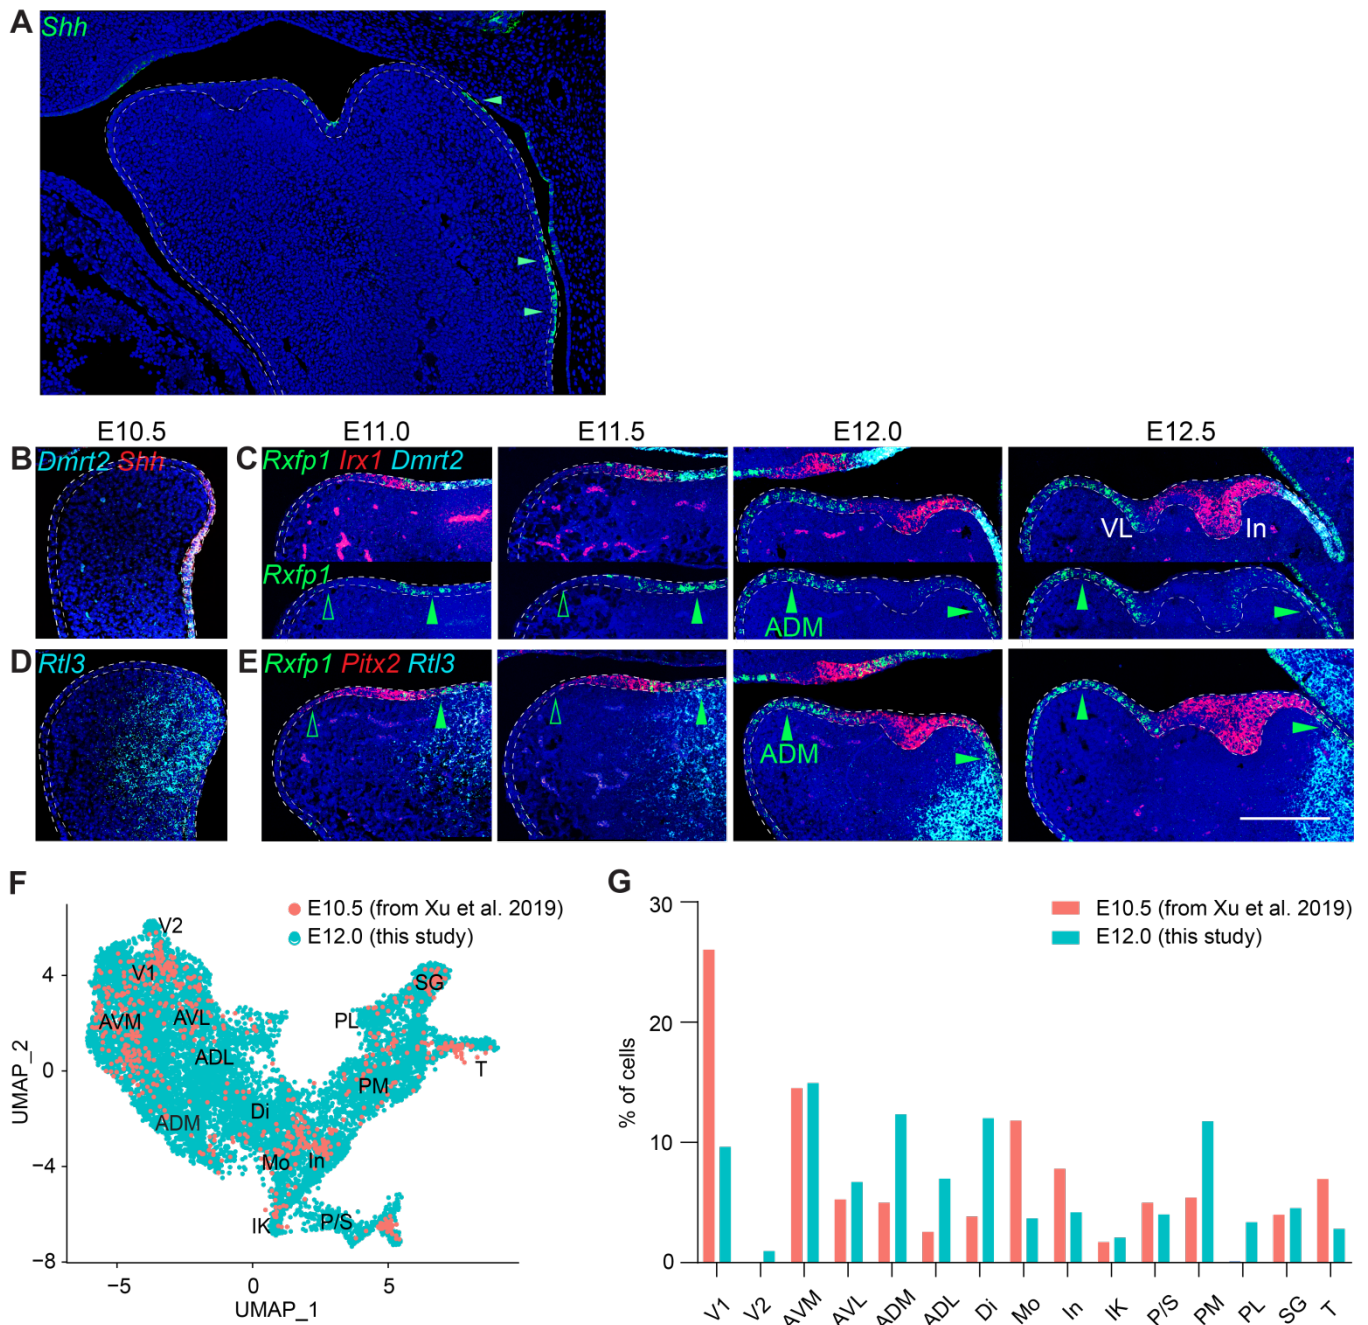

**Fig. S9. Changes in the expression of regional markers and the mandibular epithelial populations from E10.5 to E12.0.** (A) Sagittal section through the incisor epithelium of a E12.0 mouse mandible showing lineage traced *Shh*-expressing endodermal cells that are genetically labelled with membrane GFP (mG)(green arrowheads) at E9.5 using *ShhCreER;R26<sup>mT/mG</sup>*. (B-E) RNAscope *in situ* staining on sagittal sections through the incisor region (anterior to the left) showing the expression of endodermal marker *Shh* at E10.5, and markers for the dental epithelium (*Irx1* and *Pitx2*), the posterior epithelium (*Dmrt2* and *Rtl3*), and the anterodorsal-medial (cluster ADM) cells (*Rfxp1*) at different stages. (B,D) *Dmrt2* and *Rtl3* are expressed in the endoderm at E10.5 but absent in the ectoderm.

(C,E) *Rxfp1* is a dual ADM and posterior epithelium marker. Open and solid green arrowheads indicate absence or presence of *Rxfp1* expression in the epithelium, demonstrating that ADM formation begins at E12.0. Dashed lines outline the mandibular epithelium. (F) UMAP plot with integrated data from this study (E12.0) and from Xu et al. 2019 (E10.5) showing changes in the composition of epithelial populations. (G) Bar graph showing the percentage of each epithelial population at E10.5 and E12.0. In, incisor; VL, vestibular lamina. Scale bar in (E) represents 200  $\mu$ m in (A-E).

**Figure S10**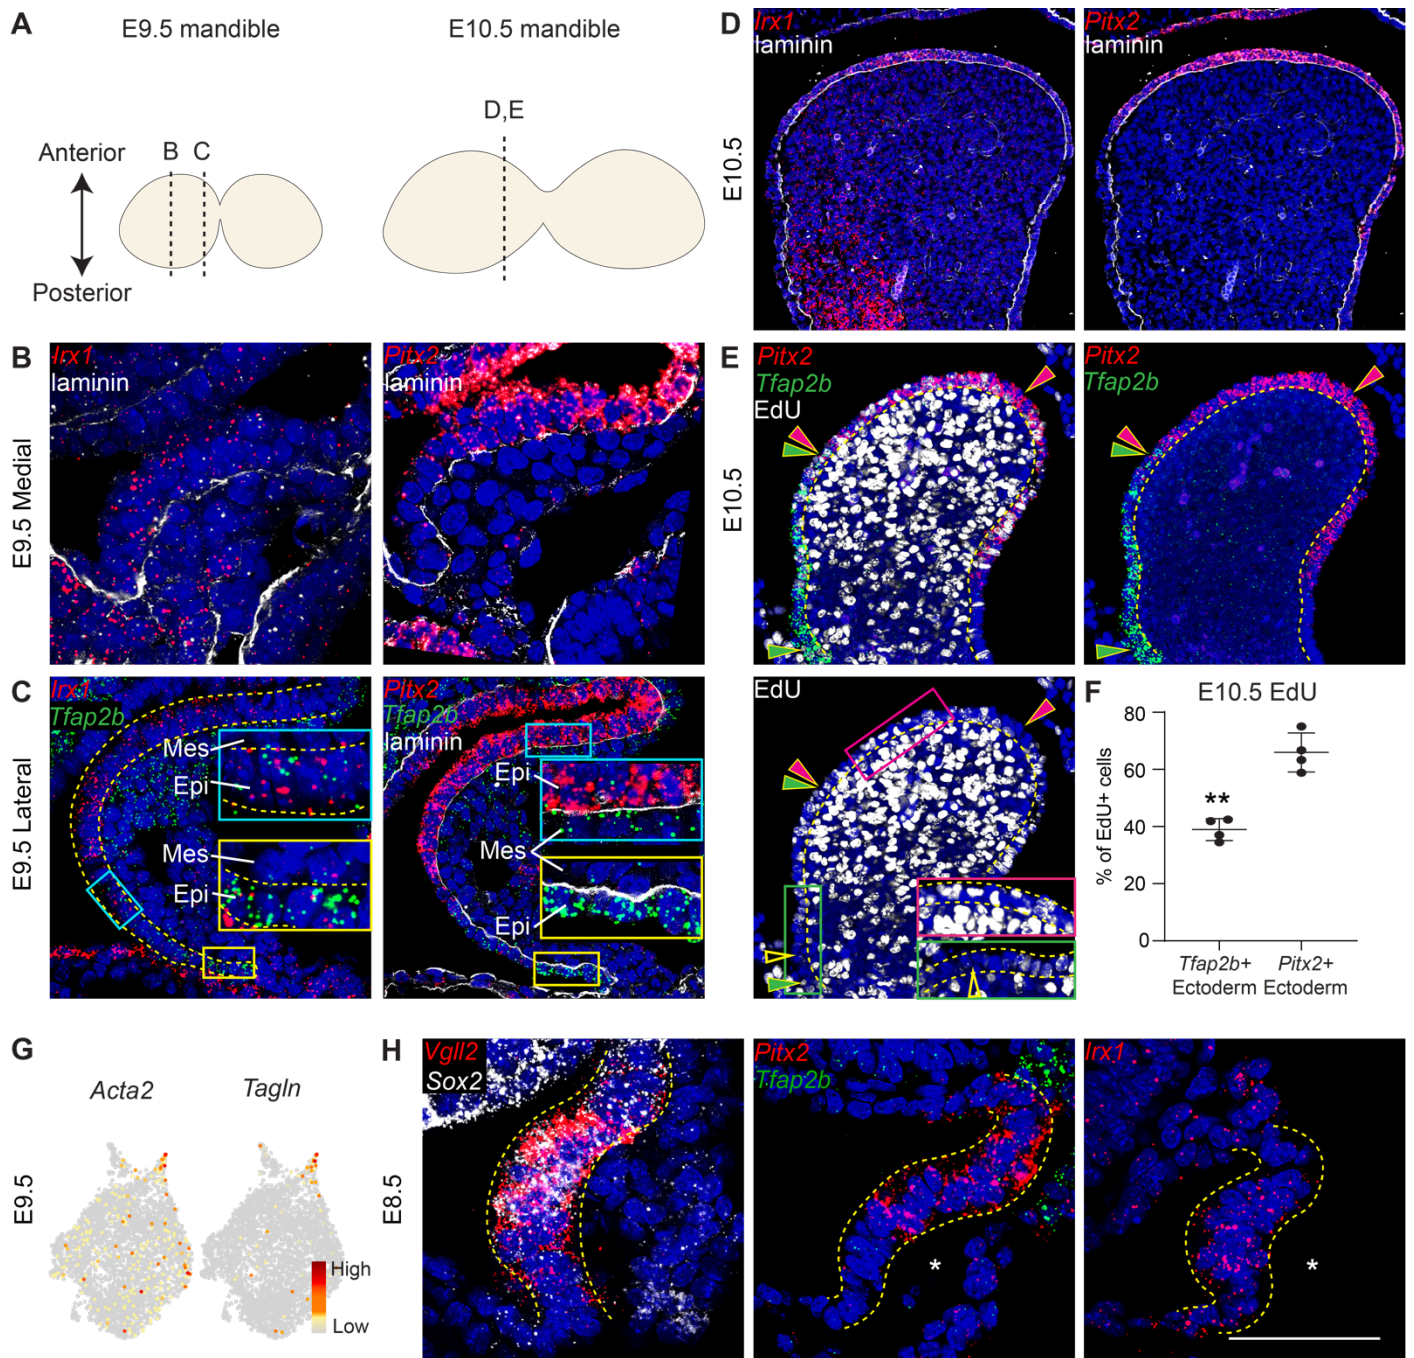

**Fig. S10. The expression of oral-aboral regional markers during early mandible development.** (A) Schematics of E9.5 and E10.5 mandibles showing levels of medial or lateral sagittal sections. (B-D) RNAscope analysis of *Irx1*, *Pitx2*, and *Tfap2b* expression in E9.5 and E10.5 mandibles. Laminin immunostaining labels the basement membrane and separates the epithelium from the mesenchyme. Cyan and yellow insets show enlarged images of the epithelium. (E,F) Distribution and quantification of EdU+ cells in the *Tfap2b*+ and *Pitx2*+ ectoderm (n=4). Green and pink arrowheads respectively bracket the representative *Tfap2b*+ and *Pitx2*+ ectodermal regions used for the quantification. Green and pink insets

show enlarged images of the epithelium. Open yellow arrowheads show reduced proliferation in the ventral aboral epithelium (G) Feature plots of indicated markers for mandibular epithelial clusters at E9.5. (H) Expression of *Vgll2*, *Sox2*, *Pitx2*, *Tfap2b*, and *Irx1* by RNAscope in the newly formed mandibular arch epithelium at E8.5. \* indicates space occupied by the arch mesenchyme that is lost during sectioning. Yellow dashed lines outline the ectodermal layer. Epi, epithelium; Mes, mesenchyme. Scale bar in (H) represents 60  $\mu\text{m}$  in (B,C,H), 200  $\mu\text{m}$  in (D,E), 20  $\mu\text{m}$  in boxes of (C), and 133  $\mu\text{m}$  in boxes of (E). Quantitative data are presented as mean  $\pm$  SD. *P*-values are determined using Student's t-test.

Figure S11

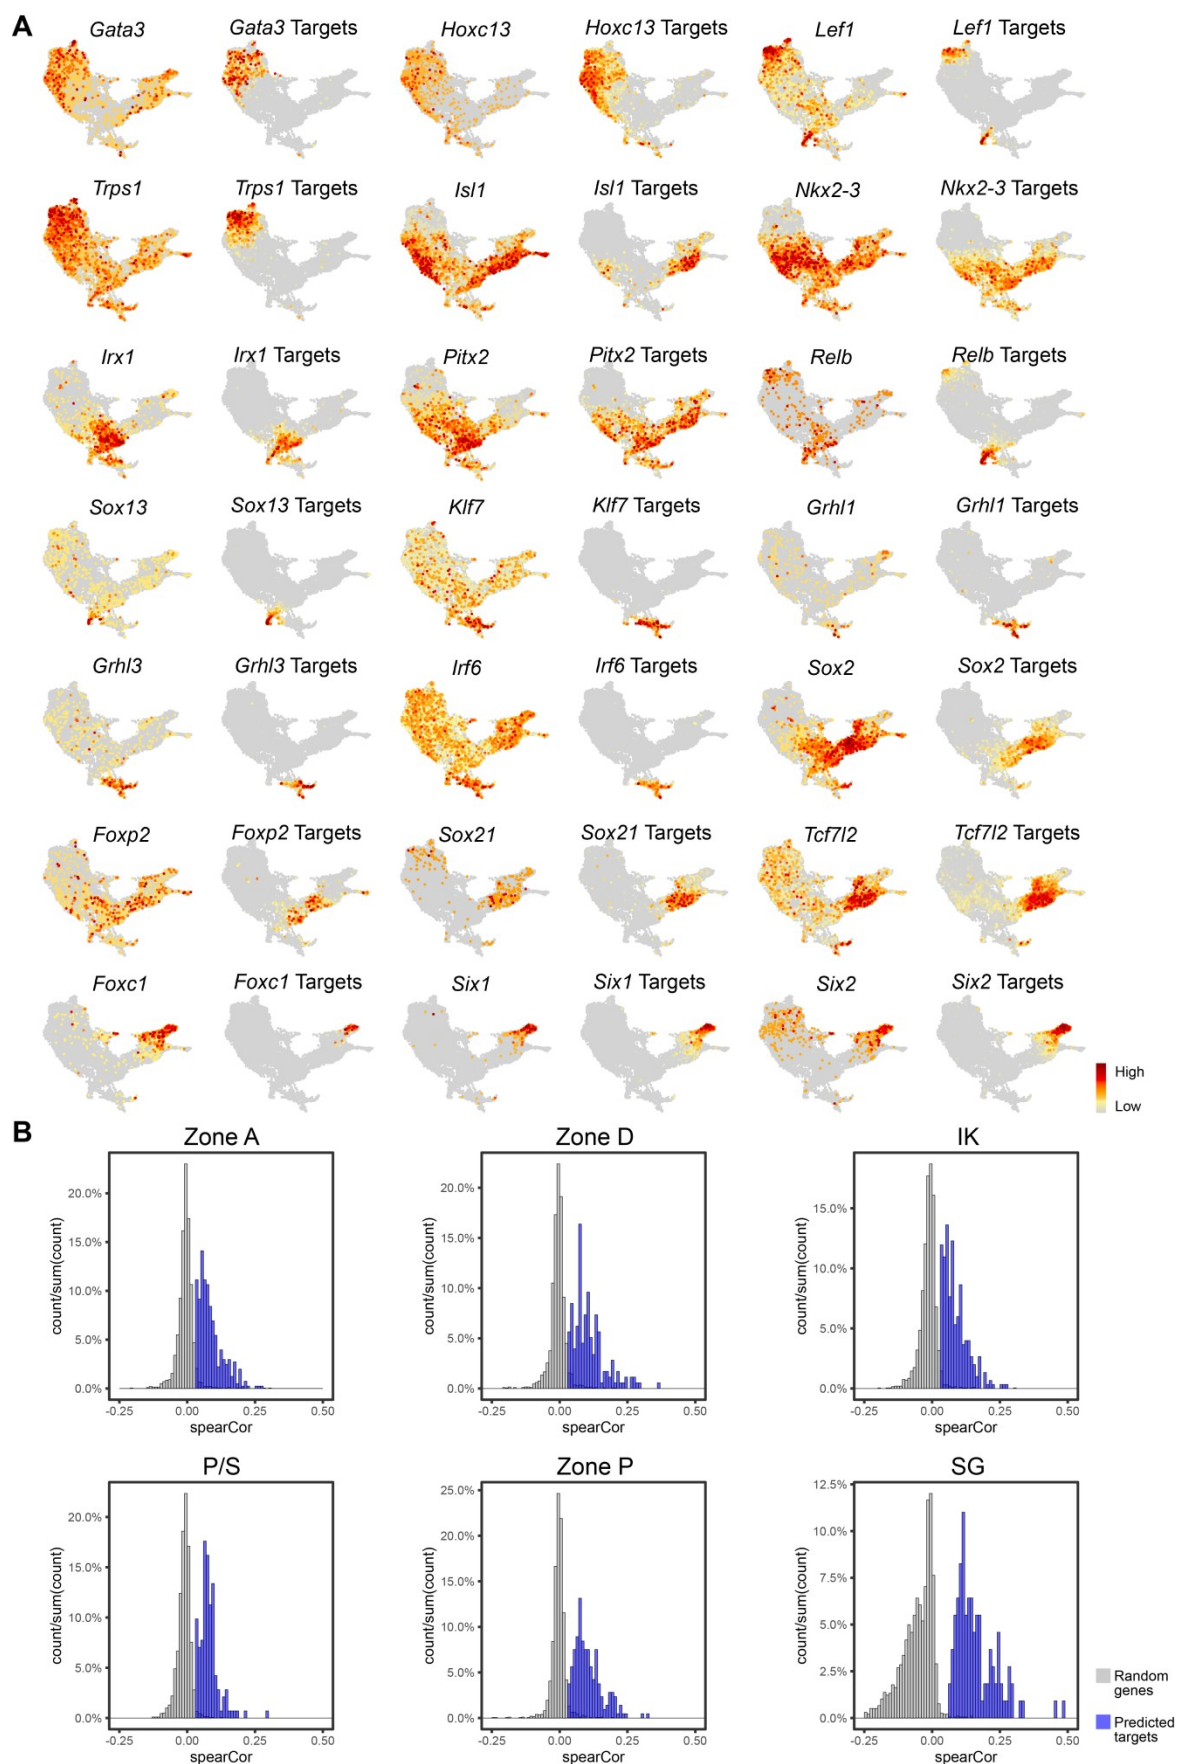

**Fig. S11. SCENIC-identified regulons contain regional and cluster-defining transcription factors and targets that share similar expression patterns in the E12.0 mandibular epithelium.** (A) Feature plots showing similar expression patterns of each transcriptional factor and its target genes, calculated as averaged expression in module scores. (B) Histograms showing the expression correlations (Spearman) between all SCENIC-identified targets and their transcription factors (blue bars) and the expression correlations between randomly selected genes and the regional transcription factors averaged in module scores (gray bars).

**Fig. S12. iRegulon reveals gene regulatory networks in different epithelial populations.**

(A-E) Gene regulatory networks in the dental epithelium (A), the initiation knot (B), the periderm and suprabasal cells (C), the posterior oral epithelium (D), and the salivary gland (E), as predicted by the iRegulon plugin from Cytoscape. Key transcription factors are labelled in pink and connected to their predicted downstream targets by arrows. All genes shown are enriched in the clusters indicated.

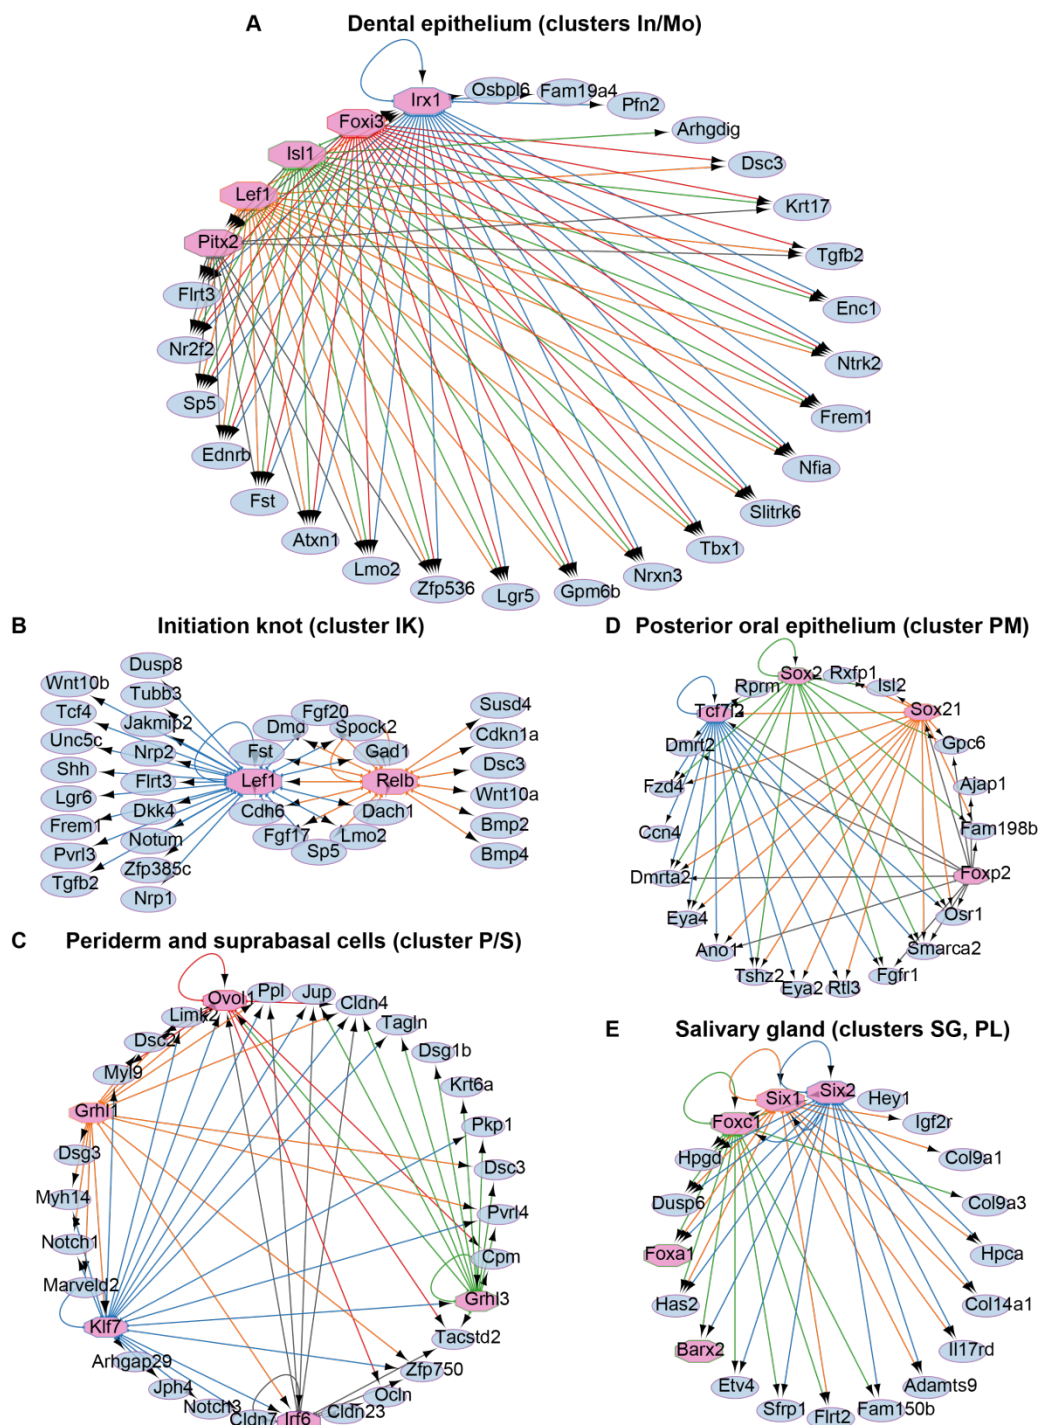

**Figure S13**

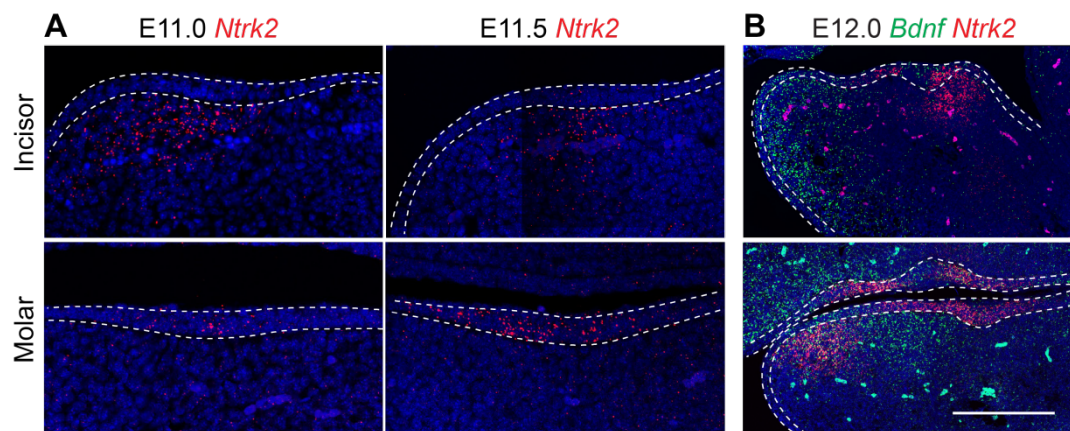

**Fig. S13. Expression of *Ntrk2* and *Bdnf*.** (A,B) RNAscope *in situ* showing the expression pattern of *Ntrk2* in the incisor and the molar at E11.0-E12.0 and the expression of *Bdnf* at E12.0. Sagittal sections through the incisor region are shown; anterior to the left. Dashed lines outline the epithelium. Scale bar in (B) represents 100  $\mu$ m in (A) and 200  $\mu$ m in (B).

## Figure S14

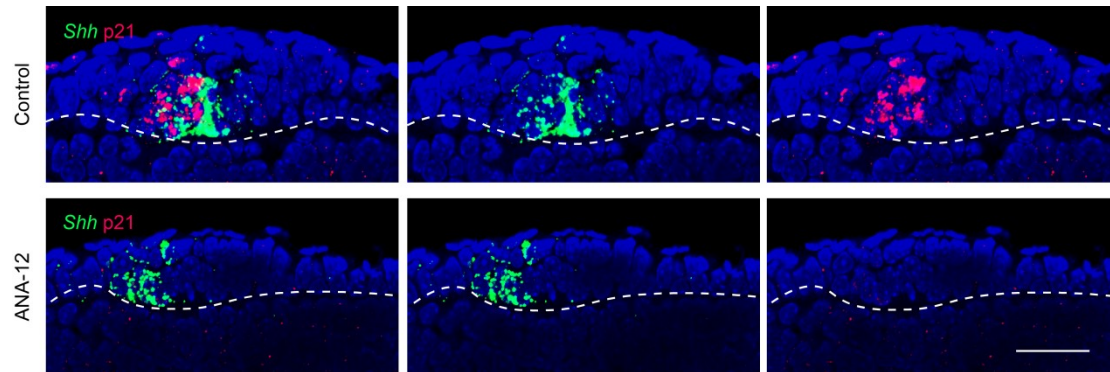

**Fig. S14. NTRK2 is required for proper initiation knot maturation.** Expressions of the initiation knot marker *Shh* (RNAscope, green) and the cell cycle inhibitor p21 (immunostaining, red) on incisor sagittal sections of E11.5 mandible explants cultured for 48 hours in DMSO (control) or the NTRK2 inhibitor ANA-12; anterior to the left. Dashed lines outline the incisor epithelium. Scale bar represents 30  $\mu$ m.

**Figure S15**

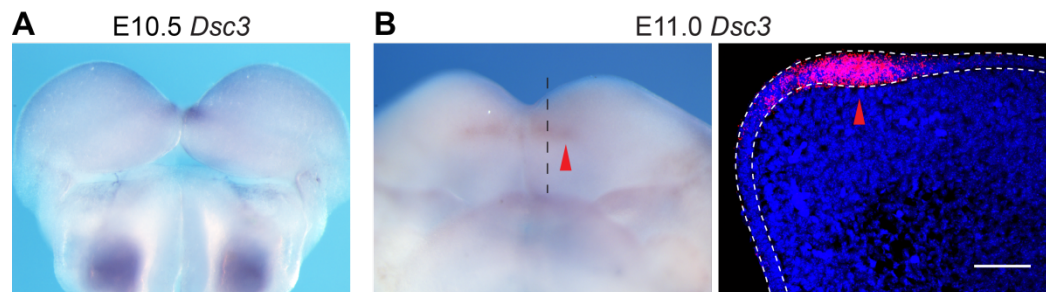

**Fig. S15. Expression of *Dsc3*.** (A) Whole mount RNA *in situ* hybridization of *Dsc3* (dorsal view of the mandible) showing *Dsc3* is largely absent in the mandible epithelium at E10.5. (B) Whole mount RNA *in situ* hybridization (left panel) showing *Dsc3* expression in the forming dental epithelium at E11.0. Right panel shows *Dsc3* RNAscope *in situ* staining on a sagittal section through the incisor region (indicated by the black dashed line); anterior to the left. White dashed lines outline the epithelium. Red arrowheads point at where *Dsc3* is expressed. Scale bar in (B) represents 280  $\mu\text{m}$  in the whole-mount images in (A,B) and 70  $\mu\text{m}$  in the RNAscope image in (B).

**Table S1. List of primers used for genotyping and cloning of in situ probes.**

[Click here to download Table S1](#)

**Table S2. Differentially expressed genes in the 15 clusters identified from E12.0 mandibular epithelium.** *P*-values (p\_val) show the probability that a gene is expressed in the cluster. Adjusted *P*-values (p\_val\_adj) are calculated using Bonferroni correction based on the total number of genes in the dataset. 'avg\_log2FC' is the log2 of the mean expression fold-change between cells in an individual cluster and all other cells. 'pct.1' and 'pct.2' are the percentages of cells where the gene is detected in or outside the cluster respectively. The genes were sorted according to 'p\_val'.

[Click here to download Table S2](#)

**Table S3. Functional enrichment analysis for top ranked cluster(s)-specific marker genes using Metascape.**

[Click here to download Table S3](#)

**Table S4. Differentially expressed genes in the subclustered periderm and suprabasal cells.**

[Click here to download Table S4](#)

**Table S5. Differentially expressed genes in the subclustered taste bud precursor cells.**

[Click here to download Table S5](#)

**Table S6. Differentially expressed transcription factors and predicted targets in the mandibular epithelium as identified using SCENIC.** Key transcription factors (TF) are listed in column A and their predicted target marker genes are listed in column B. All the listed regulons have high-confidence annotation (column C). 'nMotifs' (column D) is the number of target motifs in the gene. 'bestMotif' (column E) is the name of the most significantly enriched motif. 'NES' (column F) is the standard enrichment score. 'motifDb' (column G) is the search space upstream of the transcription start site. 'coexModule' (column H) is the co-expression modules. 'spearCor' (column I) is the Spearman correlation between the TF and the potential target. 'CoexWeight' (column J) is the co-expression weight between the TF and the target gene.

[Click here to download Table S6](#)

How the deposited data were processed for this re-analysis (not part of the article)

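The study sequenced 2 libraries of mouse mandibular cells, 1 of GFP-positive epithelial cells sorted from E12.0 mandibles and 1 of unsorted cells of whole E9.5 mandibular arches, which include mesenchyme and endoderm. Each library pooled embryos of 1 litter, so there is 1 sample per stage and no replicate. The authors provide UMI counts per gene and cell barcode for both, made with Cell Ranger, without normalization and with barcodes already selected as cells. The mouse genome build, GRCm38, is named in the paper's methods, and the file headers name none. The counts were whole numbers whose totals differ between barcodes. The headers name other Cell Ranger versions than the paper's methods, and the 2 gene lists, of 27998 and 31053 genes, share 27514. Genes listed under older symbols were found by their Ensembl gene identifiers. Gene positions are those of the GENCODE mouse annotation, which is built on GRCm38.

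Cells were kept, normalized and clustered with the settings of the paper, in Seurat 5.3.0 with sctransform 0.4.2 and Matrix 1.6.5 under R 4.3.3. The paper used Seurat 4.0 under R 4.1.2. S and G2M scores came from 42 and 54 genes at E12.0 and 42 and 52 at E9.5, the sex score from 7 and the lincRNA score from 2 genes. Of the 3000 variable features, 101 at E12.0, 68 at E9.5 and 69 among the E9.5 epithelial-like cells were on the list of genes to report. These were left out before principal components were computed. Top2a, Ccna2, Xist, Ddx3y, Twist1, Bmp7 and the receptor genes of Fig. 3K,L were not on the list used for this step. Doublet calling, thinning, cell cycle phases and the drawing of random genes used a seed of 1, and the steps in Seurat that package's default seeds. Sums, intervals, joint detection, rank correlations and figures were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0 and matplotlib 3.10.9. Doublets were called with Scrublet as included in scanpy, from scores above 0.167 at E12.0 and 0.257 at E9.5. The steps from counts to folds and intervals were tested on simulated data with 200 of 2000 genes changed 2-fold.

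The genes named were set before the data were examined, as were the class markers, the size criteria, the comparisons and all alternatives but 1. They are every gene that the paper names in a statement about its E12.0 or E9.5 single cell data, the transcription factors and targets of the regulons it names, receptor genes named in Fig. 3K,L and cell cycle and sex genes named in Fig. S1. Results for some of these genes are not reported here. Genes given as leading a cluster fall outside this rule where they are not in the list, and were chosen after their values were seen. A cluster's leading genes are the 10 genes with the largest fold among those with a UMI in at least 15% of its cells. A name was withheld when these held more markers of another class, or no marker of its own in a cluster with far fewer UMIs per cell than the library. A group with no UMI of a gene was given 3 counts in place of 0 for a ratio. Similarity of clusters was computed without mitochondrial genes. The random genes beside Nkx2-3 were drawn from the 3000 genes nearest to each target in mean expression.

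The kept cells summed to 77936364 UMIs at E12.0 and 166191431 at E9.5, so the precision of a value depends on the size of its group. The smallest named group, the V2-like cells, had 520085 UMIs, and the anterior-like cells 32959090. The median share of mitochondrial counts was 5.50% at E12.0 and 1.54% at E9.5.

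The alternatives kept the reported genes as variable features, used LogNormalize to 10000 UMIs per cell, left out the regression, the upper gene limit or the called doublets, or allowed at most 5% mitochondrial counts. Others changed the number of principal components or the resolution, weighted each cell equally, used thinned cells, cells with Xist UMIs and no Y-linked UMI or cells with a Y-linked UMI (of Uty, Ddx3y, Kdm5d or Eif2s3y), changed the size criteria to a fold of 2 or a UMI in 25% of cells, or selected E9.5 cells by Epcam. Joint detection was also counted without thinning and with at least 2 UMIs of each gene, and at E12.0 at the UMI number used at E9.5, an alternative chosen after seeing the data. RNA velocity, regulon activity, ligand-receptor scores, functional enrichment and the integration with E10.5 data were not computed, since they need spliced counts, motif or interaction databases or other data sets that were not used here.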

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

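The tests for free RNA and for doublets given in this part were chosen after the result was seen.

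The paper's statements on the E9.5 library concern its epithelial cells, and it gives no zone marker expression in the other cells of that library. A cluster of 2359 cells led by Sox10, Phactr1 and Plcg2 had 90.8 CPM of Tfap2b (87.9 to 93.8), above the 9.81 CPM of the epithelial-like cells. Tfap2b in this cluster raises the question of whether the UMIs of the epithelial-like cells came from elsewhere. Free RNA would be spread evenly, but Tfap2b ranged 12.6-fold between clusters of the epithelial-like cells at a resolution of 0.4, against 1.91-fold for the mesenchymal marker Twist1, leaving out the cluster of 35 cells that were mostly called doublets. Doublets called by Scrublet were not the source of all of it either, as Tfap2b stayed at 9.21 CPM without these cells. Doublets that Scrublet missed and a contribution of free RNA to part of the UMIs remain open. The cluster met the naming requirements of no listed tissue, and a biological explanation for its Tfap2b was not tested.

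Irx1 had 114 CPM (104 to 123) in a cluster of 359 cells led by Pax1, Uchl1 and Pax9, above its 25.9 CPM in the epithelial-like cells. Epithelial markers were raised in this cluster, and 3 endodermal markers as well, for which it was left out of the epithelial-like cells. Its median of 12947 UMIs was close to the 12866 of the epithelial-like cells. CPM does not rise with depth, so comparing these medians could not have shown depth as the source of the difference. Scrublet called 1.67% of its cells doublets, and whether free RNA contributed was not tested. The library holds 1 pooled sample, and no biological explanation was tested.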

How the results depend on the processing

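The joint detection at E12.0 with cells thinned to the UMI number used at E9.5 was chosen after the results were seen, and all other tests of this part before. For values that stand for 1 gene or pair of groups, 941 of 1412 values under alternatives stayed within their counting interval, 470 moved beyond it and 1 reversed. Only values of at least 1.3-fold are tallied as reversed, and smaller ones that changed sign, such as those of Ephb1, Bdnf and Axin2 with regions from a resolution of 0.15, are among those that moved. Of 1203 values of the 93 log2 folds and ratios called, 1202 kept their direction and 1099 stayed within 0.5 of the main value. Of 229 values of the counts and ratios that answer a comparison, 191 stayed close, 36 moved and 2 reversed. Except where a construction is named, the cause was not tested.

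With at most 5% mitochondrial counts, 3254 E12.0 cells remained, in 12 high-resolution clusters, with a mutual information of cell cycle phase against cluster of 0.0201. The ratio of observed to expected joint detection (zone marker co-detection, Cxcl14 and Irx1, E12.0) was then 0.503. No high-resolution cluster was P/S-like or T-like, so the counts cover only genes whose class was found, of which 5 of 5 region markers, 8 of 8 posterior, gland and tongue genes and 8 of 10 transcription factors met the size criteria, and no periderm gene could be counted. Without regression, the mutual information was 0.210, as the construction implies, 4 initiation knot genes met the size criteria and the Irx1 log2 ratio of IK-like to In/Mo-like cells reversed to 0.056. The IK-like and In/Mo-like cells of this setting had 100 and 875 CPM of Top2a, so they also differed in cell cycle state. Of Irx1, Ntrk2, Dsc3 and Enc1, 1 was then at least 1.3 times lower in IK-like than in In/Mo-like cells, against 2. There were 4 WNT inhibitors at least 1.3 times as high in anterior-like as in dental-like cells, against 2. This last count was 4 without the called doublets and 5 with regions from a resolution of 0.15. At a high resolution of 0.6 there were 11 clusters, a mutual information of 0.0236 and 4 initiation knot genes, and no In/Mo-like or T-like cluster. Of genes whose class was found, 1 of 2 dental and 8 of 8 posterior, gland and tongue genes met the criteria. Keeping the reported genes gave a mutual information of 0.0282, and LogNormalize 5 low-resolution clusters. T-like cells formed 2 sub-clusters with reported genes kept, LogNormalize, no upper gene limit, called doublets left out, 20 and 15 principal components or a high resolution of 1.2, against 1 in the main clustering and without regression.

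Depth limits joint detection. Without thinning it rose at E12.0 to 0.506 for Cxcl14 and Irx1. At E9.5 it fell from 3.86 (1.05 to 9.88), counted in 4 cells, to 1.05 (0.601 to 1.70). At the E9.5 UMI number the E12.0 value was 0.309. In cells with Xist UMIs and no Y-linked UMI the same value (zone marker co-detection, Cxcl14 and Irx1, E12.0) was 0.335, and in cells with Y-linked UMIs 0.443. With at least 2 UMIs of each gene, the E12.0 values were 0.137 (0.0815 to 0.217) for Cxcl14 and Irx1 and 0 (0 to 1.59) for Irx1 and Dmrt2. At E9.5 they were 1.74 (1.28 to 2.30) for Vgll2 and Sox2 and 12.2 (0.310 to 68.1) for Tfap2b and Irx1, the last from 1 cell with both genes. Cxcl14 and Irx1 came out at 0 (0 to 165), which is tallied as reversed. With less than 1 cell expected, this 0 was all but certain and does not show a change of direction. Thinning lowered the rho of Nkx2-3 with Irx1 to 0.0433 and with Sox21 to 0.00985. E9.5 epithelial-like cells formed 6 clusters at a resolution of 0.4. The Epcam selection gave 4296 cells in 8 clusters and joint detection of 1.67 for Vgll2 and Sox2. For Tfap2b and Irx1 it reversed to 0.760, with an interval that included 1.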

Differences from the paper's values

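All alternatives of this part were set before the data were examined. In and Mo together hold about 7.9% of the cells in the paper (in Fig. S9G, read by eye), and the In/Mo-like cluster held 3.99%. The value was 4.56% with the reported genes kept, 4.12% with 20 and 15 principal components and 3.91% at a resolution of 1.2, and these also differ from the paper's. It was 8.5% with LogNormalize, 7.47% without regression, 6.22% without the upper gene limit, 10.9% with at most 5% mitochondrial counts and 6.39% without the called doublets, all within 1.5 times the paper's. The unnamed dental-region cluster, whose closest match was the In/Mo-like one, held a further 3.58%, and the 2 clusters together, a sum looked at only after the values were seen, are within 1.5 times the paper's too.

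Cluster T holds about 2.8% of the paper's cells (in Fig. S9G, read by eye), and the T-like cluster held 1.29%. Without regression it held 0.775%, which differs as well. The other settings with a T-like cluster came within 1.5 times the paper's, at 2.65% with the reported genes kept, 2.54% with LogNormalize, 2.67% without the upper gene limit, 2.53% without the called doublets, 2.68% with 20 and 15 principal components and 2.74% at a resolution of 1.2.

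The paper describes sub-clusters within T, and the T-like cells stayed in 1 group. The 6 settings that brought the share of T-like cells within 1.5 times the paper's also divided them into 2.

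The paper describes a cluster ADL, and no cluster of the main clustering met the criteria for it. An ADL-like cluster was found with the reported genes kept (265 cells), with 20 and 15 principal components (757) and with at most 5% mitochondrial counts (17). Of these, the first was led by mitotic genes such as Ube2c and Cenpf and the last by Nr4a1, Fosb and Atf3. The largest, of 757 cells, was led by Gas1, Krt19 and Krt15.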

Other observations

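The tests for doublets in the small E9.5 cluster, for cell cycle state, for depth in the T-like cluster and for depth between the stages were chosen after the results were seen. That for doublets among the P/S-like cells was not.

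The smallest E9.5 epithelial cluster, of 33 cells, had 373 CPM of the mesenchymal marker Twist1. Doublets of epithelial and mesenchymal cells are a candidate explanation, since Scrublet called 93.9% of its cells, against at most 0.770% in the other clusters, and its median of 22242 UMIs was the highest. No biological explanation was tested.

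E12.0 clusters of 842 and 322 cells were led by Hist1h2bc, Cenpa and Ccnb2 although cell cycle scores had been regressed out. If a cell cycle state remained, their shares of cells in S phase might lie below those of the other clusters, apart from the mitotic cluster and clusters with 100 or fewer cells after thinning. They were 6.40% and 17.2%, and the lowest of the clusters compared was 14.3%, so 1 of the 2 lies among the others. Without thinning the S shares were 8.79% and 21.7%, both below the lowest of the same clusters, 23.2%, so this outcome depends on thinning. Other values of these clusters were chosen after they were seen, and not all separate them. Top2a had 83.6 and 81.0 CPM, against at least 233 CPM in every other cluster, and 62.0% and 72.9% of cells were in G2M phase after thinning, against at most 52.2% in the clusters compared apart from one with 85.7%. Without thinning the G2M shares, 33.1% and 40.4%, lay within the 14.2% to 54.5% of the clusters compared. Ccna2, at 48.0 and 63.8 CPM, lay within the 34.6 to 194 CPM of the others. A remaining cell cycle state is therefore a candidate, but it cannot be told apart from other explanations, since whether the phase shares separate both clusters depends on thinning.

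The P/S-like sub-cluster with the most Dsc3 and Prss23 also had the largest share of called doublets. Doublets called by Scrublet were not the source, because without them a sub-cluster of 129 cells still had Dsc3 at 3.97 times the other P/S-like cells and Prss23 at 6.56 times. Doublets that Scrublet missed and free RNA remain open, and the position of these cells in the tissue, which the paper proposes as the difference, was not tested.

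Cells with a Y-linked UMI were more frequent in the T-like cluster than in the other named clusters. Depth does not explain the difference from all other cells together, because Ddx3y had 90.3 CPM there (73.3 to 110.1) against 59.2 CPM in all other cells, a measure that does not rise with depth. The V2-like cluster had 123 CPM (94.8 to 157) of Ddx3y and a Y-linked UMI in 61.6% of its cells, at a median of 4056.5 UMIs against 6555, so the T-like cluster is not alone and depth stays open for the difference between these 2. The embryos were pooled, so an unequal yield of tongue cells from male embryos and a biological difference between the sexes remain open and were not tested.

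Tfap2b and Irx1 were found together 0.280 times as often at E12.0 as their single shares predict, while the ratio at E9.5 was above 1. Depth does not account for it, as the E12.0 ratio was 0.236 (0.191 to 0.289) at the UMI number used at E9.5, against 2.07 at E9.5. The E9.5 ratio rests on 11 cells and fell below 1 when cells were selected by Epcam (0.760, with an interval that included 1). Stage is confounded with sorting and with the library, so a separation of the 2 markers with time may be the reason but was not tested.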
